# CPEB1 directs muscle stem cell activation by reprogramming the translational landscape

**DOI:** 10.1038/s41467-022-28612-1

**Published:** 2022-02-17

**Authors:** Wenshu Zeng, Lu Yue, Kim S. W. Lam, Wenxin Zhang, Wai-Kin So, Erin H. Y. Tse, Tom H. Cheung

**Keywords:** Muscle stem cells, Quiescence, RNA metabolism, Proteomics

## Abstract

Skeletal muscle stem cells, also called Satellite Cells (SCs), are actively maintained in quiescence but can activate quickly upon extrinsic stimuli. However, the mechanisms of how quiescent SCs (QSCs) activate swiftly remain elusive. Here, using a whole mouse perfusion fixation approach to obtain bona fide QSCs, we identify massive proteomic changes during the quiescence-to-activation transition in pathways such as chromatin maintenance, metabolism, transcription, and translation. Discordant correlation of transcriptomic and proteomic changes reveals potential translational regulation upon SC activation. Importantly, we show Cytoplasmic Polyadenylation Element Binding protein 1 (CPEB1), post-transcriptionally affects protein translation during SC activation by binding to the 3′ UTRs of different transcripts. We demonstrate phosphorylation-dependent CPEB1 promoted Myod1 protein synthesis by binding to the cytoplasmic polyadenylation elements (CPEs) within its 3′ UTRs to regulate SC activation and muscle regeneration. Our study characterizes CPEB1 as a key regulator to reprogram the translational landscape directing SC activation and subsequent proliferation.

## Abstract (web summary)

Skeletal muscle stem cells are actively maintained in quiescence, but can activate quickly upon extrinsic stimulation. Here the authors show that CPEB1 promotes muscle stem cell activation by reprogramming the translational landscape.

## Introduction

Tissue stem cells are required for tissue homeostasis and repair^1,2^. In low turnover tissues, stem cells are maintained in quiescence for prolonged periods^3,4^. Quiescence is a reversible G0 stage with basal cellular metabolism^5^. Muscle stem cells, or satellite cells (SCs), are indispensable for muscle regeneration^2,6–8^. SCs are tightly maintained in quiescence in uninjured skeletal muscles^9^. Upon stimulation (i.e., acute injury), quiescent SCs (QSCs) can activate rapidly and re-enter the cell cycle, subsequently differentiating and fusing together to repair muscle^10^. Recent studies showed that quiescent signatures could change within hours during isolation^11–13^, with freshly isolated SCs (fiSCs) having already acquired an early activation gene signature^14^. Thus, fiSCs previously thought of as quiescent, are indeed at an early phase of activation. While different groups have recently developed methods to capture bona fide quiescent SCs^11–13^, the molecular mechanisms regulating the quiescence-to-activation transition are still largely unknown.

Recent studies on early activation are limited to the transcriptome and epigenome^11–13^. However, proteins are the main effectors of functional cellular regulation. In addition, RNA levels may not accurately reflect the abundance of proteins due to post-transcriptional regulations^15,16^. Thus, the use of transcriptomic analysis may not provide adequate information regarding the active signaling effectors that are expressed in QSCs, or during the cell state transition.

Post-transcriptional regulation on a single gene level to manipulate protein synthesis was demonstrated to regulate the SC quiescence-to-activation transition^9^. Some activation-related transcripts are expressed in QSCs but are translationally repressed by post-transcriptional regulation to maintain SC quiescence. For instance, oncogene *Dek* mRNA is highly expressed in QSCs while translation is inhibited by miR-489, a QSC-specific miRNA^17^. *Myf5* transcripts were reported to be sequestered in ribonucleoprotein (mRNP) granules together with miR-31 in QSCs^18^. *Myod1* mRNA is expressed in QSCs while its translation is suppressed by RNA-binding protein Staufen-1^19^. Upon injury, these inhibitions are relieved for rapid protein synthesis to drive SC activation^17–19^. However, how post-transcriptional regulation manipulates the global proteomics landscape to drive the SC quiescence-to-activation transition remains to be explored.

The 3′ UTR of mRNA functions as a post-transcriptional regulation hotspot by harboring a series of motifs such as microRNA (miRNA) target sites, AU-rich elements (AREs), and polyadenylation signals (PASs)^20^. After binding to the target transcript, miRNAs drive the formation of an RNA-induced silencing complex (RISC) by recruiting the Argonaute (Ago) protein to directly cleave the target mRNA or recruit additional proteins to achieve translational repression^21^. Different from miRNA target sites, AREs either induce or suppress protein translation depending on the function of the RNA-binding protein^22^. For instance, the Hu RNA-binding protein family stabilizes their target transcripts resulting in an elevated translational output, whereas AUF1, TTP, BRF1, TIA-1, and KSRP destabilize mRNA and reduce protein expression^22^. Alternative usage of PASs regulates the length of 3′ UTRs, resulting in a differential number of RNA-regulatory motifs, and therefore, varying levels of protein production^23^.

Cytoplasmic polyadenylation elements (CPEs)^24^, also located on 3′ UTRs, are found in around 20% of mammalian transcripts^25,26^. CPE-binding protein 1 (CPEB1) is an RNA-binding protein that binds to CPE sequences and regulates translation of its target transcripts by inducing cytoplasmic manipulation of their poly(A)-tails^27–30^. After binding to the CPEs, CPEB1 recruits cytoplasmic poly (A) polymerase GLD2 to elongate the poly (A) tail to maintain mRNA stability^31,32^. The stability of mRNAs is positively correlated with translational output^33,34^. CPEB1 regulates cellular function by post-transcriptionally controlling the translation of its targeted transcripts^35^. CPEB1 was reported to promote *Xenopus* oocyte maturation by activating the maternal mRNA translation, including *Cyclin B5* and *Emi1*^29,31^. CPEB1 also regulates human fibroblast senescence and bioenergetics by controlling *TP53* translation^27^. CPEB1 was reported to restrain the proliferation of glioblastoma cells through the regulation of *p27Kip1* mRNA translation and modulates glioma stem cell differentiation via regulating *Hes1* and *Sirt1* translation^36,37^. Besides, CPEB1 controls HeLa cell proliferation and G1 phase entry by regulating the expression of a series of cell-cycle-related genes^38,39^. Cell cycle re-entry is a hallmark of the SC quiescence-to-activation transition^40,41^. However, the genome-wide mRNA targets or the proteome affected by CPEB1 and how CPEB1 is involved in regulating the SC quiescence-to-activation transition are largely unknown.

In this study, we uncover the in vivo QSC proteomics signature and observe a change in the translational landscape during the SC quiescence-to-activation transition. Discordant correlation of the SC transcriptome and proteome suggests the transition from quiescence to activation is regulated post-transcriptionally. We further demonstrate that the translational regulator CPEB1 regulates SC activation and proliferation by reprogramming the translational landscape. In SCs, CPEB1 promotes protein expression via CPEs within the 3′ UTRs in a phosphorylation-dependent manner. Interestingly, the manipulation of CPEB1 phosphorylation affects SC activation, muscle regeneration, and Pax7^+^ self-renewed SC number. Together, we reveal CPEB1 as a key regulator to establish a translational landscape for SC activation in a post-transcriptional manner.

## Results

### Differential proteomic landscape during SC quiescence exit

As previously reported, SCs acquire an early activation signature during the isolation process^11,12^. We thus leveraged the in situ fixation technique^13,42^ to preserve the bona fide quiescent SCs for analysis (named QSCs in this study). To understand the QSC proteome and its changes during activation, we performed mass spectrometry on QSCs, fiSCs, activated SCs sorted from 3 days injured muscles (iASCs), and cultured activated SCs (cASCs, fiSCs plated down for 48 hours, in the proliferating state) (Fig. 1a). From a whole proteome aspect, QSCs differed from fiSCs while QSCs and fiSCs were more distant from iASCs and cASCs, indicating a rapid and significant activation response of QSCs and, that the fixation approach can preserve the unique proteomic signature of QSCs in vivo (Fig. 1b, protein expression listed in Supplementary Data 1). The proteomic signatures of iASCs and cASCs were similar (Fig. 1b, Supplementary Data 1). To validate the reliability of the proteome, we compared the expression level of various known proteins. For instance, cell cycle proteins (Cdk and Mcm protein families) and activation markers (Myod1, Yap1, Mtor, and Ki67) were not expressed in QSCs and fiSCs, but strongly expressed in cASCs and iASCs, while markers for QSCs, such as Pax7, Calcr, and Numb, were highly expressed in QSCs and fiSCs (Fig. 1c). We also observed a metabolism reprogramming from fatty acid oxidation to glycolysis during SC activation (Fig. 1d), in agreement with reported transcriptome analysis^43^. Intriguingly, we observed differential expression of transmembrane protein/receptors during SC activation (Fig. 1e), indicating that SCs reprogram interactions with the niche for proper activation. Together, our data presented a whole proteome view of QSCs and revealed proteins that are differentially expressed during SC activation.

**Fig. 1:**
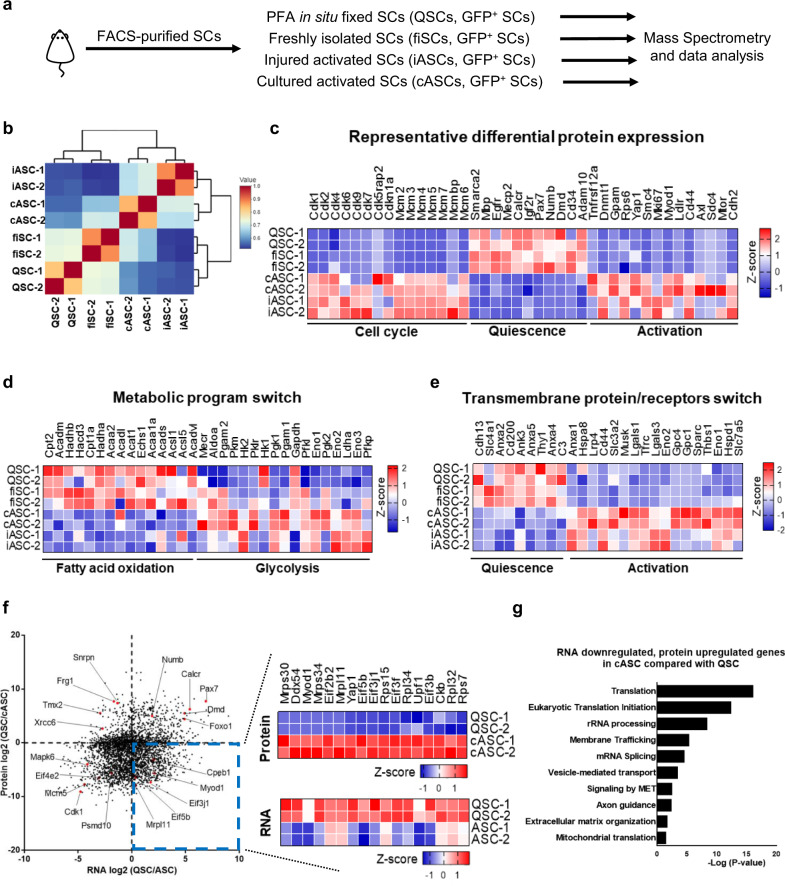
Discordant proteomic and transcriptomic signatures reveal a potential translational control mechanism during the SC quiescence-to-activation transition. **a** Schematic illustration of the workflow for the proteomic analysis of FACS-isolated SCs. The SCs were sorted from Pax7-nGFP mice. QSCs were sorted from 0.5% PFA-perfused mice. fiSCs were sorted from unperfused mice. Injured ASCs (iASCs) were sorted from 3 days 1.2% BaCl_2_ injured mice. Cultured ASCs (cASCs) were 2 days cultured SCs. (*n* = 2 independent experiments). **b** Hierarchical clustering of the protein expression (in the number of spectra) for QSCs, fiSCs, iASCs, and cASCs. **c** Heatmap of representative expression for cell cycle, quiescence, and activation-specific proteins of QSCs, fiSCs, iASCs, and cASCs. **d** Heatmap of representative expression for fatty acid oxidation and glycolysis-related proteins of QSCs, fiSCs, iASCs, and cASCs. **e** Heatmap of representative expression for transmembrane protein/receptors of QSCs, fiSCs, iASCs, and cASCs. **f**, **g** Analysis of transcriptome and proteome on QSCs and cASCs (proteome comparison) and iASCs (transcriptome comparison). **f** Scatter plot of the fold change of RNA and protein comparing QSCs to ASCs. Heatmap shows the RNA and protein expression of representative genes in the lower right quadrant of the scatter plot. **g** Functional enrichment analysis of genes from the lower right quadrant of **f** by g:Profiler^99^. The g:Profiler uses a hypergeometric test to measure the significance of functional terms in the input gene list.

To decipher the dynamic proteome changes during SC activation, we compared the proteomes of QSCs, fiSCs, and cASCs in a pairwise manner and performed functional enrichment analysis on the differentially expressed proteins. In the cell cycle and DNA replication cluster, we observed that “packaging of telomere ends” and “nucleosome assembly” pathways were highly enriched in QSCs when compared with fiSCs or cASCs (Supplementary Fig. 1a, c, e). The enriched pathways in fiSCs, compared to QSCs, were “Orc1 removal from chromatin” and “DNA replication pre-initiation” (Supplementary Fig. 1b), revealing that SCs initiates the cell cycle program rapidly after its dissociation from the niche. Intriguingly, proteins related to cristae formation, such as Atp5mg, Atp5f1b, and Atp5f1d, were strongly expressed in QSCs specifically (Supplementary Fig. 1a), suggesting that SCs coordinate subcellular organelles for metabolism reprogramming from oxygen consumption reactions (fatty acid oxidation and TCA cycle) to non-oxygen required reactions (glycolysis) upon SC activation since the cristae in the mitochondrial inner membrane provides a larger chemical reaction area, enabling efficient oxidative phosphorylation^44,45^. Oxygen consumption reactions produce reactive oxygen species (ROS) such as superoxide or hydrogen peroxide, which causes DNA damage^46,47^. DNA repair categories such as “base excision repair”, “DNA double-strand break response”, and other repair pathways, were highly enriched in QSCs (Supplementary Fig. 1a), while pathways for repairing DNA damage during DNA replication such as “p53-dependent G1/S DNA damage checkpoint” and “gap-filling DNA repair”, were enriched only in cASCs (Supplementary Fig. 1d, f). These suggest that DNA repair mechanisms are altered due to DNA damage in QSCs and ASCs. Together, we present a blueprint of SC proteomes during SC activation, and the observed changes of protein expressions suggest that a significant change in the translational landscape is required for SC activation and proliferation.

### Discordant proteomic and transcriptomic signatures in SCs

We and others have previously reported the transcriptomic changes during the SC quiescence-to-activation transition^11–13^. To correlate between the proteome and the transcriptome signatures during the SC quiescence-to-activation transition, we visualized the differences of these signatures on a scatter plot (Fig. 1f, the fold changes of transcripts and proteins are listed in Supplementary Data 2). On the lower left and the upper right quadrants of this scatter plot, we observed concordant upregulated or downregulated transcripts and proteins during SC activation. For example, genes that are essential for the maintenance of stemness or quiescence such as *Pax7*, *Calcr*, and *Numb*, are downregulated during the transition. On the other hand, genes involved in translation or the cell cycle such as *Eif4e2*, *Cdk1*, and *Mcm5*, are upregulated during the transition. Intriguingly, we observed a large number of genes in the lower right quadrant, which represented genes with highly expressed transcripts and low protein levels in QSCs. During SC activation, the proteins of these genes are highly expressed, despite their transcripts being downregulated (Fig. 1f). Examples of these genes are involved in regulating myogenic lineage progression or translational regulation such as *Myod1*, *Mrpl11*, *Rps15*, and *Eif5b*. To further investigate the gene functions in this quadrant, we performed functional enrichment analysis and found that pathways such as “Translation”, “Eukaryotic Translation Initiation”, and “rRNA Processing”, are significantly enriched (Fig. 1g). Thus, the discordant proteomic and transcriptomic signatures suggest a potential translational control mechanism during the SC quiescence-to-activation transition.

### CPEB1 is required for SC activation and proliferation

As previously shown, discordant transcriptomic and proteomic signatures suggest that the quiescence-to-activation transition is post-transcriptionally regulated. Previous studies showed that CPEB1 is a master regulator of translational control by acting on CPEs on 3′ UTRs during *Xenopus* oocyte maturation^31,32^. We next tested the hypothesis of whether CPEB1 functions to regulate this transition (Fig. 2a). CPEB1 expression was abundant and detectable in both QSCs and early activated SCs (cultured for 2 hours), and significantly upregulated in ASCs (Fig. 2b, c and Supplementary Fig. 3a–c, CPEB1 antibody specificity is shown in Supplementary Fig. 2a, b, d). The majority of CPEB1 is localized in the cytoplasm of QSCs and ASCs. Interestingly, QSCs on paraformaldehyde (PFA)-perfused, fixed fibers have more extended cytoplasmic projections compared with early activated SCs (Fig. 2b). These observations were consistent with the in vivo imaging of SCs after tissue clearing^48^, supporting the notion that our fixation approach captured the in vivo signature of SCs. To test whether CPEB1 regulates SC activation, we knocked down CPEB1 expression during SC activation (the efficiency and specificity of siRNA for CPEB1 is shown in Supplementary Fig. 2c-h). EdU was added to mark cycling SCs during the course of in vitro SC culture (Fig. 2d). Knocking down CPEB1 delayed SC activation in both fiber-associated SCs (Fig. 2e, f) and Fluorescent Activated Cell Sorting (FACS)-purified SCs (Fig. 2g, h), suggesting that CPEB1 is essential for SC activation. The overall SC number (Syn4 marks both QSCs and ASCs) was also decreased after CPEB1 knockdown (Supplementary Fig. 3d–h). To test whether the reduced SC number is caused by a defect in SC proliferation, we cultured fiSCs for 30 hours and then pulsed these activated SCs with EdU for 6 hours before harvest (Supplementary Fig. 3i). We also evaluated the expression of the cell cycle marker Ki67. Both experiments showed that the proliferation of SCs was inhibited when CPEB1 was knocked down (Supplementary Fig. 3j-o). Together, these suggested that CPEB1 is essential for both SC activation and proliferation.

**Fig. 2:**
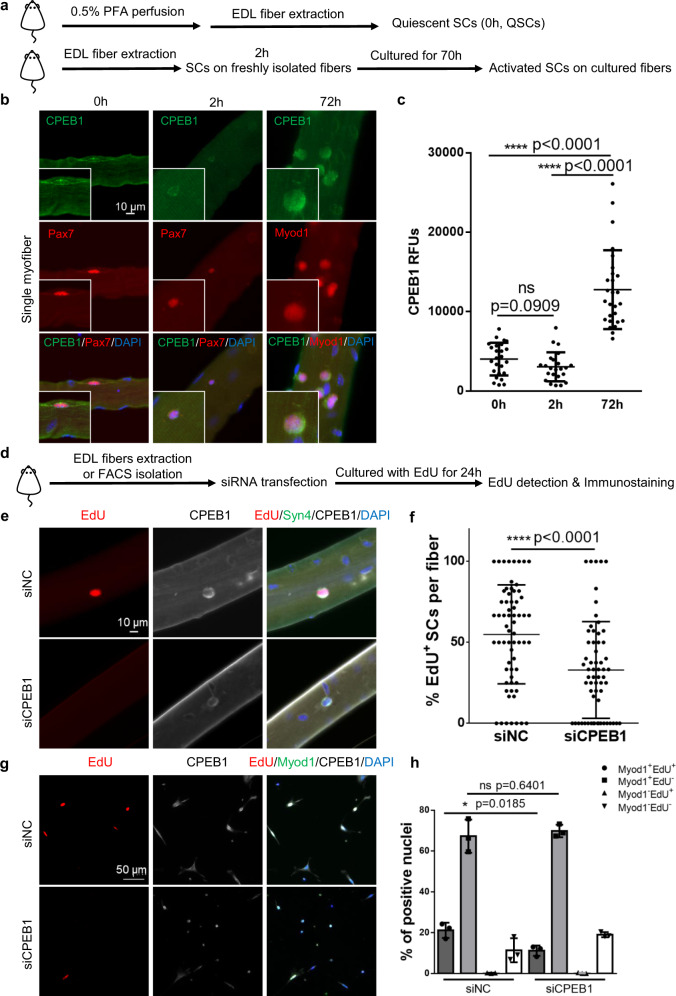
CPEB1 is highly expressed in ASCs and required for SC activation. **a**–**c** CPEB1 protein expression analysis on fiber-associated QSCs and ASCs. **a** Schematic illustration of the experimental design to obtain fiber-associated QSCs and ASCs. **b** Immunostaining of CPEB1 on QSCs (marked by Pax7 protein) and ASCs (marked by Myod1 protein). Nuclei were stained with DAPI. **c** Quantification of CPEB1 relative fluorescence units (RFUs) of SCs per myofiber. (*n* = 3 independent experiments, the number of quantified fibers is 25, 23, 27 for 0 h, 2 h, 72 h fiber staining experiments respectively). **d**–**h** EdU incorporation analysis on SCs after CPEB1 knockdown. **d** Schematic illustration of the EdU incorporation analysis on CPEB1 knocked down fiber-associated SCs. **e** 24 hours after siRNA transfection, fiber-associated SCs were harvested for EdU detection and stained for CPEB1 and Syndecan 4 (Syn4). SCs are marked by Syn4. Nuclei were stained with DAPI. **f** Quantification of EdU^+^ SCs per fiber. (*n* = 4 independent experiments, the number of quantified fibers is 65 and 62 for siNC and siCPEB1 groups, respectively. **g** 24 hours after siRNA transfection, SCs were harvested for EdU detection and stained for Myod1 and CPEB1. Nuclei were stained with DAPI. **h** Quantification of MyoD^+^EdU^+^, MyoD^+^ EdU^−^, MyoD^−^ EdU^+^, and MyoD^−^EdU^−^ SCs after siRNA transfection. (*n* = 3 independent experiments). Data are presented as mean ± SD in panels **c**, **f**, **h**. The *p-*values calculated by two-tailed unpaired *t*-test are used for comparing two groups in panels **c**, **f**, **h**. Source data are provided as a Source Data file.

To understand whether CPEB1 knockdown affects SC cell fate decisions, we analyzed the expression of Pax7, Myod1 and MyoG in SCs. Compared to the control, the percentages of Pax7, Myod1, and MyoG expressing SCs did not change significantly (Supplementary Fig. 4a-d, f, g), indicating the loss of CPEB1 did not alter SC cell fate determination. Interestingly, we observed decreased Myod1 protein levels after CPEB1 knockdown (Supplementary Fig. 4e), further supporting the notion that CPEB1 regulates SC activation since Myod1 protein is correlated to SC activation^19,49^. To determine whether CPEB1 siRNA-treated SCs can eventually re-enter the cell cycle, we cultured SCs with EdU for 72 hours after CPEB1 knockdown, a time point by which the effect of siRNA is diminishing. EdU was incorporated into the CPEB1 siRNA-treated SCs (Supplementary Fig. 5c, d). To assess whether CPEB1 knockdown induces apoptosis, we stained SCs for cleaved Caspase 3 after CPEB1 knockdown and found that the loss of CPEB1 in SCs did not induce apoptosis (Supplementary Fig. 5b, the cleaved Caspase 3 antibody specificity is shown in Supplementary Fig. 5a).

### CPEB1 binds to transcripts to control translation

To investigate the targets of CPEB1 and their corresponding functions during SC early activation, we performed a CPEB1 RNA Immunoprecipitation Sequencing (RIP-seq) experiment using fiSCs (Fig. 3a, CPEB1 IP control western blot is shown in Supplementary Fig. 6a). 

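RIP-seq recovers the RNAs that come down with a protein: the cell lysate is incubated with an antibody on beads, and the RNA left after washing is sequenced. The data comprised 6 libraries from fiSCs of mice aged 3 months, of which 2 came from the CPEB1 immunoprecipitation (CPEB1 IP), 2 from an IgG control immunoprecipitation and 2 from input RNA that was not immunoprecipitated. The paper's methods give 1000000 cells for an immunoprecipitation, and the RNA was amplified by the SMART-Seq2 method and read from both ends over 75 nt. The authors mapped the reads to the mm10 genome with HISAT, counted them on genes with featureCounts, and deposited the raw count of each gene without normalization together with its FPKM. Counts on genes added up to 2564323 and 4941653 in the CPEB1 IP libraries, 1284716 and 1359052 in the IgG libraries, and 3270067 and 3314547 in the input libraries. At least 1 count fell on 25280 and 29465 genes in CPEB1 IP, on 32381 and 32328 genes in IgG, and on 21150 and 20158 genes in input. The authors' FPKM divides by a library total that is larger than the counts on genes, and this total was the same for every gene of a library. It was 3668701 and 7109446 in CPEB1 IP, 3248660 and 3477222 in IgG, and 4601245 and 4151541 in input. The counts on genes therefore made up 69.9% and 69.5% of the total in CPEB1 IP, 39.5% and 39.1% in IgG, and 71.1% and 79.8% in input. For the count tests, the raw counts of the 2 groups compared were normalized by edgeR's TMM method and genes with low counts were removed by its function filterByExpr, which left 12124 genes for CPEB1 IP against IgG. Across 14276 genes, Pearson's r of the log2 CPM (counts scaled to a common library size) was 0.980 between the CPEB1 IP libraries, 0.945 between the IgG libraries and 0.977 between the input libraries. It lay between 0.915 and 0.917 for a CPEB1 IP library and an IgG library. These correlations are across genes, which are not independent replicates.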

To identify CPEB1-associated transcripts, we compared the CPEB1 IP group to the IgG control group and identified 1561 transcripts associated with CPEB1 that are potential CPEB1 targets (Fig. 3b, c, Supplementary Data 3, Fold change > 2, DEseq2, P-adj < 0.05). 

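A gene was counted as CPEB1-associated when the ratio of its FPKM in CPEB1 IP to that in IgG, with a pseudocount of 1 added to each, was over 2 in each of the 2 experiments, and when it was higher in CPEB1 IP with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The ratio was over 2 in both experiments for 1854 genes, of which 1744 had enough counts to be tested and 1464 met both criteria. With DESeq2 in place of edgeR, 1554 genes met both criteria, and 1445 genes were found by both tools. The alternative that lowered the number most was the FPKM recomputed from the counts with TMM library sizes, with which 56 genes met both criteria, all of them among the 1464. These 56 held Cpeb1 and the 5 genes with the largest log2 fold changes described below, of which Eif4a3 is a paralog of the Eif4a that the paper's text names. They held none of the other genes that the text names as bound by CPEB1. Without a minimum fold change, 1779 genes were higher in CPEB1 IP and 2265 were higher in IgG by the count test, which became 1054 and 677 without CPEB1 IP replicate 2. The lone CPEB1 IP library was then assumed to vary like the other groups. Genes that could meet both criteria, taken as the 10993 tested genes with a mean FPKM over 0.5 in the CPEB1 IP and IgG libraries, served as background. Their median log2 ratio was 0.62 in experiment 1 and 0.69 in experiment 2 with the deposited FPKM, and 0.05 in both with TMM library sizes. Pearson's r between the log2 ratios of the 2 experiments was 0.740 across these genes. The median log2 fold change by edgeR of the CPEB1-associated genes was 0.60.

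**Figure D1:**
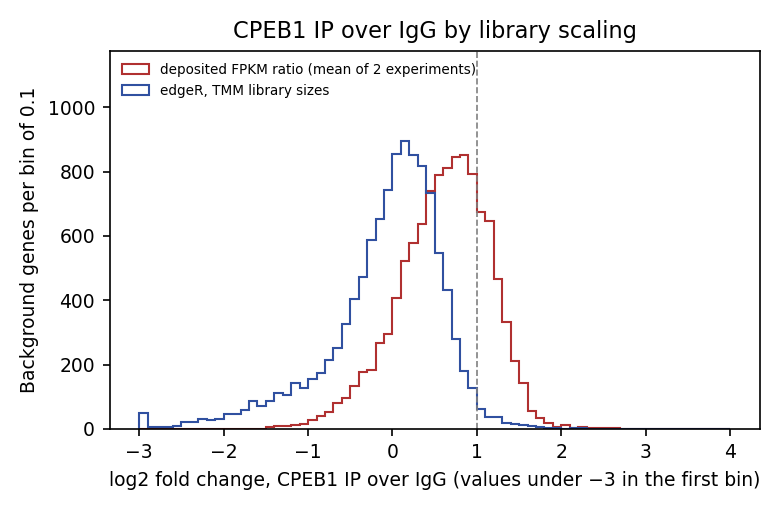
Distribution of the log2 fold change of CPEB1 IP over IgG across the 10993 background genes, as the mean of the log2 FPKM ratios of the 2 experiments (red) and as the edgeR estimate with TMM library sizes (blue), in genes per bin of 0.1. The dashed line marks a log2 fold change of 1, and the red distribution lies to the right of the blue one.

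Among CPEB1-associated genes with a mean FPKM over 1, the largest log2 fold changes by edgeR were those of Magee1, Coasy, Arhgdib, Eif4a3 and Phyh. Eif4a3 (ENSMUSG00000025580.15, chromosome 11, 119288363 to 119300089 of mm10) had 768 ± 23.0 CPM in the CPEB1 IP libraries and 161 ± 0.806 CPM in the IgG libraries (SD, n = 2 each). This was a log2 fold change of 2.25 (standard error 0.10, adjusted p = 7.95e-12) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its log2 fold change stayed between 2.26 and 2.31 with each library left out in turn. The other 4 genes had lower counts. Magee1 had a log2 fold change of 2.75 (standard error 0.57, adjusted p = 9.09e-04), and its call was lost without CPEB1 IP replicate 2, where the adjusted p was 0.119 against a range of 1.28e-06 to 0.119 over its alternatives. Coasy had a log2 fold change of 2.62 (standard error 0.53, adjusted p = 7.33e-04), which was 1.89 without IgG replicate 1 and 4.57 without IgG replicate 2. Arhgdib, which overlaps Pde6h, had 2.52 (standard error 0.54, adjusted p = 0.00121), and Phyh had 2.25 (standard error 0.26, adjusted p = 3.08e-06). Against input, Eif4a3 was higher in CPEB1 IP by the same test (log2 fold change 2.02, adjusted p = 1.92e-06). Phyh was higher too (0.71, adjusted p = 0.0200), a call lost with DESeq2 (adjusted p = 0.0976). Magee1, Coasy and Arhgdib were not past the threshold against input, at 0.62, -0.21 and 0.47. Magee1, Coasy, Arhgdib and Phyh were lower in IgG than in input, with log2 fold changes of -2.24, -2.94, -2.17 and -1.66. Cpeb1 itself (ENSMUSG00000025586.17, chromosome 7, 81347026 to 81455465) overlaps the pseudogene Rpl7a-ps9 and had 205 ± 13.2 CPM in the CPEB1 IP libraries and 96.6 ± 3.79 CPM in the IgG libraries (SD, n = 2 each). Its log2 fold change was 1.09 (standard error 0.12, adjusted p = 2.50e-06).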

To further confirm the specificity of CPEB1 RIP-seq, we analyzed the percentage of CPEs-containing genes in CPEB1-associated and IgG-associated genes and found that over 60% of CPEB1-associated genes contain CPEs while less than 10% of IgG bound transcripts contain CPEs (Fig. 3d). 

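CPEs are short U-rich motifs in the 3′ UTR through which CPEB1 binds mRNA. A gene was counted as containing a CPE when any of its 3′ UTRs annotated in GENCODE M21, which is on the mm10 assembly, held any of the 9 motifs in the list of CPE-containing transcripts in Supplementary Data 3, of which the first 146 of 52591 rows were held, so that a motif listed only further down would be missed. Of the 1464 CPEB1-associated genes, 965 contained a CPE, which is 65.9% (95% confidence interval by the Clopper-Pearson method, 63.4% to 68.3%). Of the 10993 background genes, 7259 contained a CPE, or 66.0% (65.1% to 66.9%). The share among the 9529 background genes outside the CPEB1-associated set was 66.1%, and the difference from that set did not exceed the sampling noise (odds ratio 0.994, two-sided Fisher's exact test, p = 0.929). IgG-associated genes were taken as those with an FPKM ratio of CPEB1 IP to IgG under 0.5 in both experiments, with the same pseudocount. There were 418 of them, and this number was 16 with a pseudocount of 5, 4841 with a pseudocount of 0.1, 2542 with TMM library sizes, and 2577 or 2224 from a single experiment, without replicate 2 or without replicate 1. Of the 418 genes, 4 contained a CPE, or 0.957% (0.261% to 2.43%), which is below the share of the background (odds ratio 0.00494, Fisher's exact test, p = 6.98e-181). An annotated 3′ UTR was present for 98.5% of the CPEB1-associated genes, 2.87% of the IgG-associated genes and 89.9% of the background genes. With only TTTTAT and TTTTAAT counted, the share was 56.8% in the CPEB1-associated genes and 59.1% in the background (Fisher's exact test, p = 0.0635). With only genes that have an annotated 3′ UTR counted, which moved the share of the IgG-associated genes most, it was 965 of 1442 or 66.9% in the CPEB1-associated genes, 4 of 12 or 33.3% in the IgG-associated genes (9.92% to 65.1%), and 73.5% in the background. In this count the CPEB1-associated genes fell below the rest of the background, at 74.6% (Fisher's exact test, p = 2.20e-09). The share also differed in the sets found with a library left out. In those sets the ratio had to exceed 2 only in the experiment that kept both libraries. The criterion was thus looser, and a change cannot be laid to the library alone. The share was 70.4% without CPEB1 IP replicate 2 and 68.3% without IgG replicate 2, both above the background. Over all alternatives, combinations of them and the set by DESeq2 included, p of Fisher's exact test ranged from 7.83e-13 to 1. The lowest p was for a share below the rest of the background, at 57.6% against 67.2%. This was the set by DESeq2, with only TTTTAT and TTTTAAT and only genes with an annotated 3′ UTR counted. The intervals cover counting error only.

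**Figure D2:**
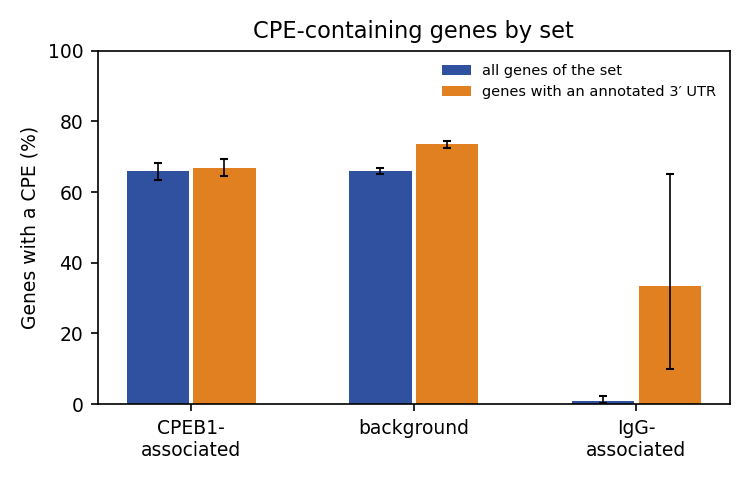
Percentage of genes with a CPE among the CPEB1-associated, IgG-associated and background genes, counting all genes or only those with an annotated 3′ UTR. Error bars are 95% Clopper-Pearson intervals, and among all genes the CPEB1-associated genes are at 65.9% and the background at 66.0%.

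The paper takes the difference between the CPEB1-associated and the IgG-associated genes (Fig. 3d) as further evidence that its RIP-seq was specific. It concludes that the experiment identified mRNAs bound directly by CPEB1. It also gives a western blot of the CPEB1 immunoprecipitation and RNA-IP-qPCR of Myod1. It further reports CPEs in most of the CPEB1-associated genes whose protein depends on CPEB1 and rises on activation.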

In summary, this CPEB1 RIP-seq identified mRNAs that are directly bound by CPEB1 during SC early activation.

**Fig. 3:**
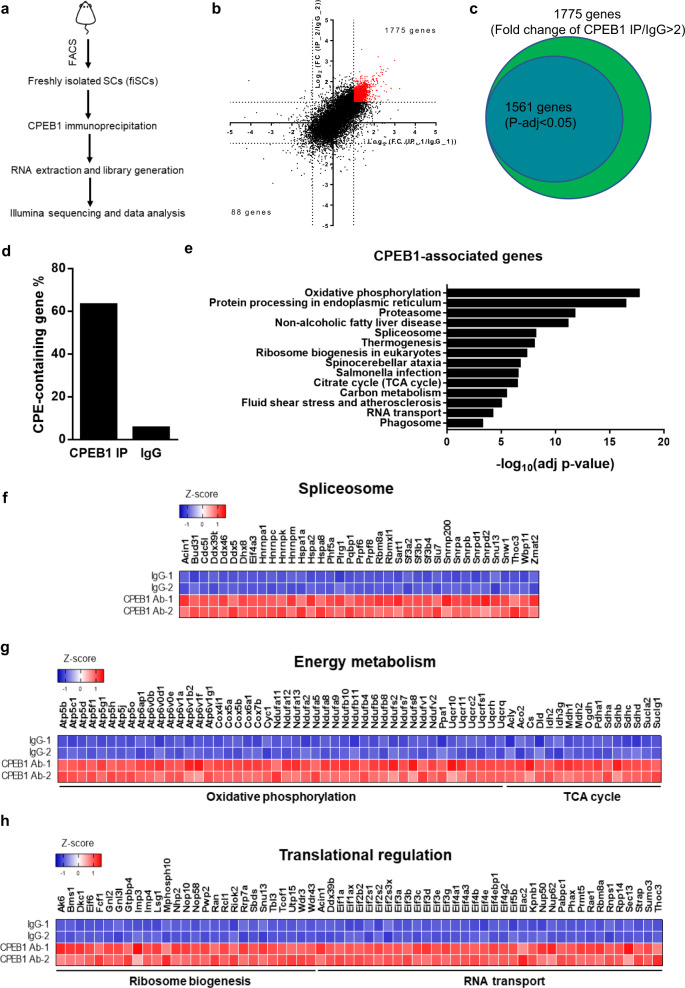
CPEB1 regulates transcripts encoding for proteins involved in transcriptional, translational, and energy metabolism during SC quiescence-to-activation transition. **a**–**d** CPEB1-associated genes analysis using RNA immunoprecipitation sequencing (RIP-seq). **a** Schematic illustration of the workflow of the CPEB1 RIP-seq. **b** Scatter plot of the genes detected in two independent CPEB1 RIP experiments. Each dot represents one gene. The* X*- and *Y*-axis represent the fold change of each CPEB1 RIP experiment by normalizing to IgG controls. (*n* = 2 independent experiments). **c** Venn diagram showing the genes significantly enriched after CPEB1 RIP when compared with IgG controls (Fold change (CPEB1-Ab-IP/IgG) > 2, DEseq2, P-adj < 0.05). DESeq2^94^ is a method to perform differential analysis of count data, using shrinkage estimation for dispersions and fold changes. **d** Bar graph showing percentage of CPE-containing genes in CPEB1-associated genes and IgG-associated genes. **e** Functional analysis of CPEB1-associated genes in KEGG pathways using g: Profiler^99^. The g:Profiler uses a hypergeometric test to measure the significance of functional terms in the input gene list. **f**–**h** Heatmaps of the percentile rank of representative CPEB1-associated genes involved in **f** spliceosome, **g** energy metabolism, and **h** translational regulation.

To study the function of CPEB1-associated genes, we performed functional enrichment analysis. These transcripts are enriched in energy metabolism, spliceosome, ribosome biogenesis, RNA transport, and TCA-cycle-related pathways (Fig. 3e). 

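Enrichment was computed for 12 gene families defined by gene symbol, 8 of them after the pathways and families the paper names, by a two-sided Fisher's exact test against the background genes with Benjamini-Hochberg adjustment over the families. In the background, 13.3% of genes were CPEB1-associated. Of 95 oxidative phosphorylation subunits, 44 were in the set, or 46.3% (odds ratio 5.76, adjusted p = 5.04e-14). Of 27 citrate cycle enzymes, 16 were in the set, or 59.3% (odds ratio 9.56, adjusted p = 8.32e-08). The set also held 14 of 34 ribosome biogenesis factors, or 41.2% (odds ratio 4.59, adjusted p = 1.07e-04), 24 of 53 members of the Eif family, or 45.3% (odds ratio 5.46, adjusted p = 5.20e-08), and 23 of 46 proteasome subunits (odds ratio 6.60, adjusted p = 1.41e-08). All 5 of these families were also higher in CPEB1 IP by camera, a set test on all tested genes with a preset correlation between genes, with adjusted p between 3.07e-10 and 1.32e-06. They stayed under 0.05 by fry, with adjusted p of 0.0250 for oxidative phosphorylation and 0.0181 for the other 4. What moved the odds ratios of oxidative phosphorylation, the proteasome and ribosome biogenesis most was the set found with TMM library sizes, an alternative chosen after the values were seen. It held no oxidative phosphorylation subunit, proteasome subunit or ribosome biogenesis factor (odds ratio 0 and adjusted p = 1 for each), and 1 citrate cycle enzyme and 1 member of the Eif family. With 56 genes, so small a set allows few calls, and an odds ratio of 0 in it tells little. With each library left out in turn, the odds ratio lay between 2.65 and 5.85 for oxidative phosphorylation, 5.75 and 10.4 for the citrate cycle, 3.55 and 4.21 for ribosome biogenesis, 6.40 and 8.29 for Eif, and 6.40 and 9.21 for the proteasome. These families are abundant in input, with a median FPKM between 11.6 and 36.1, against 5.64 for the background. In random sets of background genes matched on input FPKM, the central 95% of shares ran from 29.5% to 47.4% for oxidative phosphorylation and from 23.9% to 50% for the proteasome, which include the shares found. They ran from 14.8% to 48.1% for the citrate cycle, 11.8% to 38.2% for ribosome biogenesis and 20.8% to 43.4% for Eif, all below the shares found.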

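Within the splicing-related families of Fig. 3f, the CPEB1-associated set held 4 of 12 genes named Snrp, 1 of 16 genes named Dhx and 3 of 38 genes named Rbm, counted among the background genes. These are Snrpa, Snrpb, Snrpd1 and Snrpd2, Dhx8, and Rbm18, Rbm8a and Rbmxl1, listed here after their values were seen. By the two-sided Fisher's exact test with the adjustment over 12 families, the odds ratio was 3.26 for Snrp (adjusted p = 0.0963), 0.434 for Dhx (adjusted p = 0.712) and 0.557 for Rbm (adjusted p = 0.544). None of the 3 passed 0.05 in the full data. A set of spliceosome genes, the pathway for which the paper reports enrichment, was not tested. For Snrp the odds ratio was 4.35 without IgG replicate 2 (adjusted p = 0.0281) and 0.482 without IgG replicate 1, and it was 0 in the set found with TMM library sizes. Its adjusted p ranged from 0.0281 to 1 over the alternatives. For Dhx and Rbm the adjusted p lay at 0.121 or more under every alternative. The median log2 fold change of CPEB1 IP over IgG by edgeR was 0.29 for Snrp, -0.22 for Dhx and 0.08 for Rbm.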

Regarding spliceosome-associated pathways, transcripts of genes involved in pre-mRNA splicing such as *Dhx, Rbm,* and *Snrp* gene families are bound by CPEB1 (Fig. 3f). In addition, for the energy metabolic pathways, genes encoding proteins involved in oxidative phosphorylation or TCA cycle identified as CPEB1 targets include *Cox5a, Ndufa11, Uqcr10, Mdh1, and Sdha* (Fig. 3g). 

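Each of these 5 genes had an FPKM ratio of CPEB1 IP to IgG over 2 in both experiments, and 4 of them were higher in CPEB1 IP by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cox5a (ENSMUSG00000000088.7, chromosome 9, 57521274 to 57532426 of mm10), which overlaps Gm26631, had 115 ± 1.88 CPM in the CPEB1 IP libraries and 83.9 ± 1.86 CPM in the IgG libraries (SD, n = 2 each), a log2 fold change of 0.46 (standard error 0.14, adjusted p = 0.0123). Its call was lost without CPEB1 IP replicate 1 (adjusted p = 0.0527) and without CPEB1 IP replicate 2 (adjusted p = 0.122), within a range of 8.78e-05 to 0.122 over its alternatives. Ndufa11 (ENSMUSG00000002379.7, chromosome 17, 56717767 to 56722141), which overlaps Vmac, had 50.0 ± 5.42 CPM in the CPEB1 IP libraries and 34.8 ± 1.19 CPM in the IgG libraries. Its log2 fold change of 0.51 (standard error 0.20, adjusted p = 0.0605) was not past the threshold, while DESeq2 gave 0.80 (adjusted p = 0.0216) and edgeR without a filter on low counts gave an adjusted p of 0.00424, within a range of 0.00424 to 0.286. Uqcr10 (ENSMUSG00000059534.8, chromosome 11, 4701973 to 4704342) had 94.8 ± 15.3 CPM in the CPEB1 IP libraries and 70.3 ± 5.63 CPM in the IgG libraries and a log2 fold change of 0.45 (standard error 0.16, adjusted p = 0.0319). Its call was lost without CPEB1 IP replicate 2 (adjusted p = 0.453) and without IgG replicate 1 (adjusted p = 0.0782), within a range of 2.92e-04 to 0.453. Mdh1 (ENSMUSG00000020321.15, chromosome 11, 21556787 to 21572367), which overlaps Gm22990 and Wdpcp, had 82.4 ± 7.63 CPM in the CPEB1 IP libraries and 42.8 ± 8.06 CPM in the IgG libraries and a log2 fold change of 0.95 (standard error 0.18, adjusted p = 3.64e-04). Sdha (ENSMUSG00000021577.14, chromosome 13, 74322254 to 74350280), which overlaps Gm16125, had 215 ± 13.8 CPM in the CPEB1 IP libraries and 118 ± 7.22 CPM in the IgG libraries and a log2 fold change of 0.86 (standard error 0.12, adjusted p = 2.42e-05). Against input, Mdh1 and Sdha were lower in CPEB1 IP by the same test, with log2 fold changes of -0.48 (adjusted p = 0.0277) and -0.99 (adjusted p = 2.21e-04). Uqcr10 was higher in CPEB1 IP than input, with a log2 fold change of 0.63 (adjusted p = 0.0105), a call lost with DESeq2 and without CPEB1 IP replicate 2 (adjusted p of 3.37e-04 to 0.347 over its alternatives). Cox5a and Ndufa11 were not past the threshold against input in the full data. Cox5a was past it, as higher, under an alternative that left out an input library. With each library left out in turn, the log2 fold change of Cox5a over input lay between 0.18 and 0.65. The call of Mdh1 against input was lost with DESeq2 and without either CPEB1 IP library (adjusted p of 7.07e-04 to 0.329 over its alternatives).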

During SC activation, there is an indispensable need to establish the essential transcriptional and translational programs to boost energy production and macromolecules for cell growth and cell cycle re-entry^50–52^. Taken together, our results suggest that CPEB1 is a post-transcriptional regulator for the reprogramming of the SC cellular environment during SC activation.

In addition, CPEB1 also binds to transcripts that encode proteins involved in translational regulation such as genes for ribosome biogenesis and RNA transport. Regarding ribosome biogenesis, transcripts of genes like *Utp15*, *Wdr3, Wdr43, Imp3*, and *Imp4*, are also among the transcripts bound by CPEB1 (Fig. 3h). 

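The FPKM ratio of CPEB1 IP to IgG was 2.30 and 2.12 in the 2 experiments for Utp15, 2.35 and 2.42 for Wdr3, 2.27 and 2.21 for Wdr43, 2.03 and 2.37 for Imp3 and 2.13 and 2.05 for Imp4. Utp15 (ENSMUSG00000041747.3, chromosome 13, 98246845 to 98263041 of mm10) had a log2 fold change of 0.42 (standard error 0.12, adjusted p = 0.00998) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Wdr3 (ENSMUSG00000033285.15, chromosome 3, 100138180 to 100162407), which overlaps Spag17 and Gdap2, had a log2 fold change of 0.62 (standard error 0.16, adjusted p = 0.00402). Both calls were lost without CPEB1 IP replicate 1, where the adjusted p was 0.0928 for Utp15 (range 1.27e-05 to 0.0928 over its alternatives) and 0.0567 for Wdr3 (range 1.87e-05 to 0.0567). Wdr43 (ENSMUSG00000041057.10, chromosome 17, 71615895 to 71659031) had 526 ± 25.8 CPM in the CPEB1 IP libraries and 403 ± 8.11 CPM in the IgG libraries (SD, n = 2 each), a log2 fold change of 0.38 (standard error 0.09, adjusted p = 0.00355). It overlaps Gm30091 and the small RNA genes Snord92, Snord53 and Gm22858, of which Snord92 was higher in IgG, with a log2 fold change of -3.08 (standard error 0.55, adjusted p = 2.56e-04), a call that was lost without either CPEB1 IP library (range 5.86e-05 to 0.218). Imp4 (ENSMUSG00000026127.13, chromosome 1, 34439851 to 34449356), which overlaps Gm28306, had a log2 fold change of 0.33 (standard error 0.10, adjusted p = 0.0166), and its call was lost without CPEB1 IP replicate 2 (adjusted p = 0.0665) and without IgG replicate 1 (adjusted p = 0.0638), within a range of 9.42e-06 to 0.0665. Imp3 (ENSMUSG00000032288.9, chromosome 9, 56937475 to 56938398) had 66.9 ± 12.1 CPM in the CPEB1 IP libraries and 51.7 ± 6.17 CPM in the IgG libraries. Its log2 fold change of 0.39 (standard error 0.18, adjusted p = 0.103) was not past the threshold, while DESeq2 gave 0.67 (adjusted p = 0.0301) and edgeR without a filter on low counts gave an adjusted p of 0.00392, within a range of 0.00392 to 0.673. Against input all 5 genes were higher in CPEB1 IP, with log2 fold changes between 0.92 for Wdr3 and 1.40 for Imp4 and adjusted p of 0.00162 or less, and each kept this call under each alternative. Utp15, Wdr43, Imp3 and Imp4 were also higher in IgG than in input, with adjusted p of 0.00953 or less.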

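The translation initiation factor genes that the paper's text names for CPEB1 are Eif1a, Eif2s1, Eif3a, Eif3g, Eif4b, Eif5b and Eif4a, which it gives without a number. Eif1a, Eif2s1, Eif3a, Eif3g, Eif4b and Eif5b were all CPEB1-associated, and so were the paralogs Eif4a1 and Eif4a3 (described above), but not their paralog Eif4a2. Eif4a1 (ENSMUSG00000059796.16, chromosome 11, 69666936 to 69672423 of mm10) overlaps the small RNA genes Gm24029, Gm25835 and Gm22988 and had 1312 ± 27.2 CPM in the CPEB1 IP libraries and 806 ± 0.746 CPM in the IgG libraries (SD, n = 2 each). Its log2 fold change was 0.70 (standard error 0.09, adjusted p = 1.14e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Eif2s1 (ENSMUSG00000021116.10, chromosome 12, 78861819 to 78887010) had 342 ± 7.01 CPM in the CPEB1 IP libraries and 223 ± 23.4 CPM in the IgG libraries and a log2 fold change of 0.62 (standard error 0.10, adjusted p = 1.63e-04). Eif3a (ENSMUSG00000024991.8, chromosome 19, 60761117 to 60790658), which overlaps Mir3084-2, Snora19 and Gm26158, had a log2 fold change of 0.52 (standard error 0.09, adjusted p = 2.25e-04). Eif5b (ENSMUSG00000026083.12, chromosome 1, 37998010 to 38055579), which overlaps Rev1, had a log2 fold change of 0.54 (standard error 0.11, adjusted p = 9.98e-04). The log2 fold change was 0.51 (standard error 0.10, adjusted p = 6.35e-04) for Eif3g, 0.48 (standard error 0.12, adjusted p = 0.00297) for Eif4b and 0.43 (standard error 0.09, adjusted p = 0.00142) for Eif1a. Eif4a1, Eif2s1, Eif3a, Eif5b, Eif3g, Eif4b and Eif1a kept a positive log2 fold change and an adjusted p under 0.05 under each alternative, leaving out any 1 library included. Eif4a2 (ENSMUSG00000022884.15, chromosome 16, 23107444 to 23114136), which overlaps Rfc4 and 6 small or uncharacterized RNA genes, had 340.1 ± 11.4 CPM in the CPEB1 IP libraries and 406 ± 53.4 CPM in the IgG libraries and a log2 fold change of -0.26 (standard error 0.10, adjusted p = 0.0579). Its direction differed between alternatives, as it was -0.33 at the lowest and 0.14 at the highest over its alternatives, and only without IgG replicate 1 was it past the threshold, as lower in CPEB1 IP (adjusted p = 0.0370, in a range of 0.0370 to 0.896). Against input, Eif2s1, Eif3a, Eif3g, Eif4a1 and Eif5b were higher in CPEB1 IP, with log2 fold changes between 0.47 for Eif4a1 and 1.49 for Eif5b and adjusted p of 0.0110 or less, while Eif1a, Eif4b and Eif4a2 were not past the threshold (adjusted p between 0.157 and 0.708). The call of Eif4a1 was lost without either CPEB1 IP library (adjusted p up to 0.172). Without input replicate 1 Eif1a was past the threshold as lower, and without input replicate 2 Eif4b as higher (adjusted p = 1.25e-04 and 0.0417). Eif3a and Eif5b were also higher in IgG than in input (adjusted p = 0.00963 and 1.71e-04), and Eif4a1 and Eif1a lower (adjusted p = 0.0283 and 2.10e-05).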

Interestingly, CPEB1 is also associated with the *Eif* family of transcripts for example, *Eif1a, Eif2s1, Eif3a, Eif4b,* and *Eif5b*, which are essential for mRNA targeting to the ribosome^53^ (Fig. 3h). Taken together, these observations indicated that CPEB1 is a key regulator to control the translational landscape by targeting protein synthesis machinery post-transcriptionally.

### CPEB1 reprograms the translational landscape in SCs

To explore the effect of CPEB1 on protein expression, we performed mass spectrometry on SCs receiving control (siNC) or CPEB1 siRNA treatments (siCPEB1) (Fig. 4a). CPEB1 knocked down SCs have a distinct proteome compared with the controls, suggesting CPEB1 can modulate the SC translational landscape (Fig. 4b). The expression of cell cycle-related proteins, such as the Cdk and Mcm protein families, were downregulated after CPEB1 siRNA treatment (Fig. 4c). This is consistent with the defect we observed during SC activation and proliferation when CPEB1 is knocked down (Fig. 2 and Supplementary Fig. 3). We identified 518 downregulated proteins after CPEB1 knockdown (Fig. 4d and Supplementary Data 4). To uncover the functions of these CPEB1-dependent proteins, we performed functional enrichment analysis and found that these proteins are enriched in functional categories such as “mRNA stability”, “MAPK6/MAPK4 signaling”, “cellular response to hypoxia”, “cell cycle”, “myogenesis”, and “translation” (Fig. 4e–g). Intriguingly, CPEB1-dependent proteins were also enriched in the “processing of capped intron-containing pre-mRNA” (Fig. 4e and Supplementary Fig. 7a). To identify the CPEB1-dependent proteins during SC activation, we compared the lists of CPEB1-associated genes, the upregulated proteins in cASCs, and the CPEB1-dependent proteins. We identified 67 CPEB1-dependent proteins that were upregulated during SC activation (Fig. 4h), of which 52 of the 67 genes contain CPEs in their 3′ UTRs (Fig. 4i), confirming the specificity of CPEB1 RIP-seq. Interestingly, the functional enrichment analysis identified 12 of 67 genes were enriched in translation regulation pathways (Fig. 4j, k).

**Fig. 4:**
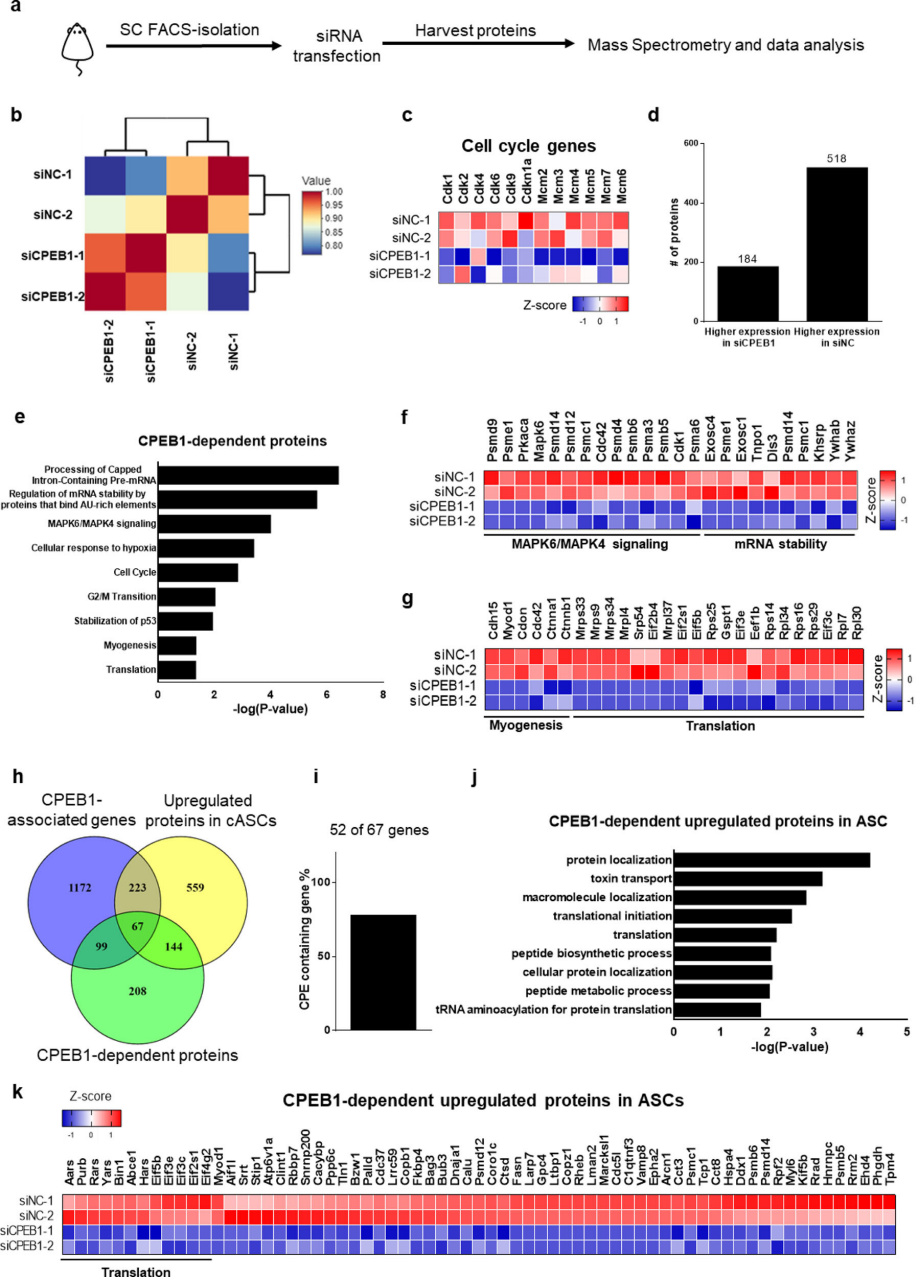
CPEB1 regulates the translational landscape for SC activation. **a**–**e** CPEB1-dependent proteome analysis. **a** Schematic illustration showing the workflow of proteomic analysis on CPEB1 knocked down SCs. **b** Hierarchical clustering of the protein expression (in the number of spectra) of SCs after CPEB1 knockdown. **c** Heatmap of representative protein expression for cell cycle genes. **d** Quantification of differentially expressed proteins after CPEB1 knockdown. **e** Functional enrichment analysis of CPEB1-dependent proteins using Reactome^100^. (*n* = 2 independent experiments). In Reactome the method used to calculate the statistical significance is the binomial test. **f**, **g** Heatmaps of representative protein expression involved in MAPK6/MAPK4 signaling, mRNA stability regulation, myogenesis, and translation identified in **e**. **h** Venn diagram of CPEB1-associated genes, upregulated proteins in cASCs, and CPEB1-dependent proteins. **i** Bar graph showing percentage of CPE-containing genes of the 67 proteins in the intersect of **h**. **j** Functional enrichment analysis of the 67 proteins in Biological Process (BP) pathways by g: Profiler^99^. The g:Profiler uses a hypergeometric test to measure the significance of functional term in the input gene list. **k** Heatmap of the protein expression of the 67 proteins in the intersect of **h**.

Previously, we showed a discordant protein and transcript expression profile during SC activation, suggesting a mode of post-transcriptional regulation (Fig. 1f). To further investigate whether CPEB1 mediates the post-transcriptional regulation, we mapped the CPEB1-associated transcripts on the scatter plot that showed the changes of transcriptomic and proteomic data during SC activation (Supplementary Fig. 7b). We observed that some of the CPEB1-associated transcripts are downregulated during the SC quiescence-to-activation transition, but its protein expressions are upregulated. These genes are essential for myogenic lineage progressions such as the myogenic factor *Myod1* and translation machinery such as the genes encoding the translation initiation complex (e.g., *Eif5b* and *Eif3g*). Interestingly, selective translation factors, such as *Eif3a* and *Eif4a*, appear to require sustained protein expression with its transcripts also being highly expressed in ASCs. Together, our data indicate that CPEB1 functions to reprogram the translation landscape for SC activation in a post-transcriptional manner.

### CPEB1 regulates Myod1 protein output by acting on CPEs

To investigate how CPEB1 regulates translation post-transcriptionally, we focused on *Myod1*, one of the 67 genes that was both a CPEB1-dependent and upregulated protein in ASCs (Fig. 4h). 

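Myod1 (ENSMUSG00000009471.4, chromosome 7, 46376474 to 46379099 of mm10) had 2389 ± 189 CPM in the CPEB1 IP libraries and 1996 ± 12.0 CPM in the IgG libraries (SD, n = 2 each). The FPKM ratio of CPEB1 IP to IgG was 2.12 and 2.05 in the 2 experiments, and the log2 fold change was 0.26 (standard error 0.10, adjusted p = 0.0423) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This placed Myod1 at percentile 69.6 of the tested genes by log2 fold change. With each library left out in turn the log2 fold change stayed between 0.21 and 0.36, and it was 0.54 by DESeq2 (adjusted p = 4.44e-07). The call was lost with the replicate number as a block (adjusted p = 0.109), without IgG replicate 1 (adjusted p = 0.0830) and without IgG replicate 2 (adjusted p = 0.121), within a range of 1.04e-10 to 0.121 over its alternatives. Compared with input, Myod1 was higher in CPEB1 IP, with a log2 fold change of 1.31 (adjusted p = 2.02e-05). Myod1 was also higher in IgG than in input, with a log2 fold change of 0.93 (adjusted p = 2.55e-07). Over IgG, the muscle factors Pax7, Myf5, Pax3 and Six4 were not past the threshold in CPEB1 IP. Their log2 fold changes over IgG were 0.02 (standard error 0.14, adjusted p = 0.945) for Pax7, -0.05 (standard error 0.11, adjusted p = 0.787) for Myf5, 0.07 (standard error 0.40, adjusted p = 0.913) for Pax3 and -0.23 (standard error 0.30, adjusted p = 0.598) for Six4, and the sign changed under at least 1 alternative for each of these 4 genes. Myf5 had an adjusted p of 0.0291 for a log2 fold change of 0.34 without a filter on low counts, in a range of 0.0291 to 0.930. Over input, Pax7 was lower in CPEB1 IP (log2 fold change -1.84, adjusted p = 1.58e-06), and Myf5, Pax3 and Six4 were not past the threshold, with adjusted p between 0.430 and 0.937. Without input replicate 1 Myf5 was past it, as lower (adjusted p = 1.13e-04, in a range of 1.13e-04 to 0.875). Myog was also lower in CPEB1 IP than input (log2 fold change -2.16, adjusted p = 3.75e-04). Against IgG, Myog had too few counts for edgeR's test. It had 15 and 23 counts in the CPEB1 IP libraries and 1 and 5 in the IgG libraries. Its FPKM ratios were 3.10 and 1.61, and DESeq2 gave a log2 fold change of 1.52 (standard error 1.01, adjusted p = 0.301). Myf6, a paralog of Myf5 and Myod1, was not tested by edgeR for the same reason and had no adjusted p from DESeq2.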

Myod1 was the only myogenic factor with transcripts enriched significantly by CPEB1 immunoprecipitation (Fig. 5a, c). We also reconfirmed the binding of CPEB1 proteins to *Myod1* transcripts by CPEB1 RNA-IP-qPCR (Fig. 5b). Intriguingly, when detecting CPEB1 expression patterns in SCs, we observed that CPEB1 existed as cytoplasmic puncta in SCs during early activation (Fig. 5d). *Myod1* transcripts were transported from the nuclei to the cytoplasm during the SC quiescence-to-activation transition, and the timing of translation coincided with Myod1 protein expression (Supplementary Fig. 8a–e). Based on these observations, we hypothesize that CPEB1 regulates the translation of *Myod1* transcripts to drive the SC quiescence-to-activation transition. CPEB1 is reported to bind to and regulate translation of CPE-containing transcripts^29,31,54^. 

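In GENCODE M21 on mm10, Myod1 has a single 3′ UTR of 705 nt (transcript ENSMUST00000072514.2), on the forward strand of chromosome 7 from 46378395 to 46379099. It was searched for the motifs in the list of CPE-containing transcripts of Supplementary Data 3, of which only the first part was held, and 2 sites were found. Positions are counted from 1 at the 5′ end of the 3′ UTR. The first site, TTTTCAT, starts at position 233 (46378627 to 46378633) in the sequence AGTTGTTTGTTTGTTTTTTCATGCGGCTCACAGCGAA. The other, TTTTAT, starts at position 512 (46378906 to 46378911) in the sequence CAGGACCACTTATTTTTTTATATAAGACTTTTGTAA. With TTTTAT and TTTTAAT taken as the canonical forms, 1 of the 2 sites is canonical. A polyadenylation signal, AATAAA, starts at position 682 (46379076 to 46379081), and the canonical site ends 188 nt before the end of the 3′ UTR.

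**Figure D3:**
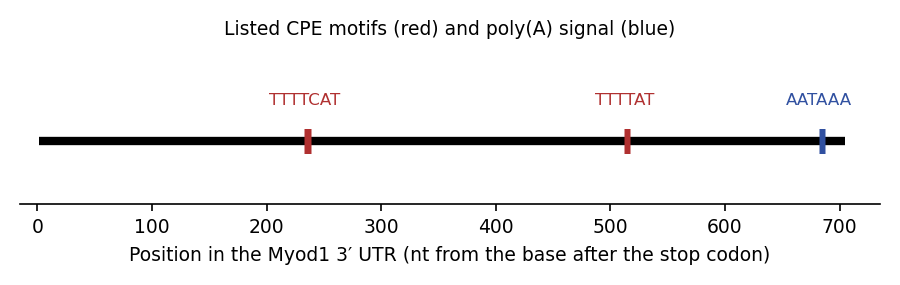
Map of the Myod1 3′ UTR of 705 nt, with positions in nt from its 5′ end. The CPE motifs start at 233 and 512 and the polyadenylation signal at 682.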

An examination of the *Myod1* 3′ UTR revealed two canonical CPEs. To understand whether CPEB1 binds to the two CPEs on the *Myod1* 3′ UTR, we performed a luciferase assay on 293 T cells co-transfected with a CPEB1 expressing construct and a luciferase vector containing the wild-type or mutated-CPE *Myod1* 3′ UTR (Fig. 5e). Ectopic CPEB1 expression increased the luciferase activity of the wild-type 3′ UTR construct, whereas this effect was abolished when the CPEs were mutated (Fig. 5e). These results suggest that CPEB1 post-transcriptionally regulates Myod1 translation by acting on the CPEs within its 3′ UTR.

**Fig. 5:**
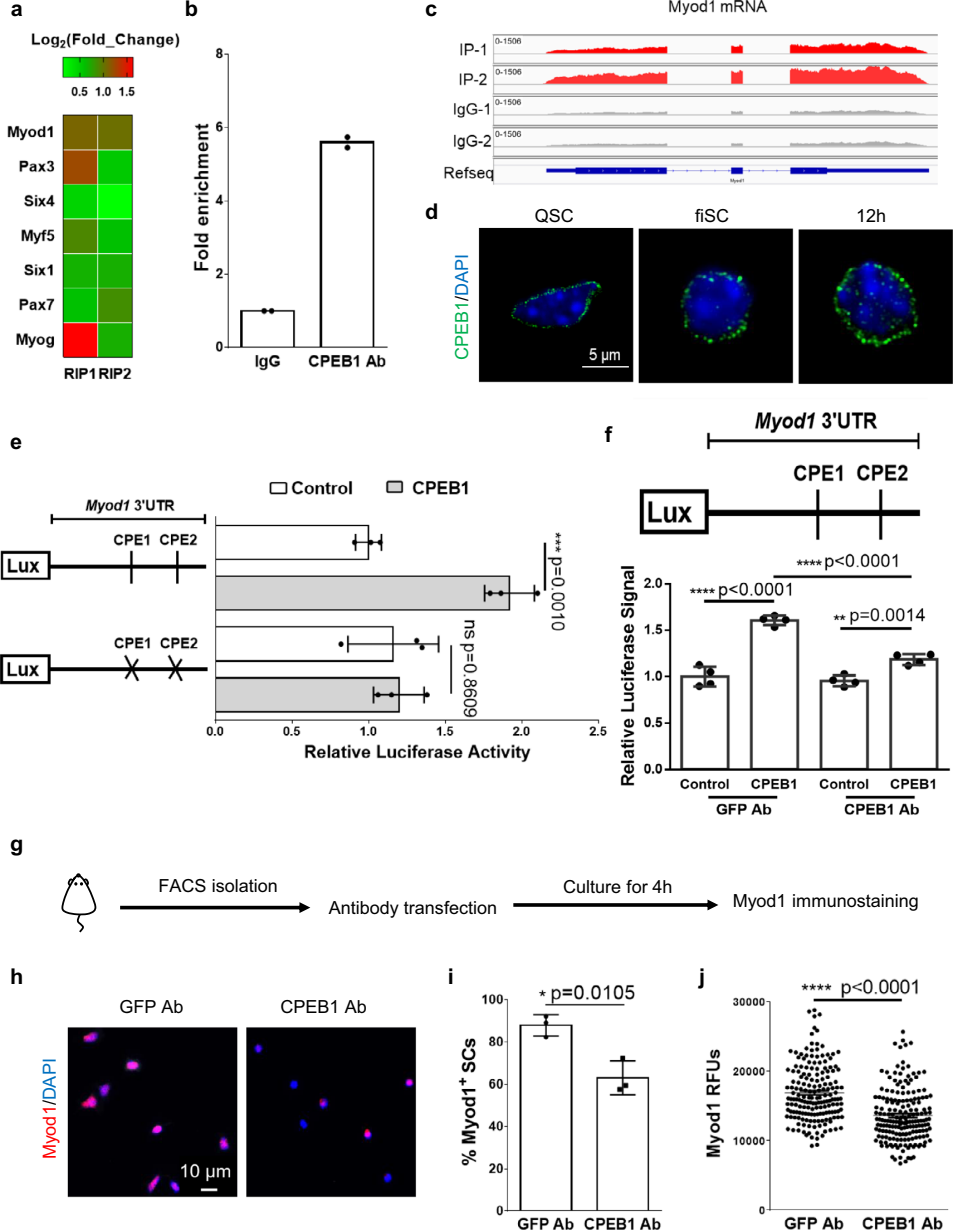
CPEB1 regulates Myod1 protein output by acting on the CPEs within its 3’UTR. **a**–**c** **a** Heatmap of the Log_2_(Fold_Change) of muscle factors in the CPEB1 RIP-Seq analysis. **b** Real-time PCR (qRT-PCR) analysis of *Myod1* mRNA after CPEB1 RNA-IP on fiSCs. (*n* = 2 independent experiments). **c** CPEB1 RIP-seq data of Myod1 transcripts. **d** CPEB1 immunostaining on QSCs, fiSCs and 4 hour cultured SCs (12 hours after mice were sacrificed). Nuclei were stained with DAPI. (*n* = 3 independent experiments). **e** *Myod1* 3′UTRs with wild-type (WT) or mutated cytoplasmic polyadenylation elements (CPEs) were inserted downstream of firefly luciferase (LUX) and co-transfected with pcDNA3.0-flag or pcDNA3.0-flag-CPEB1 into 293 T cells along with the Renilla luciferase vector as an internal control. Luciferase activity was quantified by dual-luciferase assay 36 hours after plasmid transfection. (*n* = 3 independent experiments). **f** The WT Myod1 3’UTR was inserted downstream of LUX and co-transfected with pcDNA3.0-flag or pcDNA3.0-flag-CPEB1 into 293 T cells along with the Renilla luciferase vector. One day after transfection, GFP or CPEB1 antibody (Ab) was transfected into 293 T cells. 4 hours after antibody transfection, the medium was replaced with fresh medium. One day afterwards, cells were harvested for dual-luciferase assay. (*n* = 4 independent experiments). **g**–**j** Myod1 protein expression analysis on SCs after CPEB1 antibody transfection. **g** Schematic illustration of Myod1 protein expression analysis on CPEB1 antibody transfected SCs. **h** GFP or CPEB1 antibody (Ab) was transfected into SCs. 4 hours after antibody transfection, SCs were subjected to Myod1 immunostaining. **i** Quantification of Myod1^+^ SCs (*n* = 3 independent experiments) and **j** Myod1 RFUs after antibody transfection (the number of quantified cells are 177 and 186 for the GFP Ab and CPEB1-Ab groups, respectively). Data are presented as mean ± SD in panels **e**, **f**, **i**, **j**. The *p-*values calculated by two-tailed unpaired *t*-test are used for comparing two groups in **e**, **f**, **i**, **j** ns not significant. Source data are provided as a Source Data file.

To examine whether CPEB1 influences Myod1 protein level in SCs in vivo, traditional siRNA approaches may not be fast enough as SCs activate and express Myod1 protein rapidly upon dissociation from its niche (Supplementary Fig. 8d–h). Instead, we opted to block CPEB1 function by transfecting a CPEB1 antibody into freshly isolated SCs (Fig. 5g). We reasoned that the use of a neutralizing antibody would provide an instant effect, whereas the use of siRNA will require minimally 16–24 hours to function^55^. To confirm the transfected CPEB1 antibody indeed neutralized CPEB1 protein function, we performed a luciferase assay on 293T cells co-transfected with a CPEB1 expressing construct and a luciferase vector containing the Myod1 3′ UTR, followed by CPEB1 antibody transfection. The data showed that the CPEB1 antibody was able to neutralize CPEB1 function in promoting Myod1 protein expression in vitro (Fig. 5f). Compared with the control, SCs transfected with CPEB1 antibody resulted in a significantly lower number of Myod1-expressing SCs with reduced Myod1 expression levels (Fig. 5h–j). This suggests that CPEB1 is required for the rapid expression of Myod1 protein during the SC quiescence-to-activation transition.

### CPEB1 phosphorylation is required to regulate translation

CPEB1 phosphorylation is required for its function to regulate translational control of different biological processes^27,30,56–58^. To explore the role of CPEB1 phosphorylation in SCs, we examined whether CPEB1 is phosphorylated in SCs by utilizing a phosphorylated CPEB1 antibody (pCPEB1). The pCPEB1 antibody specificity was demonstrated by immunostaining and western blot of lysates from wild-type or mutated CPEB1 overexpressing cells, western blot of lysates from Lambda (λ) phosphatase-treated cells and Enzyme-Linked Immunosorbent Assay (ELISA) for phosphorylated peptides or non-phosphorylated peptides (Supplementary Fig. 9a–d). Notably, pCPEB1 was undetectable in QSCs but became detectable in early activated SCs (cultured for 2 hours) and was upregulated in ASCs (Supplementary Fig. 10a–e). This indicates that CPEB1 becomes phosphorylated during the SC quiescence-to-activation transition.

Previously, we showed that the majority of CPEB1 existed as cytoplasmic puncta signals in QSCs and fiSCs (Fig. 5d). We also observed that pCPEB1 existed as cytoplasmic puncta by confocal imaging (Fig. 6a). To validate that pCPEB1 regulates translation through CPEs, we co-transfected 293 T cells with the wild-type, or phosphorylation mutant CPEB1 (T171A, S177A) constructs together with the luciferase vector containing the wild-type or the mutated-CPE *Myod1* 3′ UTR. No beneficial translational effect was detected when the phosphorylation mutant CPEB1 was expressed nor when the CPEs were mutated (Fig. 6b), highlighting the importance of the role of CPEB1 phosphorylation in the post-transcriptional control of Myod1 protein expression. To confirm whether phosphorylation of CPEB1 is required for Myod1 protein expression in SCs, we infected SCs with adenovirus containing either the wild-type or phosphorylation mutant CPEB1 coding sequence. The Myod1 protein level was elevated significantly in SCs overexpressing the wild-type CPEB1. Conversely, it was significantly reduced with the phosphorylation mutant (Fig. 6c, d). Thus, our data suggest that CPEB1 phosphorylation is essential for *Myod1* translation in SCs.

**Fig. 6:**
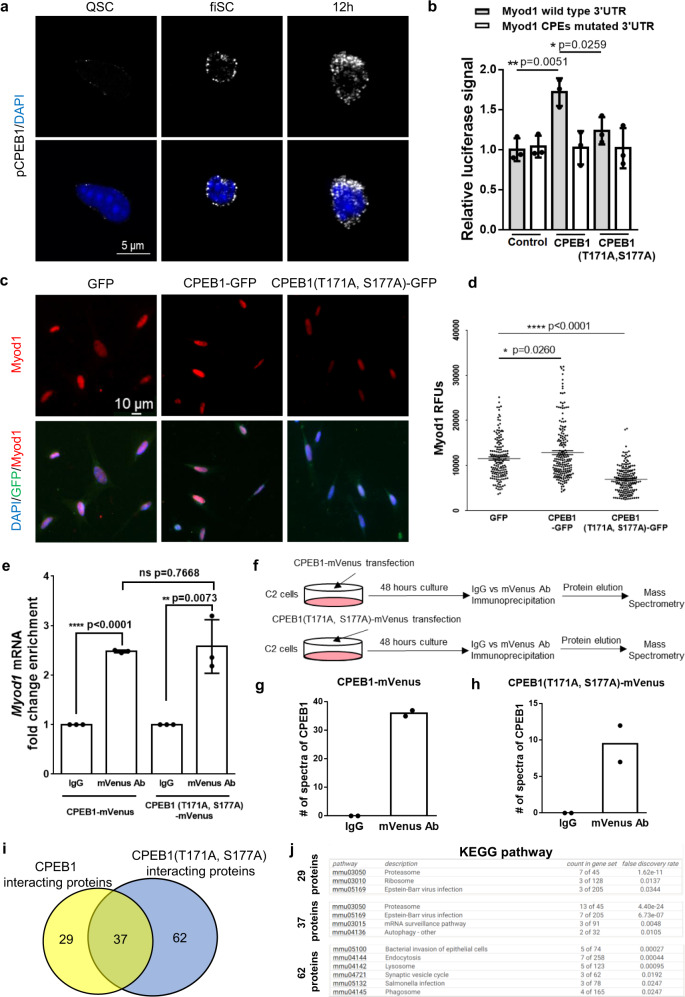
Phosphorylation is required for CPEB1 to regulate translation. **a** pCPEB1 immunostaining of QSCs, fiSCs and 4 hours cultured SCs (12 hours after mice were sacrificed). Nuclei were stained with DAPI. (*n* = 3 independent experiments). **b** The WT or CPE mutated 3′UTR of *Myod1* was inserted into the pmiR-report luciferase vector and co-transfected with pcDNA3.0-flag (Control), CPEB1, or CPEB1 (T171A, S177A) mutant into 293 T cells along with the Renilla vector as an internal control. 36 hours after transfection, luciferase activity was quantified by the dual-luciferase assay. (*n* = 3 independent experiments). **c**, **d** FACS-isolated SCs were infected with the indicated adenovirus for 36 hours. **c** Myod1 immunostaining on SCs infected with adenovirus-containing GFP, CPEB1, or CPEB1 (T171A, S177A). **d** Quantification of Myod1 RFUs on SCs after the indicated virus infection. (*n* = 3 independent experiments, the number of quantified cells is 166, 197, and 182 for the GFP, CPEB1, and CPEB1 (T171A, S177A) groups, respectively. **e** C2 cells were transfected with CPEB1-mVenus or CPEB1 (T171A, S177A)-mVenus. After 48 hours, C2 cells were harvested and used for mVenus RNA-IP. *Myod1* mRNA level was analyzed by qRT-PCR. (*n* = 3 independent experiments). **f**–**h** Proteomic analysis of CPEB1 interacting proteins. **f** Schematic illustration of the workflow for CPEB1-associated protein analysis. **g** The number of spectra of CPEB1 proteins detected in C2 cells transfected with CPEB1-mVenus or **h** CPEB1 (T171A, S177A)-mVenus after immunoprecipitation. (*n* = 2 independent experiments). **i** Venn diagram of CPEB1 and phosphorylation mutated CPEB1-specific interacting proteins. **j** Functional enrichment analysis of corresponding proteins subsets in **i**. Data are presented as mean ± SD in panels **b**, **d**, **e**. The *p*-values calculated by two-tailed unpaired *t*-test are used for comparing two groups in **b**, **d**, and **e**, ns not significant. Source data are provided as a Source Data file.

To investigate how the phosphorylation of CPEB1 is involved in translational regulation, we examined whether the phosphorylation mutant affects the capability of CPEB1 to bind mRNAs. We overexpressed CPEB1-mVenus or CPEB1 (T171A, S177A)-mVenus fusion protein in C2 cells and then performed mVenus immunoprecipitation followed by qRT-PCR analysis. The mRNA binding ability was not affected after phosphorylation site mutation (Fig. 6e). We next tested whether the phosphorylation mutant affects the interaction of CPEB1 with the translational machinery. To test this hypothesis, we performed mVenus immunoprecipitation followed by mass spectrometry (Fig. 6f). The CPEB1 peptides were only detected in mVenus immunoprecipitation samples while being undetectable in IgG immunoprecipitation samples, indicating this assay is reliable in detecting CPEB1 interacting proteins (Fig. 6g, h). We obtained 66 CPEB1-bound proteins and 99 CPEB1 (T171A, S177A)-bound proteins (Supplementary Fig. 11a, b and Supplementary Data 5). Among these proteins, 29 proteins were specifically interacting with CPEB1, while 62 proteins were interacting with CPEB1 (T171A, S177A) (Fig. 6i). To study the functional networks of CPEB1 interacting proteins, we performed functional proteins association network analysis using STRING. The network of these proteins was distinguished (Supplementary Fig. 11c–e). The proteins that specifically interacted with CPEB1 function to regulate proteasomes and ribosomes while the proteins only interacting with CPEB1 (T171A, S177A) are involved in endocytosis and lysosomes (Fig. 6j). Proteins interacting with both CPEB1 and CPEB1 (T171A, S177A) regulate proteasomes and mRNA surveillance (Fig. 6j). These data suggest that phosphorylation is essential for CPEB1 to regulate translation by interacting with ribosomal proteins.

### CPEB1 phosphorylation regulates SC function

CPEB1 has been reported to be phosphorylated by Aurora kinase A (Aurka)^27,30,56–58^. To explore the expression pattern of Aurka in SCs, we performed Aurka immunostaining and found that Aurka expression was undetectable in QSCs, low in early activated SCs (cultured for 2 hours) but increased significantly in ASCs (Supplementary Fig. 12a–d). To explore whether CPEB1 is phosphorylated by Aurka in SCs, we treated SCs with the Aurka specific inhibitor MK5108 or activator insulin^59^. Whereas MK5108 is a highly specific inhibitor of Aurka, Aurka can be activated by insulin via the PI3-K pathway^59^. SCs treated with either MK5108 or insulin exhibited the corresponding decreased or increased levels of pCPEB1 (Supplementary Fig. 12e–h). To confirm whether CPEB1 phosphorylation is positively correlated with Aurka activity in SCs, we analyzed the immunofluorescence intensity of pCPEB1 in SCs treated with MK5108 and/or insulin (Supplementary Fig. 12i). Therefore, these data suggest that Aurka could be a regulator for CPEB1 phosphorylation in SCs.

To determine whether CPEB1 phosphorylation is essential for SC activation, we analyzed the relationship between SC activation and CPEB1 phosphorylation. Phosphorylated Aurka (pAurka) and pCPEB1 were positively correlated with Myod1 protein expression during SC early activation (Supplementary Fig. 13a–c). We then manipulated CPEB1 phosphorylation pharmacologically. Using the Aurka inhibitor, we showed that the inhibition of CPEB1 phosphorylation resulted in a decreased percentage of Myod1^+^ SCs during early activation (Supplementary Fig. 13d–g). We further showed that Aurka inhibitor treatment reduced the percentage of EdU^+^ SCs (Fig. 7a, b). On the contrary, enhancing CPEB1 phosphorylation using insulin promoted SC activation (Fig. 7a, b). Similar results were observed when fiSCs were transduced with a CPEB1 phosphorylation mutant adenovirus (Supplementary Fig. 13h, i). fiSCs treated with both MK5108 and insulin resulted in a loss of insulin effect on SC proliferation (Fig. 7a, b), suggesting the proliferative effect of insulin is in part mediated by Aurka downstream targets such as CPEB1. Together, these data support the notion that CPEB1 phosphorylation is important for SC proper activation and proliferation.

**Fig. 7:**
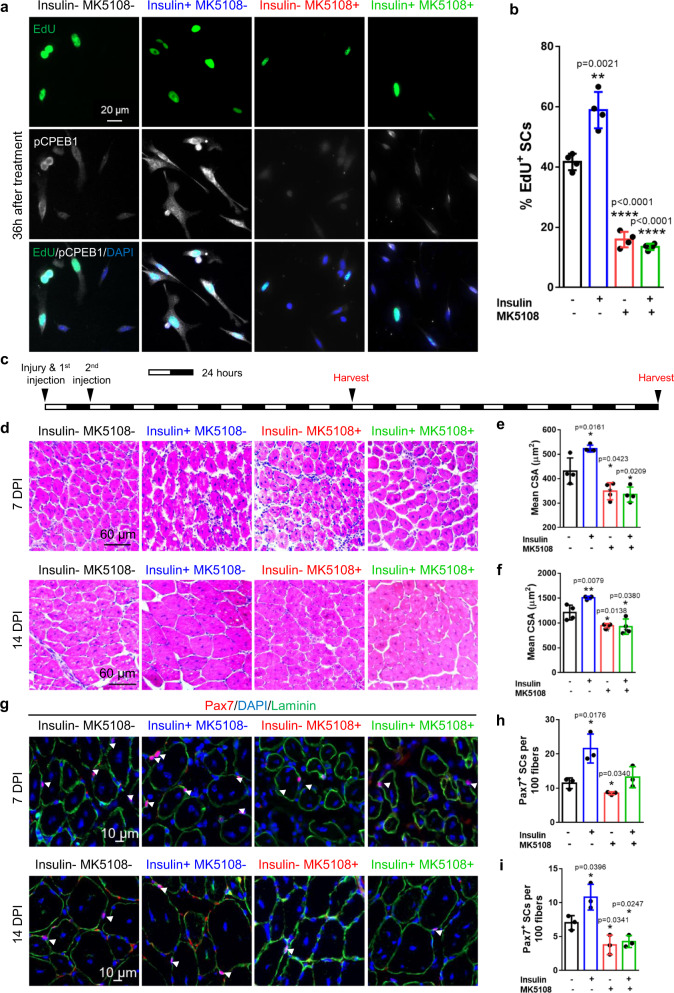
Pharmacological manipulation of CPEB1 phosphorylation regulates SC activation, muscle regeneration and Pax7^+^ SC number after regeneration. **a**, **b** FACS-isolated SCs were plated down and treated with MK5108 and/or insulin for 36 hours. Cells were also continuously supplied with EdU for EdU incorporation analysis. **a** 36 hours after MK5108 and/or insulin treatment, SCs were harvested for EdU detection and pCPEB1 immunostaining. Nuclei were stained with DAPI. **b** Quantification of EdU^+^ SCs after MK5108 and/or insulin treatment. (*n* = 4 independent experiments). **c** Timeline of muscle injury, intramuscular injection of MK5108 and/or insulin, and muscle regeneration study for **d**–**i**. **d**–**f** Tibialis anterior (TA) muscles were injured and injected with insulin and/or MK5108, then allowed to regenerate. **d** Histological analysis of the cross-sectioned TA muscles using hematoxylin and eosin (H&E) staining 7 days and 14-days post-injury (DPI). **e**, **f** Quantification of the size (in cross-sectional area) of regenerated fibers in **d**. (*n* = 4 independent experiments). **g**–**i** TA muscles were injured and injected with insulin and/or MK5108, then allowed to regenerate. **g** Immunostaining for Pax7 and laminin of cross-sectioned muscle fibers 7DPI and 14DPI. **h**, **i** Quantification of Pax7^+^ SCs in **g**. (*n* = 3 independent experiments). Data are presented as mean ± SD in panels **b**, **e**, **f**, **h**, **i**. The *p* values calculated by two-tailed unpaired *t*-test are used for comparing two groups in **b**, **e**, **f**, **h**, and **i**, ns not significant. Source data are provided as a Source Data file.

To examine whether insulin or MK5108 regulates SC activation via CPEB1 phosphorylation, we overexpressed CPEB1 (T171D, S177D), a phosphorylation mimic in SCs with MK5108 treatment or knocked down CPEB1 in SCs with insulin treatment. We observed that the CPEB1 phosphorylation mimic partially rescued MK5108-mediated proliferation defects (Supplementary Fig. 14a, b). We further showed that CPEB1 knockdown-associated SC activation defects could partially be rescued by insulin treatment (Supplementary Fig. 14c, d). Taken together, we showed that CPEB1 phosphorylation could be in part responsible for the observed effects when SCs were treated with MK5108 or insulin. However, the results are correlative and the effects are likely mediated by other CPEB1-independent mechanisms.

To further address the role of CPEB1 phosphorylation in vivo in the context of muscle regeneration and Pax7^+^ SC number, we modulated CPEB1 phosphorylation in injured Tibialis Anterior (TA) muscle by injecting MK5108 and/or insulin intramuscularly (Fig. 7c). To determine whether MK5108 or insulin injection affects CPEB1 phosphorylation in vivo, we FACS-isolated ASCs from the injured TAs receiving either treatment followed by immunostaining for pCPEB1. The pattern of pCPEB1 immunofluorescence intensity was consistent with MK5108 and/or insulin treated SCs in vitro, suggesting intramuscular injection of MK5108 and/or insulin can affect CPEB1 phosphorylation in vivo (Supplementary Fig. 12j, k). By analyzing the regenerated fiber size, we found that injecting insulin which increases CPEB1 phosphorylation improved muscle regeneration, whereas injection of MK5108, which inhibits CPEB1 phosphorylation dampened muscle regeneration (Fig. 7d–f). We observed an increased number of Pax7^+^ SCs in regenerated muscle after injecting insulin, whereas injection of MK5108 had the opposite effect (Fig. 7g–i). Taken together, these data indicated that muscular injection of insulin or MK5108 to manipulate CPEB1 phosphorylation is important for SC activation, Pax7^+^ SC number, and muscle regeneration, providing a potential drug target for improving muscle regeneration and Pax7^+^ SC number.

## Discussion

In this report, we revealed a significant change in the SC proteomic landscape during the quiescence-to-activation transition. We demonstrated CPEB1 regulates SC activation by directly mediating the translational regulation of its targets in a phosphorylation-dependent manner via CPEs. Furthermore, CPEB1 phosphorylation was critical for muscle regeneration. Together, our data suggest the notion that CPEB1 reprograms the translational landscape during SC activation and muscle regeneration.

SCs are typically isolated for study by FACS, with the sample preparation process includes mechanical dissociation and enzyme digestion. From dissection to cell sorting, the whole process usually takes more than 4 h^60^. Currently, studies on the quiescence-to-activation transition focus on comparing fiSCs and ASCs, which may not give a bona fide quiescent picture as fiSCs were shown to have signs of early activation, such as expression of Myod1 protein and downregulated Pax7 mRNA level^11,13^. Thus, the proteomics landscape of freshly isolated SCs^61^ cannot precisely capture the in vivo quiescence signature and the rapid proteomic response during the quiescence-to-activation transition. We and others have developed methods to capture the signature of QSCs^11–13^. In eukaryotes, proteins are the key executors to guide cellular activities. However, because of post-transcriptional regulations, the transcriptomic signature cannot precisely represent the proteomic signature. Therefore, we modified our in situfixation technique to recover the fixed peptides and subjected the peptides to trapped ion-mobility spectrometry Time-of-Flight (timsTOF) Mass Spectrometry (MS), which is known for its high sensitivity and specificity. Due to the presence of formaldehyde-induced protein cross-links and modifications^62,63^, these fixed peptides are difficult to dissociate and characterize by MS, so we reversed the crosslinking by heating the protein lysate at 70 °C for 2 hours with 2% SDS. To our knowledge, this is the initial report to reveal the proteome of in situ fixed QSCs. Using this approach, we found that the QSC proteome underwent a massive change during SC activation, including changes in DNA methylation, metabolism, cell cycle, and other signaling transduction pathways.

Notably, we observed that Myod1 protein was detected in 20–30% of fiSCs by immunostaining while it was undetectable by MS in our fiSC sample. Of note, we identified a total of 2500–3500 proteins in QSCs. Unlike RNA-seq which could be subjected to library amplification, peptides retrieved from the samples cannot be amplified, limiting our ability to detect low abundant proteins. For instance, CPEB1 protein was only detectable in ASCs by MS, but detected in both QSCs and fiSCs by immunostaining. Thus, our proteomic analysis of the SC quiescence-to-activation transition can only serve as an initial blueprint of the SC proteomes, and an improved proteomics approach is required to fully elucidate the complete proteomic signatures, including the low abundant proteins.

CPEB1 is reported to regulate oocyte maturation, cancer progression, cell cycle, and neural development by controlling translation of various transcripts^31,39,64,65^. CPEB1 was previously shown to modulate proliferation. Its function is context-specific, depending on the target genes and cell types. Here, we showed that CPEB1 was required for SC activation and proliferation. In CPEB1 knockout (KO) mice, germ cell progression stopped before the first meiotic prophase as mRNAs encoding SCP1 and SCP3 were neither polyadenylated nor translated^66^. In synchronized HeLa cells, Cdc20 has a higher protein expression level due to a higher translation efficiency provided by a longer poly (A) tail induced by CPEB1^39^. Interestingly, CPEB1 KO embryonic fibroblasts were shown to bypass senescence and are immortal due to CPEB1-dependent de-repression of Myc^67^.

Subcellular localization is also important for the regulatory function of CPEB1. For instance, CPEB1 confers the function of poly(A) tail elongation by recruiting GLD2 in the cytoplasm^68^. A longer poly(A) tail increases mRNA stability and thus enhances protein output^69,70^. In the nucleus, CPEB1 regulates alternative 3′ UTR formation^25^. Shortened 3′ UTRs have fewer miRNA and RNA-binding protein binding sites and therefore are less susceptible to post-transcriptional regulation. Intriguingly, we observed CPEB1 was localized in the cytoplasm of QSCs while it is expressed both in nuclei and cytoplasm of ASCs. Here, we mainly focus on the cytoplasmic functions of CPEB1 to regulate the SC quiescence-to-activation transition by reprogramming the translational landscape. A better understanding of the nuclear functions of CPEB1 in fully activated SCs is required to fully understand how CPEB1 regulates SC function.

Myod1 functions as an essential activator for SC activation. We showed that CPEB1 is a regulator of Myod1. Previous reports and our data both suggest that most SCs express Myod1 protein within hours of in vitro culture. However, it takes at least 16 hours for the siRNA to silence the gene expression effectively^55^. Therefore, the loss-of-function approach by siRNA is not ideal to study the regulation of Myod1 or SC early activation. Thus, we measured the effect of CPEB1 on Myod1 expression by CPEB1 antibody transfection, which neutralizes protein function rapidly^71–73^. Antibody transfection could therefore be more suited to study proteins and pathways that are important for the early activation of SCs.

In this study, we demonstrated that CPEB1 regulates the translational landscape during SC activation, (the working model is summarized in Supplementary Fig. 15). CPEB1 post-transcriptionally regulates its targets by acting on the CPEs within the 3′ UTRs in a phosphorylation-dependent manner in transcripts such as those encoding for myogenic factor Myod1, metabolism, translation and signaling related proteins. We detected several ribosomal proteins in our CPEB1 immunoprecipitation experiment (Supplementary Data 5), and the interaction between CPEB1 and ribosomal proteins suggests a distinct angle for the regulation of CPEB1-mediated translation. Moreover, using CPEB1 RIP-seq, we identified the global targets of CPEB1, which are mainly enriched in translational regulations. The CPEB1-dependent proteome further consolidated the notion that CPEB1 reprograms the translational landscape by controlling translational regulators during SC activation. Together, this suggests that CPEB1 regulates the translation of different sets of transcripts to provide a proper cellular environment for SC activation.

In addition to its role in blood glucose homeostasis, insulin was shown to stimulate muscle protein anabolism and decrease muscle protein breakdown, leading to muscle hypertrophy. A local infusion of an intermediate dose of insulin in the physiological range resulted in increased blood flow and amino acid availability, leading to increased muscle protein synthesis with no change in muscle protein degradation^74^. However, a high dose neither affects blood flow nor protein synthesis, but reduces muscle protein breakdown, leading to improvements in muscle protein balance but to a lesser extent than the intermediate dose^74^. Similar studies confirmed the elevated muscle protein anabolism by physiological hyperinsulinemia^75,76^. The mechanism of elevated protein synthesis by insulin was associated to enhanced binding of eIF-4G to eIF-4E^77^. Muscle hypertrophy can be achieved by either increasing the RNA and protein output with the same number of nuclei or increasing the nuclei number^78^. As myonuclei are terminally differentiated and are unable to divide, the main contributor for fused nuclei is SCs. Early studies reported an increase in myonuclei number during synergistic ablation-induced hypertrophy in rats^79^. By utilizing SC-depleted mice and a synergistic ablation (SA) model, it was shown that the increase in myonuclei number is SC-dependent^7^. Other studies demonstrated neither inhibition of DNA replication or SCs ablation by irradiation affected the degree of hypertrophy^80,81^.

While it is still debatable whether SCs are required for muscle hypertrophy, the role of insulin signaling in SC behavior is also not completely understood. Past studies suggested insulin promotes both myoblast proliferation and differentiation through the mTORC1 signaling pathway^82–87^. In this manuscript, we showed that insulin promotes SC activation and proliferation partially via the CPEB1 pathway. Our in vivo data also indicated that insulin improves muscle regeneration. Thus, our study may provide insights supporting a model where insulin regulates muscle hypertrophy by controlling SC proliferation via CPEB1. Our data showed that insulin regulates SC function. We acknowledge that owing to the correlative nature of the data, we cannot directly demonstrate that insulin stimulates phosphorylation of CPEB1 to regulate SC function. Since the insulin-mediated signaling pathway is complex, we cannot exclude the possibility that insulin regulates SC function by targeting other signaling pathways, such as the mTORC1 pathway^82–87^. Here, our data may provide another possible insulin downstream target, CPEB1, for its regulation of cellular function. Of note, the pCPEB1 level was not rescued by insulin following MK5108 treatment and the negative effects of MK5108 on muscle regeneration and Pax7^+^ SC number was not rescued by insulin (Fig. 7). A possible explanation is that MK5108 might cause severe cell cycle arrest because it not only inhibits CPEB1 phosphorylation but is also a highly selective inhibitor of Aurka, which is critical for centrosome organization during the cell cycle progression^88–90^. Furthermore, insulin does not directly phosphorylate CPEB1 but acts through a multi-step signaling pathway^59^. Thus, it is possible that the defects induced by MK5108 could not be rescued by insulin treatment, but the regeneration effects by MK5108 and insulin are appeared to act partially via CPEB1. Aurka is a Serine/Threonine protein kinase that can phosphorylate other proteins. We cannot exclude the possibility that the effects on SCs by MK5108 might act through alternative signaling pathways such as PI3-K/Akt, mTOR, β-catenin/Wnt and NF-κB pathways^91^. Taken together, our data in this study suggests CPEB1 may be a potential Aurka downstream target, regulating SC function with regards to stem cell self-renewal and muscle regeneration.

## Methods

### Mouse lines

C57BL/6 and Pax7-nGFP mice were maintained at the Laboratory Animal Facility at the Hong Kong University of Science and Technology (HKUST). Mouse experiments were performed using males in accordance with the criteria of the Special Health Services, Department of Health, HKSAR Government. The mice were maintained in an animal room with 12 h light/12 h dark cycles, room temperature kept at 22–24 °C, with humidity of 40–60%.

### Mice anesthesia and euthanasia

The mice were anesthetized by intraperitoneal (IP) injection of tribromoethanol (Avertin) at a dosage 500 mg/kg. Mice were sacrificed by Carbon dioxide (CO_2_) inhalation followed by cervical dislocation.

### Satellite cell isolation and culture

Satellite cells (SCs) were isolated as described^60^. Briefly, hindlimb muscles were dissected from mice and minced in dissociation buffer (900U/ml Collagenase II (Gibco, cat#17101015) in Ham’s F-10 medium (Sigma–Aldrich, cat#N6635) containing 10% horse serum (HS, Invitrogen, cat#16050114) and 1% penicillin/streptomycin (P/S, Thermo Scientific, cat#15140122). After two rounds of enzyme digestion, the single-cell suspension was passed through a 40 µm cell strainer (SPL, cat#93040). For B6 (C57BL/6) mice, the cell suspension was stained with FITC anti-CD31 (BioLegend, cat#102506), FITC anti-CD45 (BioLegend, cat#553080), Alexa 647 anti-Sca1 (BioLegend, Cat#108118), Biotin anti-mVcam1 (BioLegend, Cat#105704) antibodies. The Biotin anti-mVcam1 was stained with streptavidin PE-Cy7 antibody (BioLegend, Cat#405206). The stained single-cell suspension was analyzed and sorted by FACS using the BD Influx flow cytometer. The CD31^−^, CD45^−^, Sca1^−^, mVcam1^+^ population was sorted as SCs. FACS-sorted SCs were then cultured in Ham’s F-10 medium containing 10% HS and 1% P/S. Without further indications, SCs were sorted from C57BL/6 mice. In this manuscript, freshly isolated SCs were termed as fiSCs. The fixed-satellite cell isolation procedure followed the protocol as described^42,13^. Briefly, Pax7-nGFP mice were perfused with 30 mL of 1× (phosphate-buffered saline) PBS followed by a 30 mL of 0.5% paraformaldehyde (PFA) fixation for 5 min. PFA was subsequently quenched by 30 mL of 2 M glycine (Sigma–Aldrich, cat#G8898) perfusion for 5 min. In this manuscript, the SCs sorted from PFA-perfused muscle were termed as quiescent SCs (QSCs).

### Single muscle fiber extraction

Extensor digitorum longus (EDL) muscles were dissected and digested in Ham’s F-10 medium with 800 U/mL collagenase II for 85 min in a shaking water bath at 37 °C. To extract fibers from perfused mice, the EDL muscles were digested with 1600 U/mL collagenase II. The fibers were then triturated, washed extensively in Ham’s F-10, 10% HS with 1% P/S, and cultured in Ham’s F-10 medium containing 20% fetal bovine serum (FBS, Gibco, cat#10270-106), 0.01% basic fibroblast growth factor (bFGF, PeproTech, cat#100-18B) and 1% P/S. Fibers were cultured in suspension, and half of the medium was refreshed every day. Without further indications, fibers were extracted from C57BL/6 mice.

### Cell lines

Both mouse C2C12 myoblast (CRL-1772) and 293 T cell lines (CRL-3216) were obtained from the American Type Culture Collection (ATCC) and cultured in DMEM (Gibco) medium with 10% FBS (Gibco), 100 units/ml of penicillin, and 100 μg of streptomycin (P/S, Thermo Scientific, cat#15140122) at 37 °C in 5% CO_2_. Wild-type primary myoblast cells were cultured in Ham’s F-10 medium supplemented with 20% FBS and bFGF (0.025 mg/ml). For the in vitro CPEB1 siRNA efficiency assay, primary myoblasts were plated and cultured to 30% confluence followed by siRNA transfection. Two days post-transfection, the cells were harvested for qRT-PCR and western blotting. For the CPEB1 or CPEB1 (T171A, S177A) interacting proteins experiments, C2C12 cells were plated into 10 cm plates and cultured to 30% confluence followed by the CPEB1-mVenus or CPEB1 (T171A, S177A)-mVenus plasmid transfection. After two days of culture, C2C12 cells were harvested for mVenus antibody immunoprecipitation followed by mass spectrometry. For the dual-luciferase assay, 293 T cells were plated into 96-well plates and cultured to 50% confluence followed by luciferase vectors transfection. After 36 h of culture, 293 T cells were harvested for luciferase signal detection. For the CPEB1 siRNA specificity experiments, 293 T cells were plated into 6-well plates and cultured to 30% confluence followed by pcDNA3.0-CPEB1 plasmid transfection. One day post-transfection, CPEB1 siRNA was transfected into the cells. After two days in culture, 293 T cells were harvested for qRT-PCR and western blotting.

### Muscle injury

Before the injury, the mice were anesthetized by IP injection of tribromoethanol. The TA muscles were injured by injecting 30 μL of 1.2% Barium Chloride (BaCl_2_). Shank muscles were injured for injured activated SC sorting by evenly injecting 50 μL of 1.2% BaCl_2_, followed by even stabbing using a 31 G insulin syringe (BD, cat#328440) ~50 times.

### Immunofluorescence

Fibers or cells were fixed with 4% PFA and permeabilized by 0.1% PBS with Tween 20 (PBST), followed by blocking in 5% goat serum (ThermoFisher Scientific) (diluted in 0.1% PBST) and incubated with primary antibodies overnight at 4 °C. After washing three times in 0.1% PBST, the cells/fibers were incubated with secondary antibodies and 4′,6-diamidino-2-phenylindole (DAPI) for 30 min at room temperature. Cells/fibers were subsequently washed 3 times with 0.1% PBST for 30 min each time, followed by slide mounting with Fluoro-Gel (Electron Microscopy Sciences, cat#17985-11).

### siRNA knockdown

For 1 mL of culture medium per well of a 6-well plate, 50 μL of Opti-MEM (Sigma–Aldrich) and 1 μL of Lipofectamine 3000 (Invitrogen) were combined with 50 μL of Opti-MEM and 2.5 μL of siRNA (20 μM). This cocktail was incubated for 15 min at room temperature and then added to the cultured cells or fibers. 8 h after siRNA transfection, the medium was replaced with a fresh pre-warmed medium. The siCPEB1 and negative control siRNA were both obtained from Ribobio.

### siRNA specificity test

293 T cells were plated for 1 day in 6-well plates followed by transfection with wild-type (WT) or mutant CREB1 containing constructs. One day later, siRNA targeting either WT or mutant CPEB1 was transfected into the cells. Two days following the second transfection, the cells were then harvested for CPEB1 mRNA or protein detection.

### Molecular cloning

The mouse CPEB1 gene was cloned into the pcDNA3.0-mVenus plasmid using Gibson assembly (NEB, cat#E2611S) following the manufacturer’s instructions. The CPEB1 T171A, S177A or T171D, S177D phosphorylation mutant was generated using the QuikChange II Site-Directed Mutagenesis Kit (Stratagene) according to the manufacturer’s instructions.

### Histology

Tibialis anterior (TA) muscles were dissected and fixed in 0.5% PFA for 6 h, followed by dehydration in 20% sucrose (Scharlau) solution overnight at 4 °C. On the following day, TA muscles were immersed in Optimal Cutting Temperature (O.C.T.) (Sakura) compound in a base mold (Electron Microscopy Sciences) and then frozen in isopentane (Sigma–Aldrich) pre-chilled using liquid nitrogen. TA muscles were sectioned at 6 μm thickness using a cryostat (NX70, Thermo Fisher Scientific). For hematoxylin and eosin (H&E) staining, cryo-sectioned muscles were stained with hematoxylin for 10 min, washed with Scott’s water for 5 min, and stained with eosin for 2 min. Muscles were subsequently dehydrated in 95% ethanol followed by 100% ethanol and cleared twice with xylene. Slides were mounted with DPX medium (Sigma–Aldrich). For immunofluorescence staining of uninjured TA muscles or 6 days post-injured muscles, sections were rehydrated in 1× PBS followed by fixation with 4% PFA for 5 min. Sectioned muscles were subsequently blocked with unconjugated anti-mouse Fab (1:50, Jackson ImmunoResearch) diluted in 0.3% PBST for 2 h. Primary antibodies were added to the slides and incubated overnight at 4 °C. Before incubation with secondary antibodies, the slides were washed three times with 0.3% PBST. After incubation with anti-Fab secondary antibodies and DAPI at room temperature for 15 min, the slides were washed three times with 0.3% PBST and mounted. For the immunostaining of TA muscles 3 days post-injury, fixation and blocking were performed in the same manner as for uninjured TA muscles. Next, sectioned muscles were stained with direct-conjugated antibody for Myod1 (generated using the APEX antibody labeling kit; Thermo Fisher Scientific) overnight at 4 °C. Other protein immunostaining followed the primary antibodies and secondary antibodies staining protocol as described above. Briefly, the cells were fixed in 4% PFA followed by blocking in 5% goat serum. After incubation with primary antibody overnight at 4 °C, the slides were washed three times for 30 min. Secondary antibodies and DAPI staining were performed for 15 min at room temperature. After washing away the unbound secondary antibodies, the slides were mounted.

### Real-time PCR

Total RNA was isolated using the NucleoSpin RNA XS kit (Macherey-Nagel) according to the manufacturer’s instructions. Isolated RNA was quantified using the Qubit (Thermo Fisher Scientific). cDNA was generated using the High-Capacity cDNA Reverse Transcription Kit (Invitrogen). Real-time PCR was performed in a 10 μL reaction volume containing 5 μL of 2× SYBR Master Mix (Roche), 4 μL of cDNA template, and 1 μL of 375 nM primer. Real-time PCR was performed on the Light-Cycler 480 (Roche).

### Western blot analysis

Cultured cells were washed with pre-chilled 1× PBS and lysed in RIPA buffer supplemented with cOmplete Protease Inhibitor Cocktail (Sigma–Aldrich), and subsequently scraped off the dish and transferred to a pre-chilled tube. The lysates were then centrifuged at 12,396 × *g* (Eppendorf, Centrifuge 5418) for 20 min at 4 °C. The supernatant was collected, quantified using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific), and boiled with 6× sample loading buffer for 5 min at 95 °C. The lysate was electrophoresed on a 10% polyacrylamide gel followed by nitrocellulose membrane (Bio-Rad) transfer. The membrane was blocked in 5% non-fat milk dissolved in 0.05% TBST for 30 min in a rocker with agitation at room temperature, and then subsequently incubated with primary antibodies overnight at 4 °C and washed three times with 0.05% TBST. The membrane was then incubated with secondary antibodies for 30 min at room temperature, washed again three times with 0.05% TBST, and analyzed using the Odyssey imaging system (LI-COR).

### Dual-luciferase assay

CPEB1 was cloned into the pcDNA3.0-flag vector (Addgene), and the *Myod1* 3′ untranslated region (UTR) was cloned into the pmiR vector (Promega). Cytoplasmic polyadenylation element (CPE)-mutated *Myod1* 3′-UTR generated by High-Fidelity KAPA HIFI Hot Start 2× Ready Mix (Kapa Biosystems) was cloned into the pmiR vector. Next, 20 ng of pmiR-*Myod1* 3′-UTR, 100 ng of pcDNA3.0-flag or pcDNA3.0-flag-CPEB1, and 5 ng of pRL-TK were co-transfected into 293 T cells cultured in 96-well plates. Using the Dual-Luciferase Reporter Assay System Kit (Promega), luciferase activity was measured on the Lumat LB9507 luminometer (Berthold Technologies).

### 5-ethynyl-2’-deoxyuridine (EdU) incorporation and detection

EdU was added to the cultured FACS-sorted cells or fibers at a final concentration of 10 μM. The EdU signal was visualized using the Click-iT EdU Imaging Kit (Invitrogen) according to the manufacturer’s instructions.

### Single-molecule fluorescence in situ hybridization (smFISH)

*Myod1* transcripts probes were obtained from Stellaris, and smFISH for *Myod1* transcripts was performed according to the manufacturer’s protocol.

### MK5108 and insulin treatment

MK5108 (32 μM) or insulin (5 μg/mL) was added to cultured SCs. For MK5108 or insulin intramuscular injection, 0.037 mg of MK5108 or 0.01 mg of insulin was injected into each TA muscle of 8-week-old mice immediately after injury. The drug was injected once more on the next day after injury. TA muscles were then dissected 7- or 14-days post-injury.

### CPEB1 RNA immunoprecipitation sequencing and data analysis

1,000,000 freshly isolated SCs were harvested in polysome lysis buffer (PLB)^92^ with protease inhibitor (Sigma) and RNase inhibitor (Invitrogen). The lysate was precleared using Protein A Dynabeads (Thermo Scientific). CPEB1 antibody (10 µg) (Abcam) was added to the precleared lysate and incubated with rotation at 4 °C overnight. Protein A Dynabeads were resuspended using PLB and added to the SC lysate and rotated at 4 °C for 4 h. The lysate was put on a magnetic stand and the supernatant discarded. Beads were washed with PLB for four times, rotated at 4 °C for 5 min per wash. RNA was isolated using the Nucleospin RNA XS kit and the cDNA library was generated using the SMART-Seq2 method followed by sequencing on the Illumina Nextseq 500 using 2 × 75 kit. Data analysis was performed following the published protocol^93^. Briefly, the raw reads were mapped to mm10 genome using HISAT 2.1.0. The Sam files were sorted and converted to Bam files by Samtools-1.9. Reads were assembled and quantified by Featurecounts-1.5.1, and then the fragments per kilobase of transcript per million mapped reads (FPKM) were calculated. We then normalized the FPKM of genes of the IP sample to the IgG sample of each experiment. The raw read counts were used to perform DEseq2-1.30.1^94^ analysis to determine the CPEB1 antibody-enriched genes. To exclude potential false-positive results, we set a FPKM fold-change of IP/IgG of each experiment >2 and the P-adj < 0.05. The scatter plot of CPEB1 binding genes was generated using GraphPad 7. Gene ontology (GO) analysis was performed using g:Profiler^95^.

### Adenovirus packaging and infection

To generate adenovirus, 90% confluent 293 A packaging cells in a 6-well plate were transfected with 1 μg of pAd/BLOCKiT-DEST vectors carrying GFP or CPEB1-GFP using Lipofectamine 2000. After transfection, viruses were generated using the Block-iT Adenoviral RNAi Expression System (Invitrogen) according to the manufacturer’s instructions. After 12 days, the viral supernatant was harvested for subsequent amplification and concentration. The titer of adenovirus was approximately 1 × 10^7^ pfu/ml. SCs were infected with the adenovirus-containing medium for 12 h.

### Protein transfection

GFP antibody or CPEB1 antibody was transfected into SCs using the X-fect Protein Transfection Kit (Clontech) according to the manufacturer’s instructions.

### λ protein phosphatase treatment

Primary myoblasts were cultured in 10 cm plates and lysed in RIPA buffer with EDTA-free protease inhibitor cocktail (Sigma–Aldrich). Total protein was subjected to λ protein phosphatase (NEB) treatment following the protocol from NEB. Afterwards, western blotting was performed to detect pCPEB1 (anti-pCPEB1 diluted at 1:200) using the protocol as described above.

### Co-analysis of transcriptome and proteome

The FPKM table of QSCs and ASCs RNA-seq was previously generated in our lab. The fold change between samples was calculated based on the FPKM values (transcriptome) and NSAF (proteome), followed by a Student’s *t*-test. The fold change was log2 normalized.

### Antibodies

The antibodies used for immunostaining in this study were Myod1 (Dako, Clone 5.8 A,1:500), Ki67 (Abcam, ab16667, 1:100), Pax7 (DSHB, 1:50), Laminin (Abcam, ab11576, 1:1,000), Syn4 (kind gift from Prof. Dawn Cornelison, 1:500), CPEB1 (Abcam, Ab73287, 1:500), pCPEB1 (China-peptides, 1:200), Aurka (Proteintech Group, 10297-1-AP, 1:200), pAurka (Thermo-Scientific, 44-1210 G, 1:500), GFP antibody (Invitrogen, A11122, 10 µg for immunoprecipitation), and Alexa Fluor 488, 594, 647 donkey anti-mouse, anti-rabbit, anti-rat (Invitrogen, A2102, A2103, A31571, A21206, A21207, A31573, 1:1,000). Anti-mouse Fab (1:50, Jackson ImmunoResearch, lot:153348), Myogenin (BD, 1:500. cat: 556358, Clone: F5D).

### Enzyme-linked immunosorbent assay (ELISA)

ELISA microplates (Sigma–Aldrich) were coated with phosphor or non-phosphor peptides (1 μg/ml) overnight at 4 °C. Plates were then blocked with 5% milk at 37 °C for 1.5 h. Rabbit IgG or pCPEB1 antibody at different dilutions was added to each well and incubated at 37 °C for 1 h. This was followed by washing with Milli-Q water ten times. A secondary antibody (Goat anti-Rabbit, 1:10,000 dilution, Abcam) was added to each well and incubated for 30 min. This was followed by washing with Milli-Q water ten times. The chromogenic substrate TMB (Sigma–Aldrich) was then added to each well and the microplate incubated for 15 min in the absence of light. The reaction was stopped by adding sulfuric acid (2 M). The OD450 was measured using a spectrophotometer (APL).

### Mass spectrometry and label-free quantification of mass spectrometry data

Proteins from SCs were extracted using RIPA buffer. For the prefixed QSCs, the protein lysate was heated at 70 °C for 2 h to de-crosslink the fixed protein. The protein was precipitated by adding 4× volume of pre-cooled acetone. The protein pellet was washed with pre-cooled acetone, followed by pre-cooled ethanol and then pre-cooled acetone. The pellet was resuspended with UA buffer (8 M urea in 0.1 M Tris.HCl) followed by the addition of dithiothreitol (DTT, final concentration 2 mM) and incubated at 30 °C for 1.5 h. Iodoacetamide (IAA) (Sigma–Aldrich) (final concentration 10 mM) was added to the sample and incubated protected from light for 40 min. Afterwards, trypsin was added (final concentration 0.25 μg/μl) into the suspension for overnight digestion. The digestion was stopped by adding trifluoroacetic (TFA) (Sigma–Aldrich) (final concentration 0.4%). After salt depletion using C18 spin tips (Thermo Scientific), the material was loaded onto the Bruker timsTOF Pro mass spectrometer by following the manufacturers of Bruker. For Liquid chromatography (LC), mobile phase A is 98% MilliQ Water, 2% Acetonitrile with 0.1% Formic Acid and mobile phase B is 100% Acetonitrile with 0.1% Formic acid. We used the ionoptiks 25 cm Aurora Series emitter column with CSI (25 cm × 75 µm ID, 1.6 µm C18). For a detailed description of the mass spectrometer, please see ref. ^96^ Briefly, the Captive Spray Ion source provides the ions which enter the first vacuum stage and accumulate in the front part of the dual Trapped Ion Mobility Spectrometry (TIMS) analyzer. The ion cloud is confined by the 300 Vpp RF potential radially. After the initial accumulation step, ions are transferred to the second part of the TIMS analyzer for ion-mobility analysis. In both parts of the TIMS analyzer, the RF voltage is superimposed by an electrical field gradient (EFG). Thus, the ions in the tunnel are pulled by the incoming gas flow from the source and simultaneously retained by the EFG. Afterwards, the ions are released from the TIMS analyzer in order of their ion mobility for QTOF mass analysis. The dual TIMS setup allows operation of the system at 100% duty cycle, when accumulation and ramp times are kept equivalent. The accumulation and ramp time are set at 100 ms each and mass spectra are recorded in the range from the ratio of *m/z* 100–1700 using the positive electrospray mode. The ion mobility was scanned from 0.85 to 1.30 Vs/cm2. The overall acquisition cycle of 0.53 s comprised one full TIMS-MS scan and four Parallel Accumulation-Serial Fragmentation (PASEF) MS/ MS scans. The TIMS dimension was calibrated linearly using three selected ions from the Agilent ESI LC/MS tuning mix [*m/z*, 1/K0: (622.0289, 0.9848 Vs cm^−2^), (922.0097, 1.1895 Vs cm^−2^), (1221,9906, 1.3820 Vs cm^−2^)] in positive mode.

The raw data was processed by PEAKS software (Version: X + ). The database for searching the proteomic data is Uniprot, the taxonomy is Mus musculus. The parent ion is 15ppm. The fragment ion is 0.05 Da. The protein FDR is 1%. We applied spectral counting for the label-free quantification followed by the normalized spectral abundance factor (NSAF) method^97^. Simply, we obtained the spectral abundance factor by normalizing the spectral number of proteins with the length of the protein. We then normalized the spectral abundance factor between samples by dividing by the sum of all the spectral abundance factors. Since the NSAF was very small, we multiplied the NSAF by 10^6^. The Student’s *t*-test was performed to calculate the differentially expressed proteins between samples. We used one-pair distribution and homoscedastic Student’s *t*-test. The level of statistical significance was set at *p* < 0.05. Hierarchical clustering analysis of the protein expression was performed by Biovinci 1.1.5.

### Preparation of C2C12 cells after mVenus antibody immunoprecipitation for mass spectrometry and qRT-PCR analysis

C2C12 cells were seeded into 10 cm tissue culture plates and transfected with 20 µg of CPEB1-mVenus or CPEB1 (T171A, S177A)-mVenus plasmid using ViaFect™ Transfection Reagent (Promega). After two days of culture, C2C12 cells were harvested in PLB^92^ for mVenus antibody immunoprecipitation following the steps mentioned above in CPEB1 immunoprecipitation. Briefly, the cells were lysed in PLB buffer, and the lysate was precleared using Protein A Dynabeads. GFP antibody (10 µg) (Invitrogen, A11122) was added to the precleared lysate and incubated with rotation at 4 °C overnight. Protein A Dynabeads were resuspended using PLB and added to the cell lysate and rotated at 4 °C for 4 h. The lysate was put on a magnetic stand and the supernatant discarded. Beads were washed with PLB for four times, rotated at 4 °C for 5 min per wash. The RNA was isolated, followed by qRT-PCR of *Myod1* mRNA. Protein was eluted by adding 100 μl of RIPA buffer to the beads for 10 min at 95 °C. The protein was precipitated with acetone from the supernatant for mass spectrometry analysis. By comparing with IgG control samples, we identified 66 proteins as WT CPEB1 interacting partners and 99 proteins as CPEB1 (T171A, S177A) interacting partners. To reduce the number of false-positive results, we only considered proteins detected in mVenus antibody IP groups but not in IgG control groups. To further determine the specific proteins interacting with WT CPEB1 or mutated CPEB1, we overlapped the two lists and identified the specific protein partners.

### Statistics and reproducibility

All statistical analyses were performed using GraphPad Prism 7. Error bars in the figures represent the standard deviation (SD). The statistical significance was assessed by the Student’s two-tailed paired and unpaired *t*-test. ns indicates not significant. The level of statistical significance was set at *p* < 0.05. An ANOVA test was used to analyze multiple comparisons with the analysis result shown in the Source Data file. All raw data and analysis summaries are provided in the Source Data file. Representative images of at least three independent experiments are shown in Figures. Immunofluorescence images were quantified and analyzed by Zeiss ZEN Lite 2.5. We drew the cell boundary using the “Draw Spline Contour” tool of ZEN Lite 2.5. In the “Measure” window, all the information of the “drew cell” are provided. We used “Mean” as the relative fluorescence unit in this manuscript.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The CPEB1 RIP-seq data generated in this study have been deposited into the NCBI Gene Expression Omnibus database under accession code GSE148912. The proteomics data generated in this study have been deposited into the ProteomeXchange Consortium via the PRIDE^98^ partner repository under accession code PXD018865, PXD020822, and PXD023656. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: CPEB1 directs muscle stem cell activation by reprogramming the translational landscape
**Source:** Nat Commun. 2022 Feb 17;13:947. doi: 10.1038/s41467-022-28612-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Fig. 1 (associated to Fig. 1). Significant changes in the SC proteome during the quiescence-to-activation transition**

(a, b) Proteome comparison of QSCs to fiSCs. (a) A global view of Reactome functional enrichment analysis of 246 proteins highly expressed in QSCs when compared to fiSCs. The bar chart shows the representative pathways that the 246 proteins in QSCs are enriched. Heatmap shows the representative highly expressed proteins in QSCs. (b) A global view of Reactome functional enrichment analysis of 565 upregulated proteins in fiSCs. Bar chart showed the representative pathways that upregulated proteins in fiSCs are enriched. Heatmap showed the representative highly expressed proteins in fiSCs.

(c, d) Proteome comparison of QSCs to cASCs. (c) A global view of Reactome functional enrichment analysis of 402 proteins highly expressed in QSCs when compared to cASCs. The bar chart shows the representative pathways that the 402 proteins in QSCs are enriched. Heatmap shows the representative highly expressed proteins in QSCs. (d) A global view of Reactome functional enrichment analysis of 993 upregulated proteins in cASCs. Bar chart shows the representative pathways that upregulated proteins in cASCs are enriched. Heatmap shows the representative upregulated proteins in cASCs.

(e, f) Proteome comparison of fiSCs to cASCs. (e) A global view of Reactome functional enrichment analysis of 502 highly expressed proteins in fiSCs when compared to cASCs. The bar chart shows the representative pathways that the 502 proteins in fiSCs are enriched. Heatmap shows representative highly expressed proteins in fiSCs. (f) A global view of Reactome functional enrichment analysis of 820 upregulated proteins in cASCs. Bar chart shows the representative pathways that upregulated proteins in cASCs are enriched. Heatmap shows representative upregulated proteins in cASCs.

In a-f, the functional enrichment analysis was performed by Reactome. In Reactome, the method used to calculate statistical significance was the binomial test.

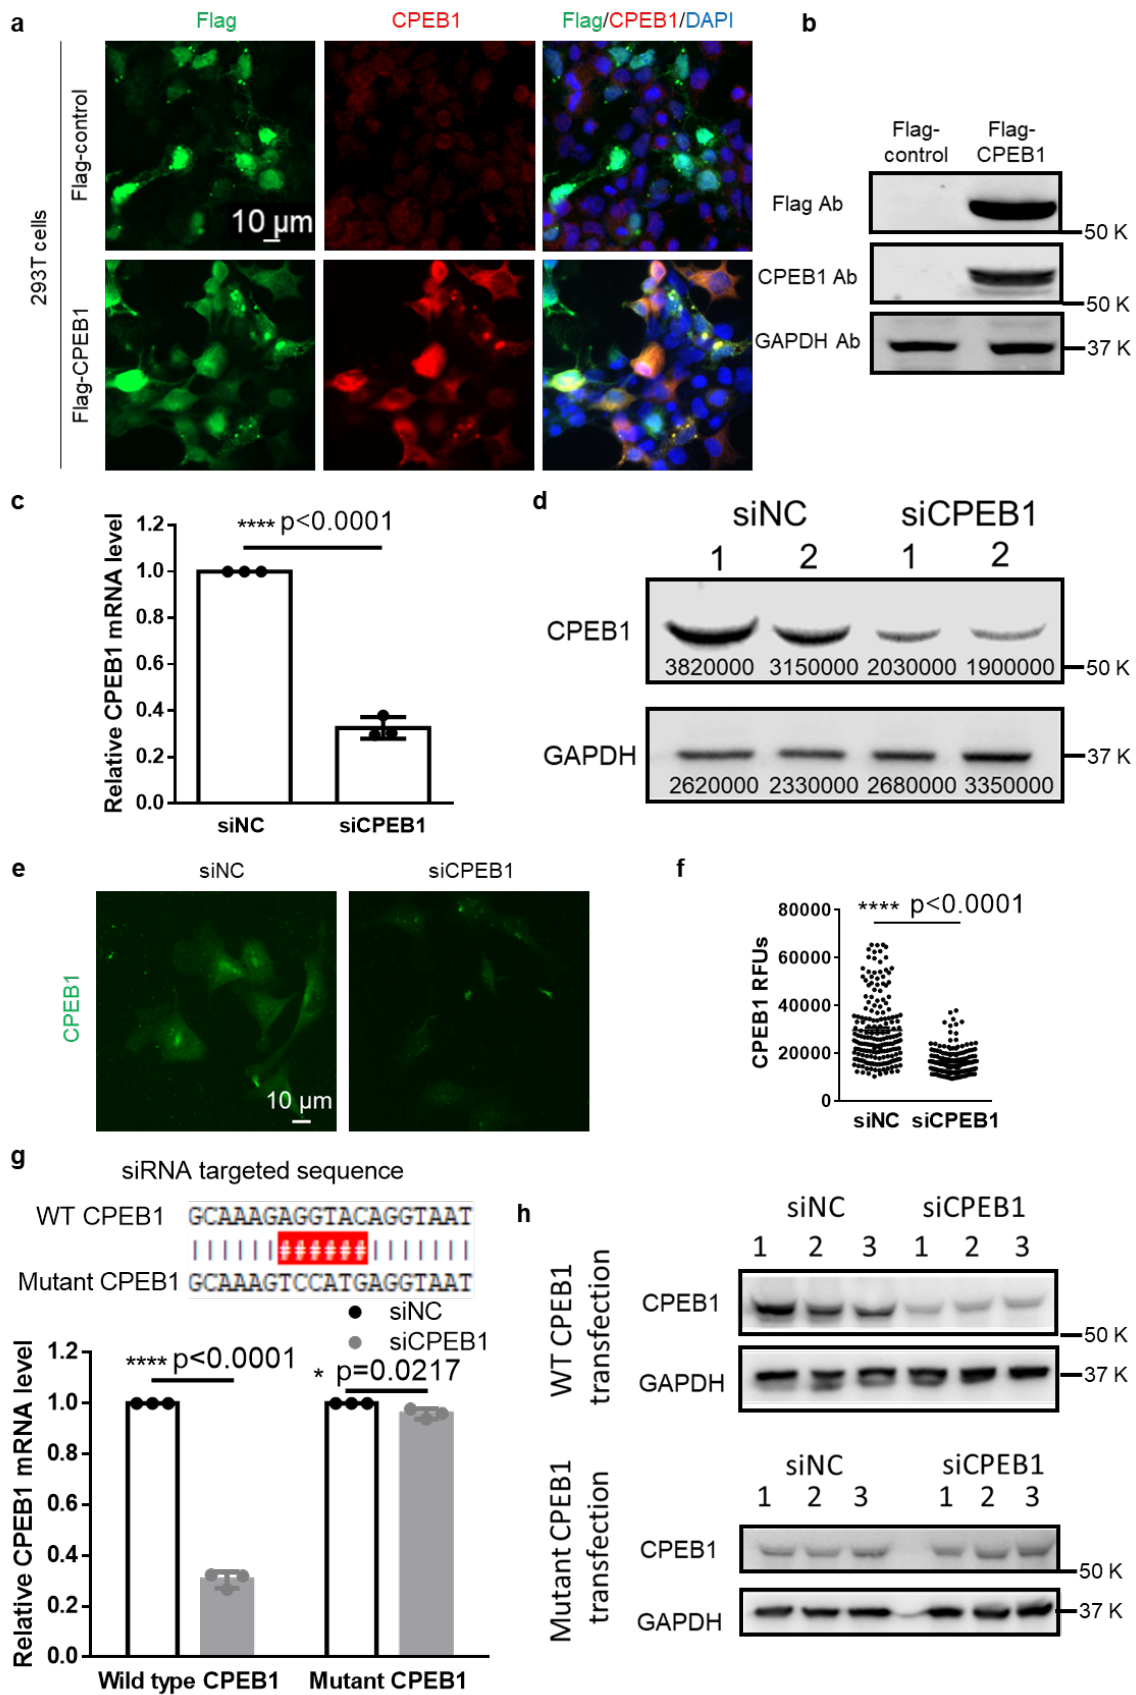

**Supplementary Fig. 2 (associated to Fig. 2). CPEB1 antibody, siRNA specificity and efficiency tests**

(a, b) CPEB1 antibody specificity test on 293T cells after Flag-control or Flag-CPEB1 overexpression. Immunostaining (n = 3 independent experiments) (a) and western blot (b) of CPEB1 and Flag after transfection of Flag-control or Flag-CPEB1 vector into 293T cells. GAPDH protein used as internal control. (n=3 independent experiments).

(c, d) CPEB1 siRNA efficiency test performed on primary myoblasts. (c) CPEB1 mRNA real-time PCR experiments were performed 48 hours after indicated siRNA transfection. (n=3 independent experiments). (d) Western blot for CPEB1 protein performed 48 hours after siRNA transfection. (n=2 independent experiments). The protein band intensity is shown below the corresponding protein band. GAPDH protein used as internal control.

(e, f) CPEB1 siRNA efficiency test performed on sorted SCs. (e) CPEB1 protein immunostaining was performed 48 hours after siRNA transfection on fiSCs. (f) Quantification of CPEB1 RFUs of SCs in (e). (n=3 independent experiments, the number of quantified cells is 180 and 156 for siNC and siCPEB1 respectively).

(g, h) CPEB1 siRNA specificity test performed on 293T cells. WT or mutant CPEB1 plasmid was transfected into 293T cells for 24 hours followed by CPEB1 siRNA transfection for 48 hours. (g) CPEB1 mRNA real-time PCR experiments were performed. (n=3 independent experiments). (h) CPEB1 protein western blot. (n=3 independent experiments). GAPDH protein used as internal control.

Data are presented as mean  $\pm$  SD in c, f, and g. The *p* values calculated by two-tailed unpaired t test were used for comparing two groups in c, f, g, ns not significant. Source data is provided as a Source Data file.

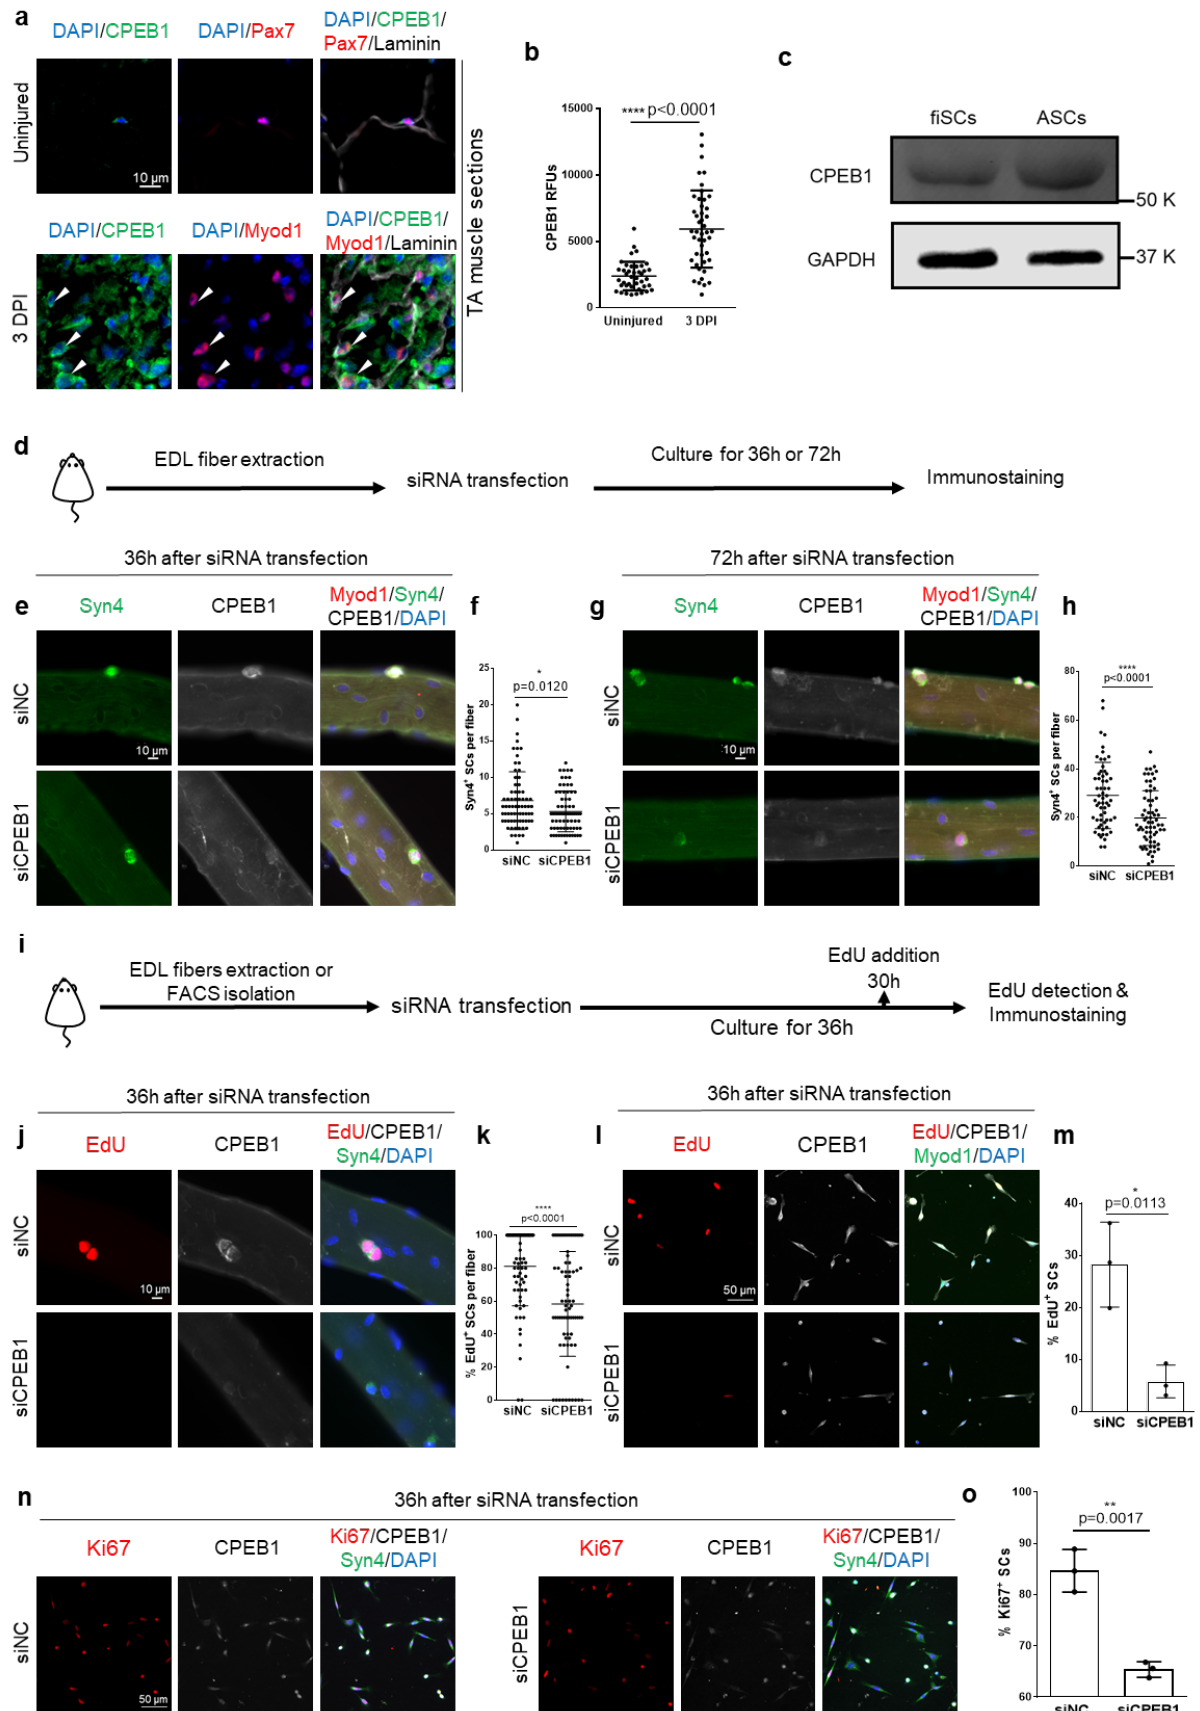

**Supplementary Fig. 3 (associated to Fig. 2). CPEB1 is upregulated during activation and required for SC proliferation**

(a - c) CPEB1 protein expression analysis on SCs of uninjured and 3 days post-injured (3 DPI) activated SCs. (a) CPEB1 immunostaining of QSCs (marked by Pax7 protein) from uninjured or ASCs (marked by Myod1 protein) of 3 DPI TA muscle sections. Laminin stains the muscle fibers. Nuclei were stained with DAPI. (b) Quantification of CPEB1 RFUs in SCs on TA muscle sections. (n=3 independent experiments, the number of cells for quantification is 41 and 45 for uninjured and 3 DPI muscle sections respectively). (c) Western blot of CPEB1 on fiSCs and ASCs (SCs sorted from 3 days post-injured muscles). GAPDH protein used as internal control. (n=3 independent experiments).

(d - h) Analysis of fiber-associated SCs number after CPEB1 knockdown. (d) Schematic illustration of SCs number analysis on CPEB1 knocked down fibers. (e, g) 36 or 72 hours after siRNA transfection, fibers were subjected to immunostaining for Syn4, Myod1, and CPEB1. (f, h) Quantification of Syn4<sup>+</sup> SCs number per fiber after siRNA transfection. In (f), n=3 independent experiments, the number of quantified fibers is 71 and 74 for siNC and siCPEB1 respectively. In (h), n=3 independent experiments, the number of quantified fibers is 60 and 67 for siNC and siCPEB1 respectively.

(i - m) EdU incorporation analysis in SCs after CPEB1 knockdown. (i) Schematic illustration of the EdU incorporation analysis on CPEB1 knocked down SCs. (j, l) 36 hours after siRNA transfection, fibers (j) or SCs (l) were harvested for EdU detection and immunostaining. (k, m) Quantification of EdU<sup>+</sup> SCs after siRNA transfection. In (k), n=3 independent experiments, the number of quantified fibers is 72 and 75 for siNC and siCPEB1 respectively. In (m), n=3 independent experiments.

(n, o) Analysis of Ki67<sup>+</sup> proliferating SCs after CPEB1 knockdown. (n) 36 hours after siRNA transfection, SCs were fixed, followed by Ki67 immunostaining. (o) Quantification of the number of Ki67<sup>+</sup> SCs after siRNA transfection. (n=3 independent experiments).

Data are presented as mean  $\pm$  SD in b, f, h, k, m, and o. The *p* values calculated by two-tailed unpaired t test were used for comparing two groups in b, f, h, k, m and o, ns not significant. Source data is provided as a Source Data file.

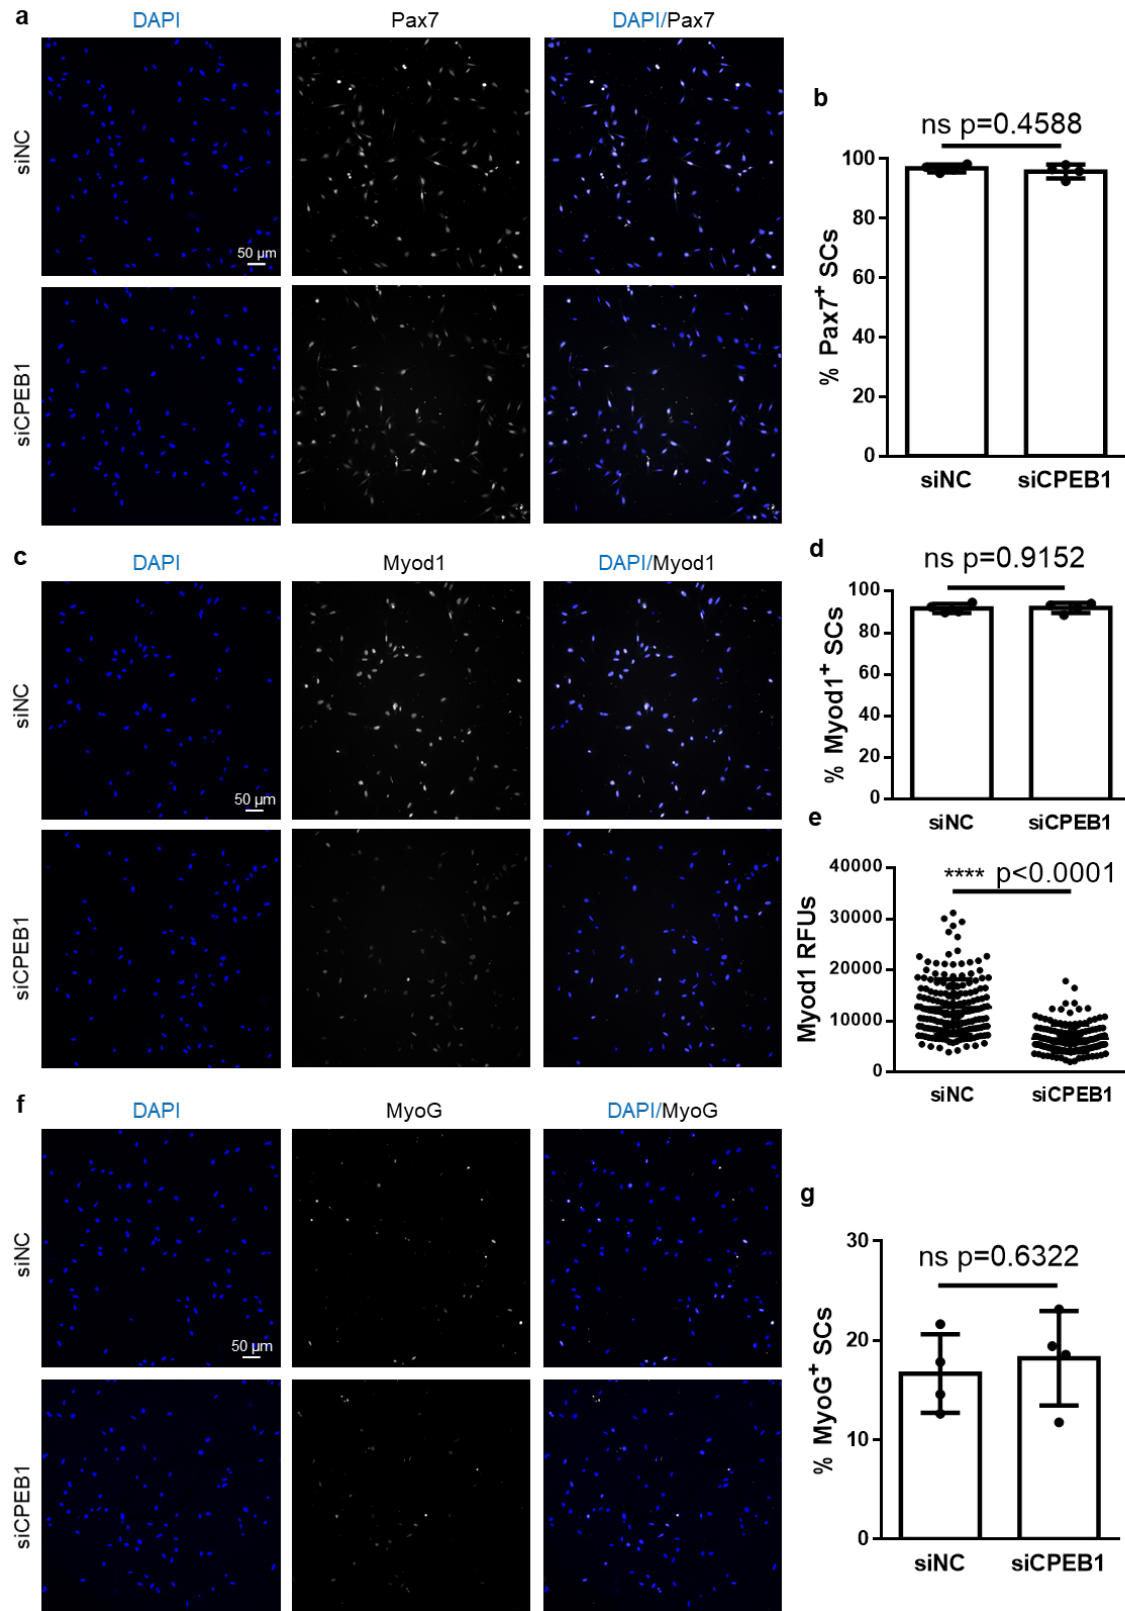

**Supplementary Fig. 4 (associated to Fig. 2). CPEB1 knockdown did not affect the percentages of Pax7, Myod1, MyoG positive SCs during activation**

(a, b) Percentage of Pax7<sup>+</sup> SCs after CPEB1 knockdown. (a) 48 hours after siRNA transfection, SCs were harvested for immunostaining of Pax7. Nuclei were stained with DAPI. (b) Percentage of DAPI<sup>+</sup> SCs which are Pax7<sup>+</sup> after siRNA transfection. (n=4 independent experiments).

(c - e) Percentage of Myod1<sup>+</sup> SCs after CPEB1 knockdown. (c) 48 hours after siRNA transfection, SCs were harvested for immunostaining of Myod1. Nuclei were stained with DAPI. (d) Percentage of DAPI<sup>+</sup> SCs which were Myod1<sup>+</sup> after siRNA transfection. (n=4 independent experiments). (e) Quantification of Myod1 RFUs (the number of quantified cells is 180 and 159 for siNC and siCPEB1 respectively).

(f, g) Percentage of MyoG<sup>+</sup> SCs after CPEB1 knockdown. (f) 48 hours after siRNA transfection, SCs were harvested for immunostaining of MyoG. Nuclei were stained with DAPI. (g) Percentage of DAPI<sup>+</sup> SCs that were MyoG<sup>+</sup> after siRNA transfection. (n=4 independent experiments).

Data are presented as mean  $\pm$  SD in b, d, e and g. The *p* values calculated by two-tailed unpaired t test were used for comparing two groups in b, d, e, g, ns not significant. Source data is provided as a Source Data file.

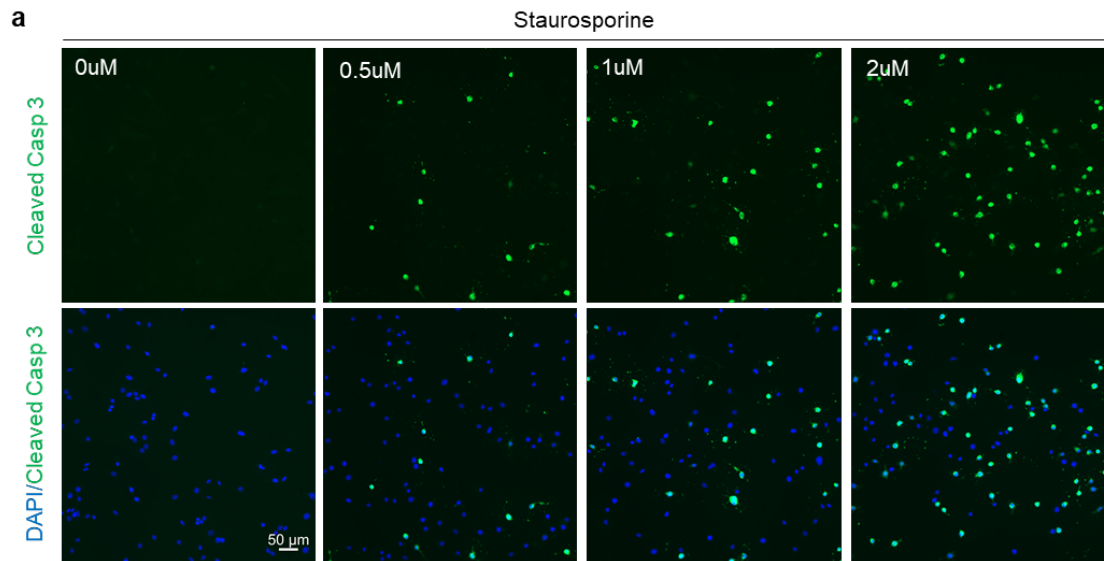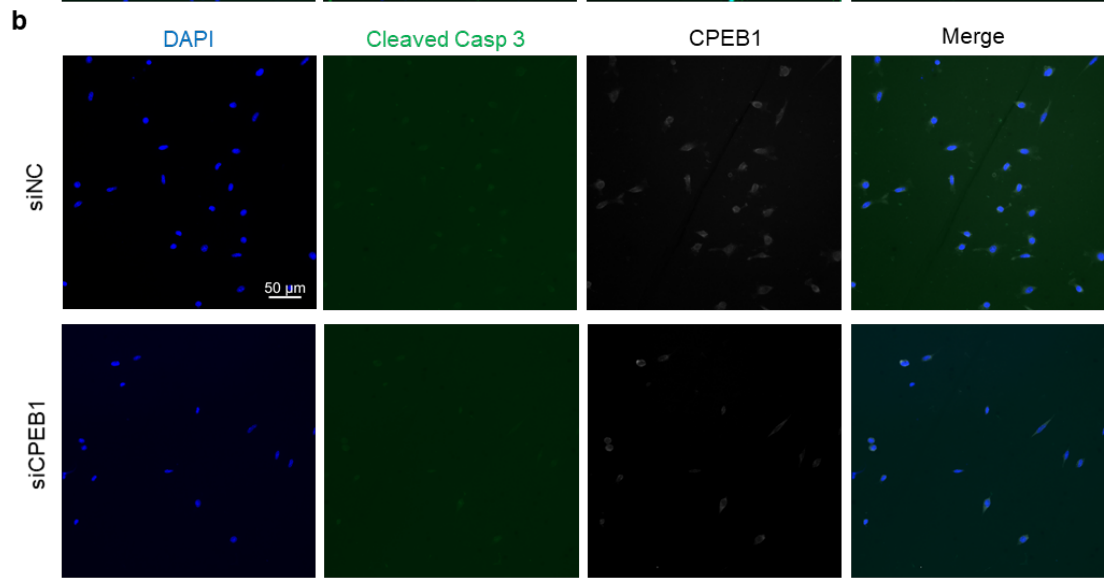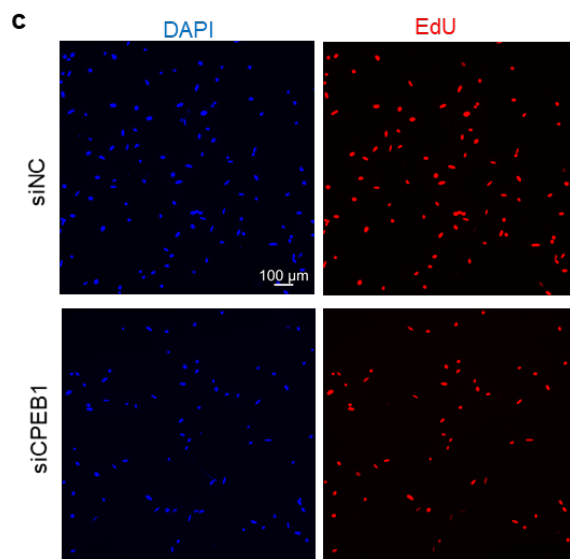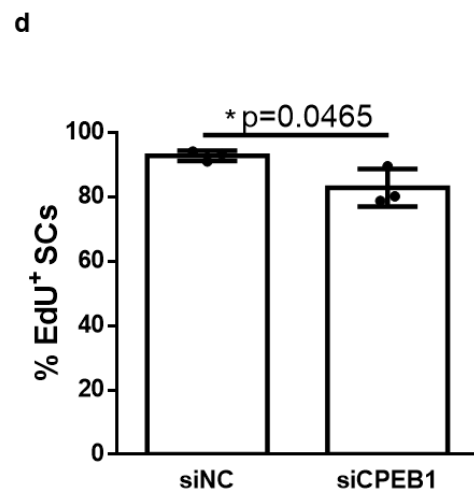

**Supplementary Fig. 5 (associated to Fig. 2). CPEB1 knockdown did not induce SC apoptosis**

(a) Cleaved Caspase 3 antibody specificity test performed on C2 cells. C2 cells were treated with increasing concentrations of the apoptosis inducer, Staurosporine for 6 hours followed by cleaved Caspase 3 immunostaining. Nuclei were stained with DAPI. (n=3 independent experiments).

(b) Cleaved Caspase 3 immunostaining performed on SCs 48 hours after CPEB1 knockdown. (n=3 independent experiments).

(c, d) EdU incorporation analysis in SCs after CPEB1 knockdown. (c) 72 hours after siRNA transfection, SCs were harvested for EdU detection. Nuclei were stained with DAPI. (d) Quantification of EdU<sup>+</sup> SCs after siRNA transfection. (n=3 independent experiments).

Data are presented as mean  $\pm$  SD in d. The *p* values calculated by two-tailed unpaired t test were used for comparing two groups in d. Source data is provided as a Source Data file.

**a**

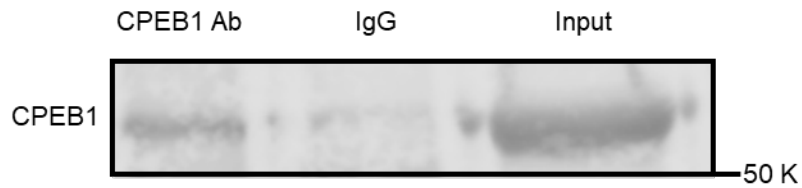

**Supplementary Fig. 6 (associated to Fig. 3). CPEB1 antibody immunoprecipitation followed by western blot**

(a) CPEB1 western blot after CPEB1 antibody immunoprecipitation. 48 hours after plating down, the SCs were harvested for CPEB1 immunoprecipitation followed by western blot detection of CPEB1 protein. (n=3 independent experiments). Source data is provided as a Source Data file.

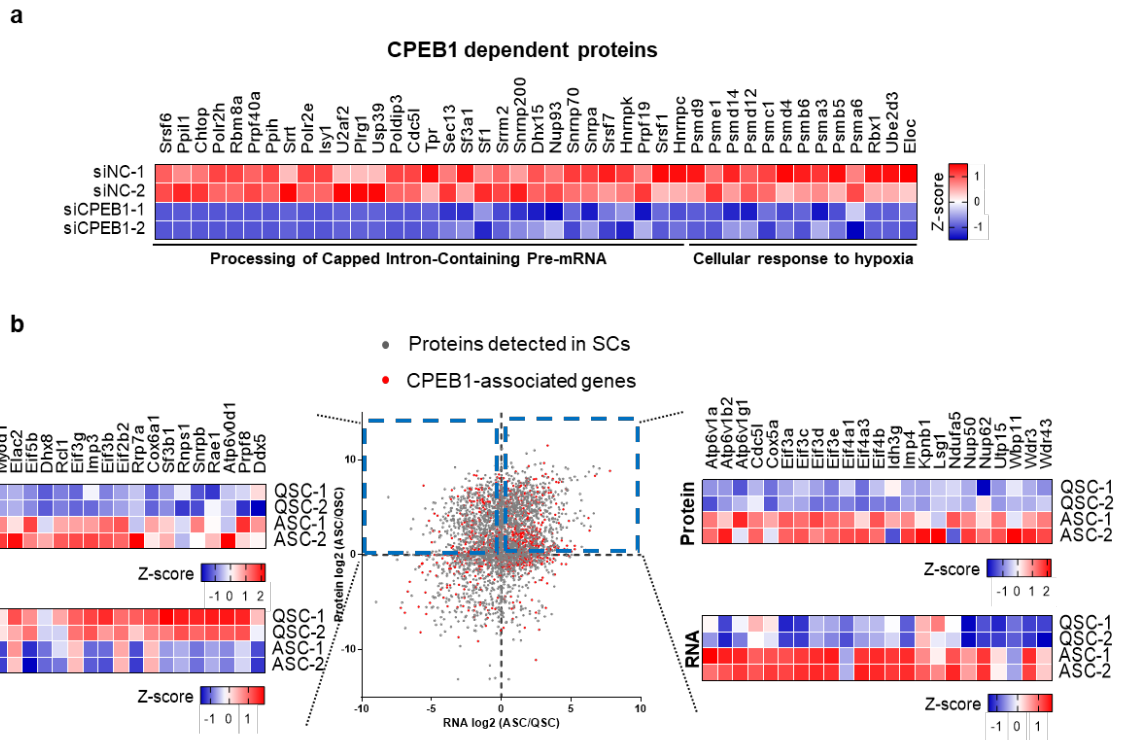

**Supplementary Fig. 7 (associated to Fig. 4). CPEB1 regulates the translational landscape during SC activation**

(a) Heatmap of representative protein expression for processing of capped intron-containing pre-mRNA and cellular response to hypoxia pathways. (n=2 independent experiments).

(b) Scatter plot of the fold change of RNA and protein expression by comparing ASCs to QSCs. The red dots show the CPEB1-associated genes. Heatmap shows the representative CPEB1-associated genes with upregulated protein expression and downregulated transcripts (left) or upregulated transcripts (right) during SC activation.

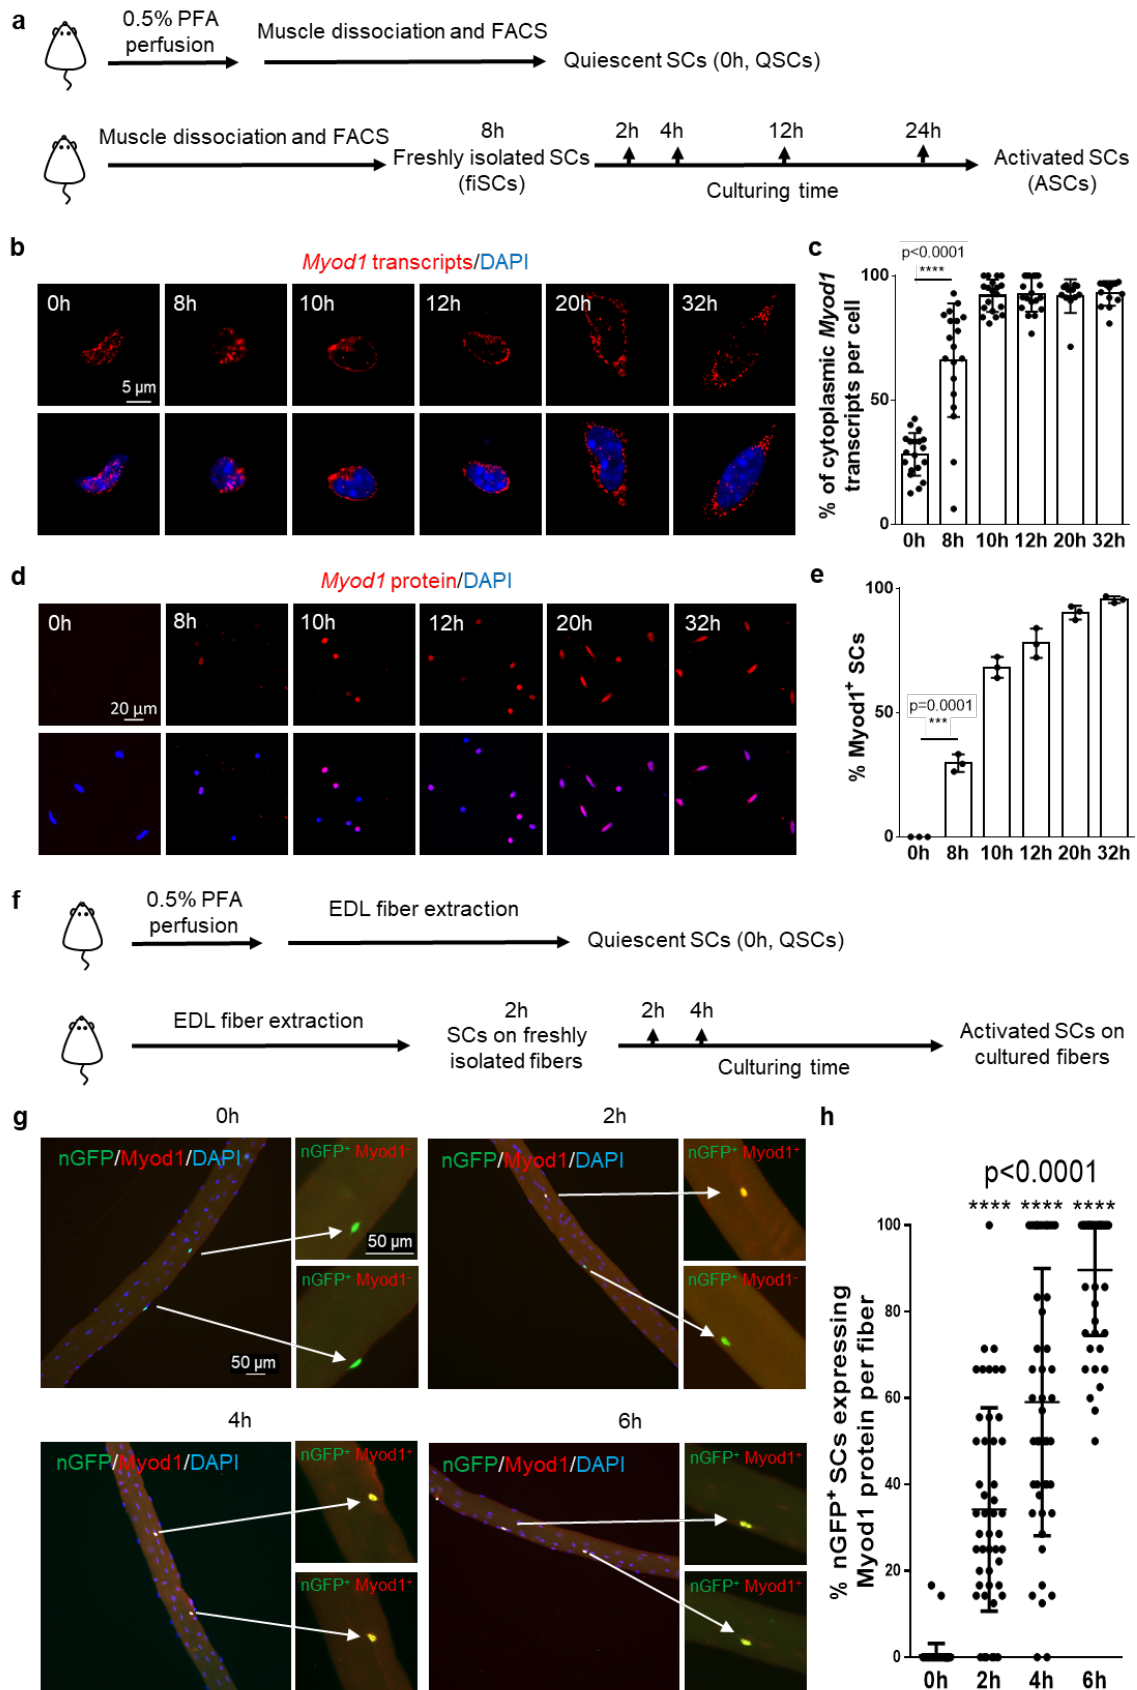

**Supplementary Fig. 8 (associated to Fig. 5). *Myod1* transcripts undergo transportation to the cytoplasm for its rapid protein expression upon SC dissociation from the niche**

(a - e) *Myod1* transcripts, protein expression and subcellular localization analysis during SC activation. (a) Timeline of isolation of quiescent SCs (QSCs, isolated from perfused mice) and SCs activated *in vitro* for different durations for (b - e). (b) Single-molecule fluorescence *in situ* hybridization (smFISH) of *Myod1* transcripts in QSCs and ASCs. Representative images of *Myod1* transcripts smFISH are shown. Nuclei were stained with DAPI. (c) Quantification of the percentage of *Myod1* transcripts with different subcellular localizations in SCs. (n=3 independent experiments, the number of quantified SCs at 0 hours (h), 8h, 10h, 12h, 20h and 32h are 19, 19, 19, 19, 12 and, 13 respectively). (d) *Myod1* protein was immunostained on QSCs and ASCs. Representative images of *Myod1* immunostaining are shown. Nuclei were stained with DAPI. (e) Quantification of the percentage of *Myod1*<sup>+</sup> SCs. (n=3, independent experiments).

(f - h) *Myod1* protein expression analysis on SCs per myofiber during activation. (f) Timeline showing isolation of EDL muscle fibers and *in vitro* culture for SC activation. (g) Representative immunostaining images of *Myod1* and GFP on fibers are shown. (h) Quantification of the percentage of *Myod1*<sup>+</sup> SCs during activation. (n=3 independent experiments, the number of quantified SCs at 0h, 2h, 4h and 6h are 64, 47, 47 and 47 respectively).

Data are presented as mean  $\pm$  SD in c, e, and h. The *p* values calculated by two-tailed unpaired t test were used for comparing two groups in c, e, and h. Source data is provided as a Source Data file.

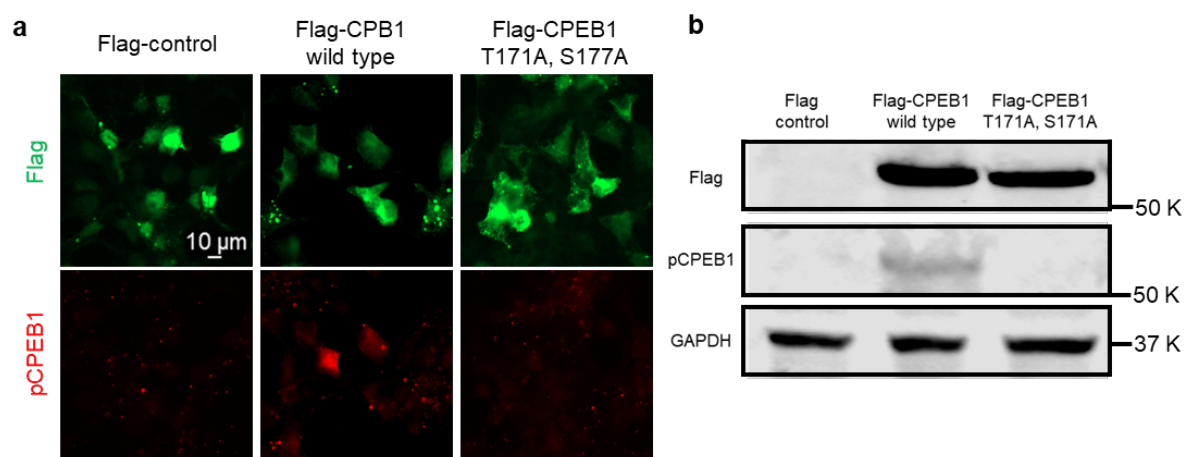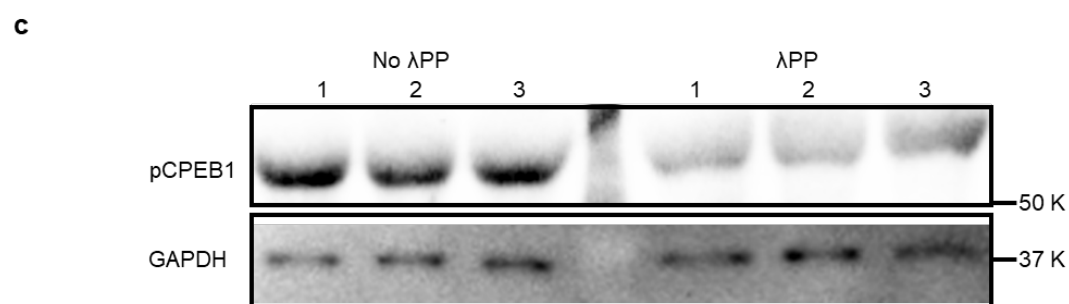

**d**

| ELISA (OD450)     |       |        |        |       |       |        |        |                        |                       |
|-------------------|-------|--------|--------|-------|-------|--------|--------|------------------------|-----------------------|
| Antibody dilution | 1250  | 2500   | 5000   | 10000 | 20000 | 40000  | 80000  | Rabbit IgG<br>(1:1250) |                       |
| pCPEB1 antibody   | 2.808 | 2.748  | 2.436  | 2.216 | 1.652 | 1.2495 | 0.9905 | 0.146                  | phosphor-peptides     |
| pCPEB1 antibody   | 0.132 | 0.1325 | 0.1255 | 0.139 | 0.141 | 0.1355 | 0.1445 | 0.1435                 | non-phosphor-peptides |

### **Supplementary Fig. 9 (associated to Fig. 6). pCPEB1 antibody specificity test**

(a, b) Phosphor-CPEB1 (pCPEB1) antibody specificity test performed on 293T cells after overexpression of WT CPEB1 or its mutant form. Immunostaining (a) (n=3 independent experiments) and western blot (b) (n=3 independent experiments) of pCPEB1 and Flag-tagged proteins after transfection of plasmids carrying Flag-tagged WT CPEB1 or its mutant into 293T cells. GAPDH used as a loading control.

(c) Primary myoblasts harvested in RIPA buffer were treated with or without  $\lambda$  protein phosphatase ( $\lambda$ PP). Afterwards, a western blot for pCPEB1 was performed. GAPDH was used as internal control. (n=3 independent experiments).

(d) OD450 measurements of ELISA using pCPEB1 antibody to detect either phosphor-peptides (GSRLD(p-T) RPILD (p-S) RSSS) or non-phosphor-peptides (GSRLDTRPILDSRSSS). (n=2 independent experiments). Rabbit IgG antibody was used as negative control. Source data is provided as a Source Data file.

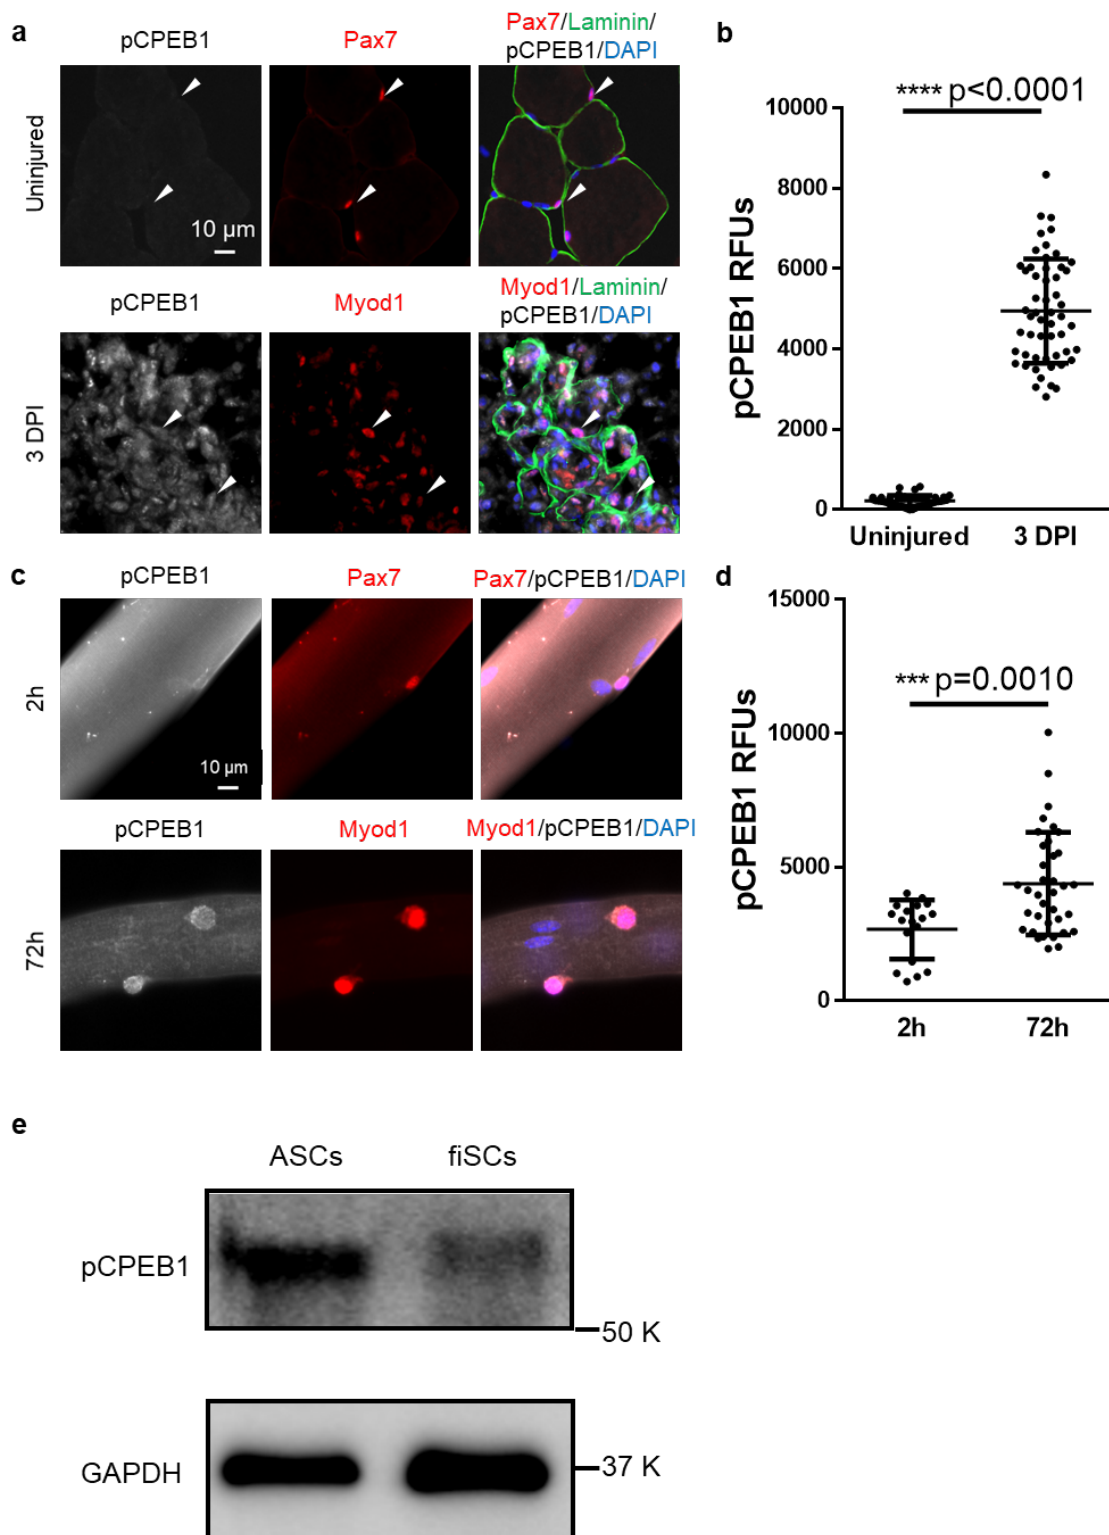

**Supplementary Fig. 10 (associated to Fig. 6). CPEB1 is phosphorylated during SC activation**

(a, b) Phosphor-CPEB1 expression analysis of SCs on TA muscle sections after injury. (a) Uninjured and 3 days post injured (DPI) TA muscles were cryo-sectioned, followed by pCPEB1 immunostaining on QSCs (Pax7<sup>+</sup>) or ASCs (Myod1<sup>+</sup>). Nuclei were stained with DAPI. (b) Quantification of pCPEB1 RFUs in SCs after muscle injury. (n=3 independent experiments, the number of quantified SCs in uninjured muscle is 44, for 3 DPI muscle, 54).

(c, d) Phosphor-CPEB1 expression analysis of fiber-associated SCs during activation. (c) Immunostaining of pCPEB1 on freshly extracted (2h) and cultured fibers (72h). (d) Quantification of pCPEB1 protein levels on SCs. (n=3 independent experiments, the number of quantified SCs at 2h is 18, and at 72h is 36).

(e) Western blot of pCPEB1 on fiSCs and ASCs (SCs sorted from 3 days post-injured muscles). GAPDH protein used as internal control. (n=3 independent experiments).

Data are presented as mean  $\pm$  SD in b and d. The *p* values calculated by two-tailed unpaired *t* test were used for comparing two groups in b and d. Source data is provided as a Source Data file.

**Supplementary Fig. 11 (associated to Fig. 6). Analysis of the CPEB1 interacting protein network**

(a, b) Identification of proteins interacting with CPEB1 or CPEB1 (T171A, S177A). Venn diagram of proteins detected by mass spectrometry after IgG or mVenus antibody immunoprecipitation in C2 cells transfected with (a) CPEB1-mVenus or (b) CPEB1 (T171A, S177A)-mVenus. The red rectangle shows the proteins targeted by CPEB1 or mutated CPEB1.

(c - e) The functional protein association networks of (c) 29 CPEB1-specific associated proteins, (d) 62 CPEB1 (T171, S177A)-specific associated proteins, or (e) 37 common proteins that interacted with wild type CPEB1 and T171A, S177A mutated CPEB1.

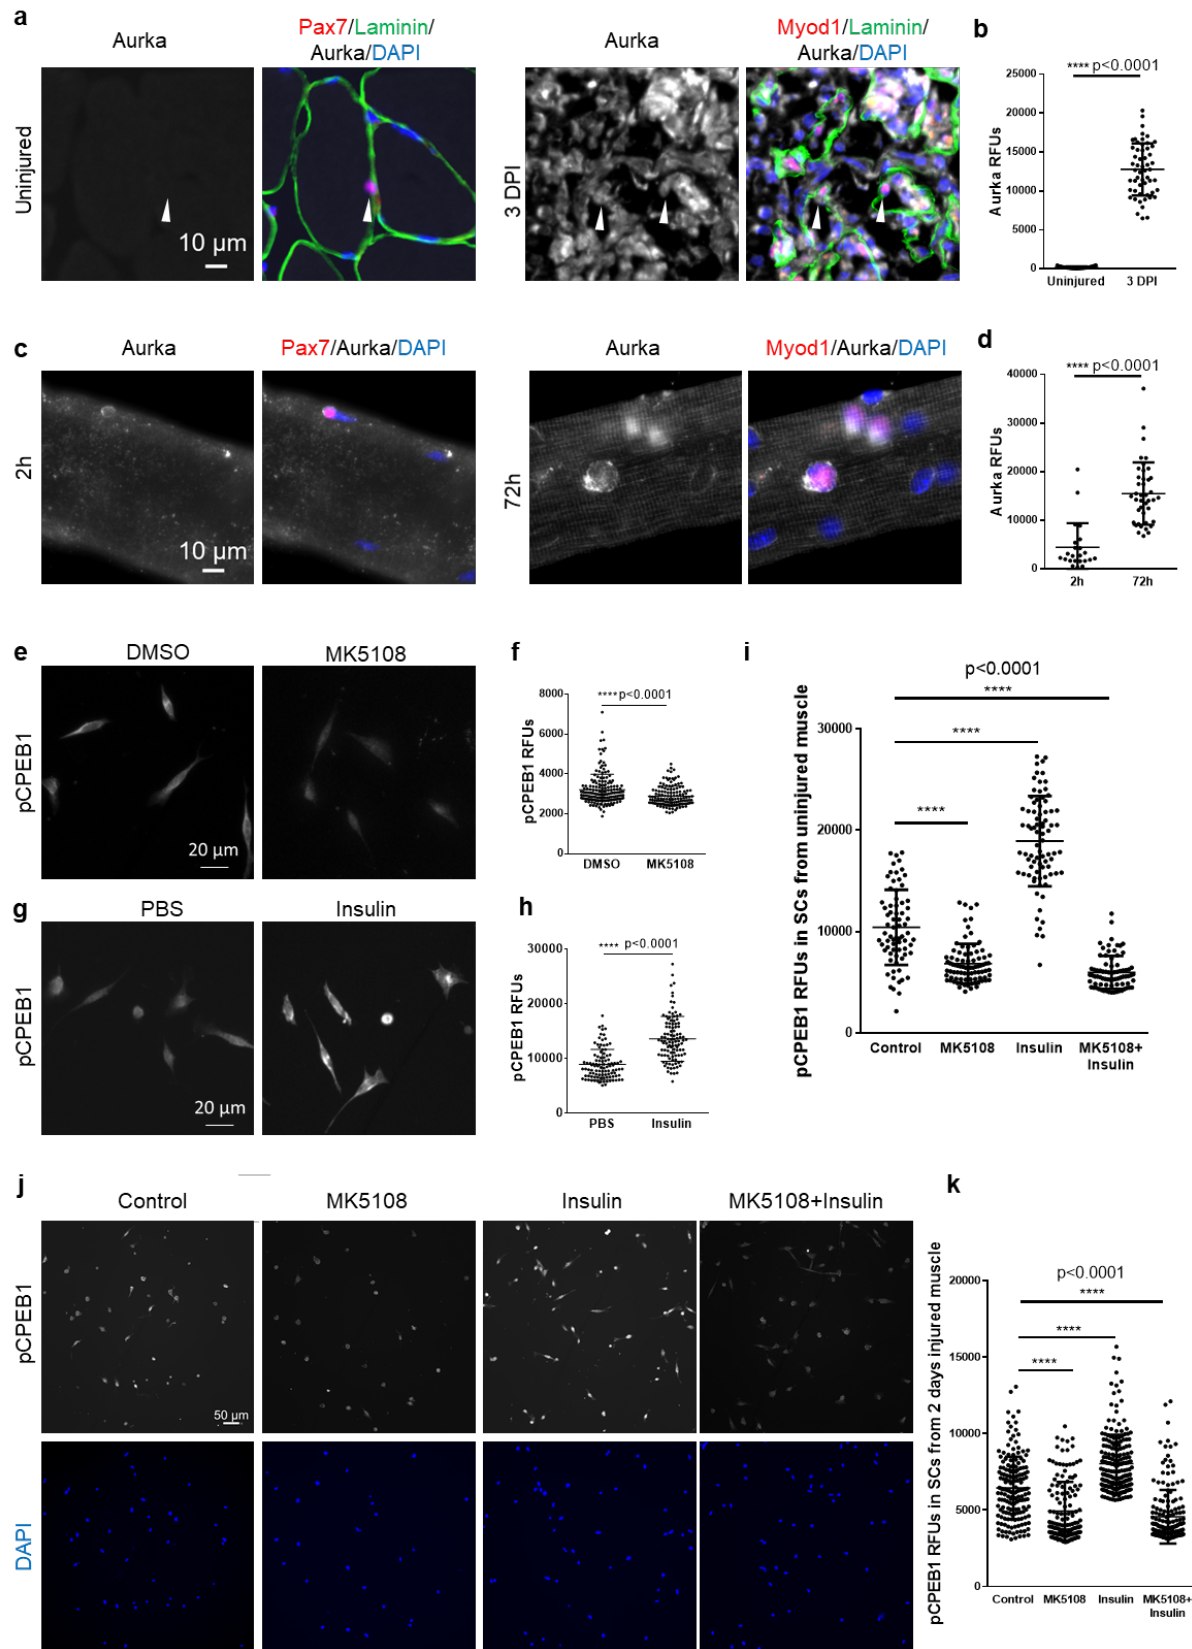

**Supplementary Fig. 12 (associated to Fig. 7). Aurka is upregulated during SC activation and regulates CPEB1 phosphorylation**

(a - d) Analysis of Aurora kinase A (Aurka) protein expression in SCs. (a) Uninjured and 3 DPI TA muscles were cryo-sectioned, followed by Aurka immunostaining on Pax7<sup>+</sup> or Myod1<sup>+</sup> SCs. Nuclei were stained with DAPI. (b) Quantification of Aurka protein levels in SCs after muscle injury. (n=3 independent experiments, the number of quantified SCs in uninjured muscle is 36, for 3 DPI muscle, 55). (c) Aurka immunostaining on freshly extracted (2h) and cultured fibers (72h). (d) Quantification of Aurka protein levels in SCs. (n=3 independent experiments, the number of quantified SCs in 2h fibers is 24, for 72h fibers, 41).

(e - h) Analysis of Phosphor-CPEB1 expression after Aurka inhibitor (MK5108) or activator (insulin) treatment. (e) After FACS-isolation, SCs were treated with MK5108 for 36 hours followed by immunostaining of pCPEB1 on SCs. (f) Quantification of pCPEB1 RFUs after MK5108 treatment. (n=3 independent experiments, the number of quantified SCs in control and MK5108 groups are 171 and 134 respectively). (g) After FACS-isolation, SCs were treated with insulin for 36 hours followed by pCPEB1 immunostaining on SCs. (h) Quantification of pCPEB1 RFUs after insulin treatment. (n=3 independent experiments, the number of quantified SCs in control and insulin groups are 103 and 106 respectively).

(i) Quantification of pCPEB1 RFUs in SCs as shown in Fig. 7a. (n=3 independent experiments. The number of quantified SCs of control, MK5108, Insulin and MK5108+Insulin groups are 72, 86, 81 and 78 respectively).

(j, k) TA muscles injured with BaCl<sub>2</sub> were injected with insulin and/or MK5108 two times following the injection scheme as shown in Fig. 7c. (j) 2 days after injury, TA muscles were harvested for isolation of ASCs, followed by pCPEB1 immunostaining. Nuclei were stained by DAPI. (k) Quantification of pCPEB1 RFUs in SCs. (n=3 independent experiments, the number of quantified SCs of control, MK5108, Insulin and MK5108+Insulin groups are 170, 144, 211 and 175 respectively).

Data are presented as mean  $\pm$  SD in b, d, f, h, i and k. The *p* values calculated by two-tailed unpaired t test were used for comparing two groups in b, d, f, h, i, k, ns not significant. Source data is provided as a Source Data file.

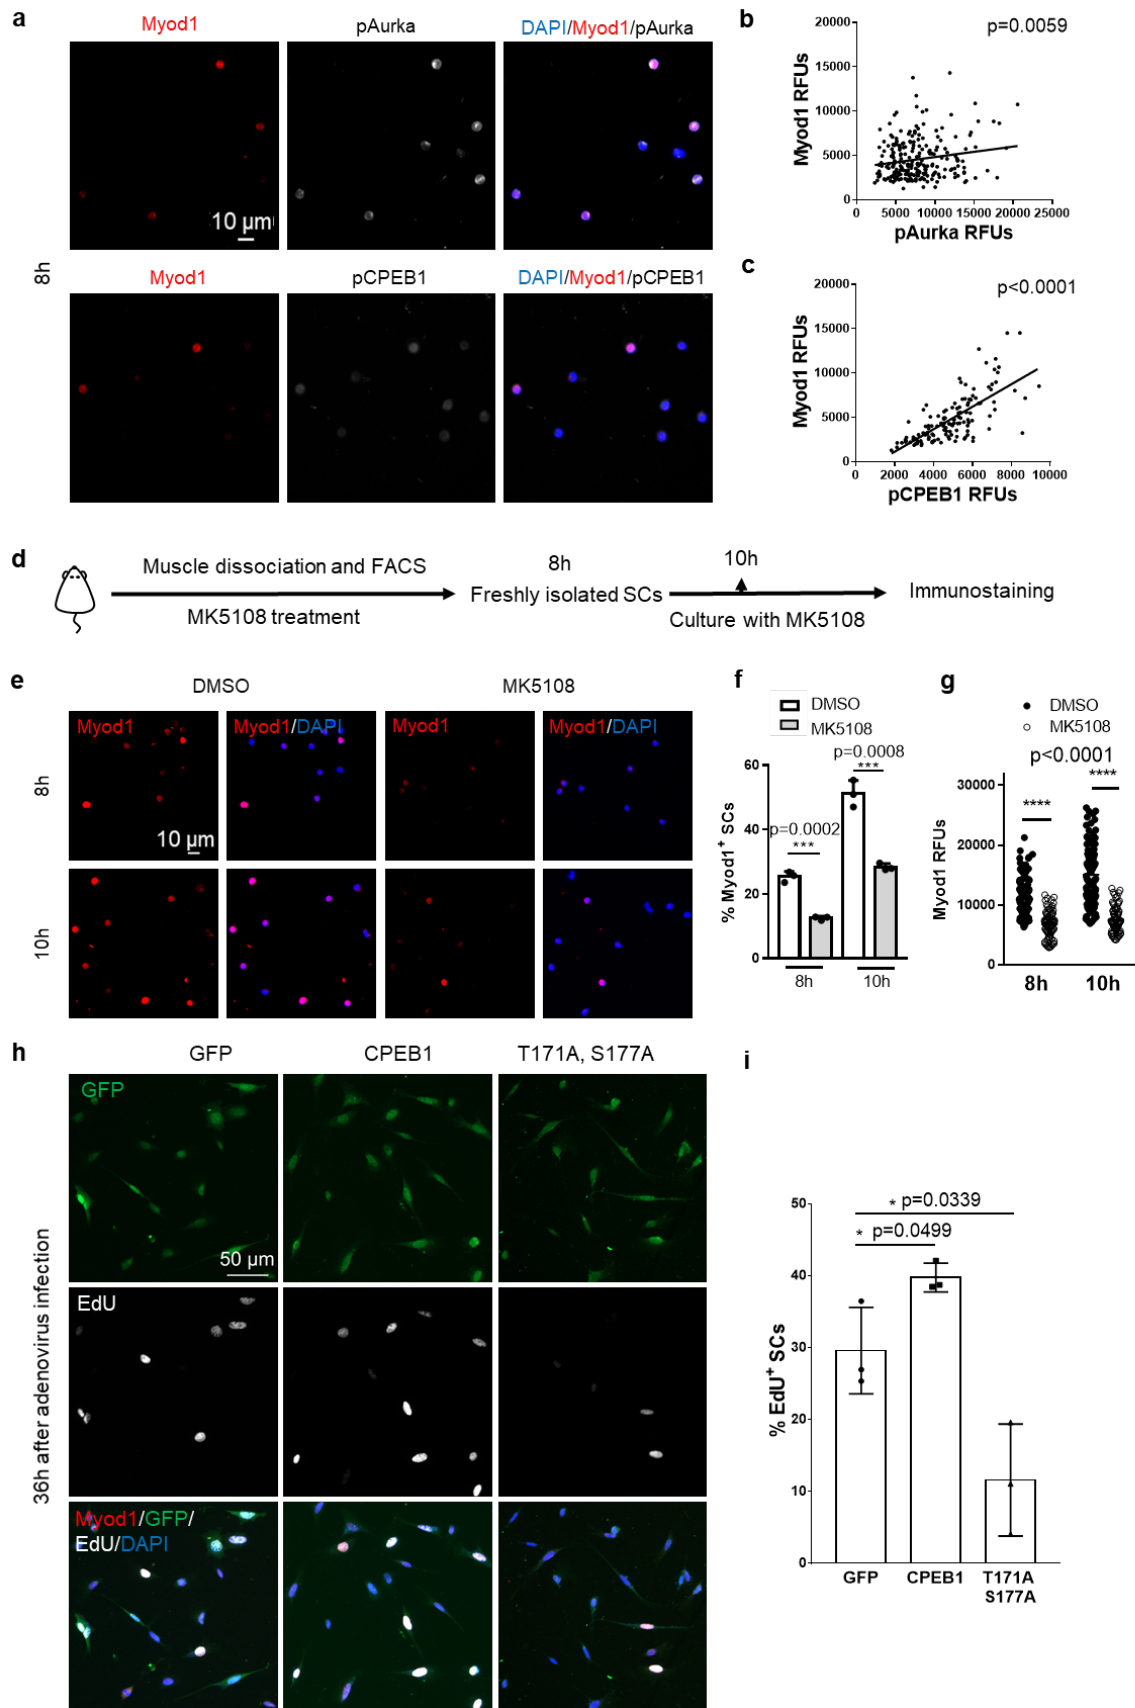

**Supplementary Fig. 13 (associated to Fig. 7). CPEB1 phosphorylation is required for SC activation**

(a - c) Correlation of Myod1 protein between pAurka or pCPEB1 in fiSCs. (a) After FACS-isolation, SCs were subjected to immunostaining for Myod1 and pAurka or pCPEB1. (b, c) Pearson correlation analysis between Myod1 protein RFUs and (b) pAurka RFUs or (c) pCPEB1 RFUs. (n=3 independent experiments, the number of quantified cells in (b) is 239, and in (c) is 128).

(d - g) Myod1 protein expression analysis in SCs after inhibiting CPEB1 phosphorylation. (d) Timeline of the MK5108 treatment for (e - g). (e) Hindlimb muscles were treated with MK5108 during FACS sample preparation and *in vitro* culture. SCs were subsequently harvested for Myod1 immunostaining. Nuclei were stained with DAPI. (f, g) Quantification of the percentage of (f) Myod1<sup>+</sup> SCs and (g) Myod1 protein RFUs in SCs after MK5108 treatment. (n=3 independent experiments, the number of quantified SCs in DMSO and MK5108 treatment groups at 8h are 107 and 119; at 10h are 114 and 84 respectively).

(h, i) EdU incorporation analysis on SCs after wild type or phosphor-mutant CPEB1 overexpression. (h) After FACS-isolation, SCs were infected with adenovirus expressing GFP, wild-type CPEB1, or mutant CPEB1 (T171A, S177A). Throughout the experiment, SCs were cultured with EdU. After culturing for 36 hours, SCs were harvested for EdU detection and immunostaining for Myod1. Nuclei were stained with DAPI. (i) Quantification of the percentage of EdU<sup>+</sup> SCs after indicated virus infection. (n=3 independent experiments).

In b and c, Pearson correlation analysis was performed. Data are presented as mean  $\pm$  SD in f, g and i. The *p* values calculated by two-tailed unpaired t test were used for comparing two groups in f, g and i. Source data is provided as a Source Data file.

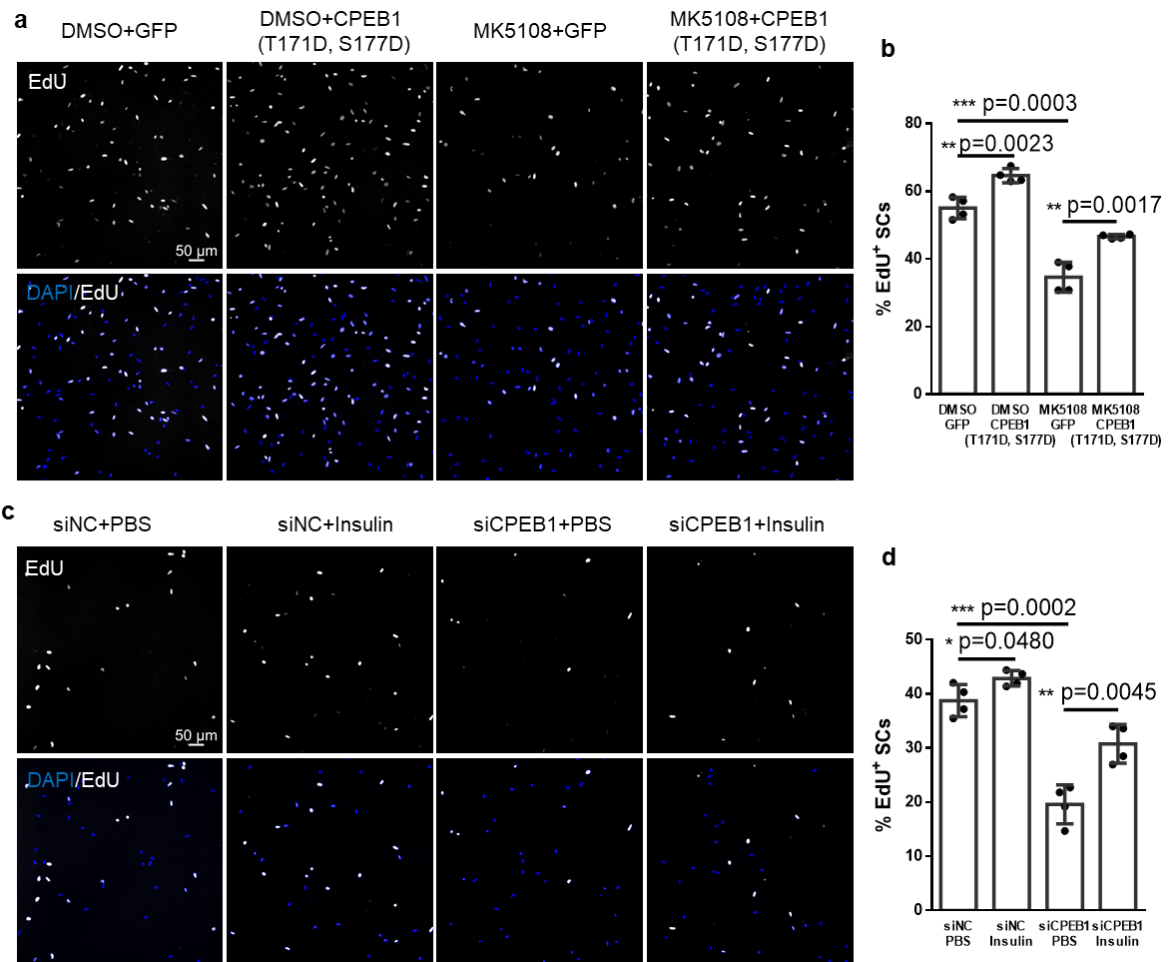

**Supplementary Fig. 14 (associated to Fig. 7). MK5108 or insulin regulates SC activation partially through the CPEB1 pathway**

(a, b) Analysis of EdU incorporation in SCs after CPEB1 (T171D, S177D) overexpression and MK5108 treatment. (a) fiSCs treated with DMSO or MK5108 were infected with adenovirus carrying GFP or CPEB1 (T171D, S177D). Meanwhile, EdU was added to the culture medium. SCs were harvested for EdU detection 36 hours after treatment. (b) Quantification of the percentage of EdU<sup>+</sup> SCs after indicated treatment. (n=4 independent experiments).

(c, d) Analysis of EdU incorporation in SCs after siCPEB1 transfection and insulin treatment. (c) fiSCs were transfected with siRNA targeting CPEB1 with the addition of insulin. Meanwhile, EdU was added to the culture medium. SCs were harvested for EdU detection 36 hours after treatment. (d) Quantification of the percentage of EdU<sup>+</sup> SCs after indicated treatment. (n=4 independent experiments).

Data are presented as mean  $\pm$  SD in b and d. The *p* values calculated by two-tailed unpaired *t* test were used for comparing two groups in b and d. Source data is provided as a Source Data file.

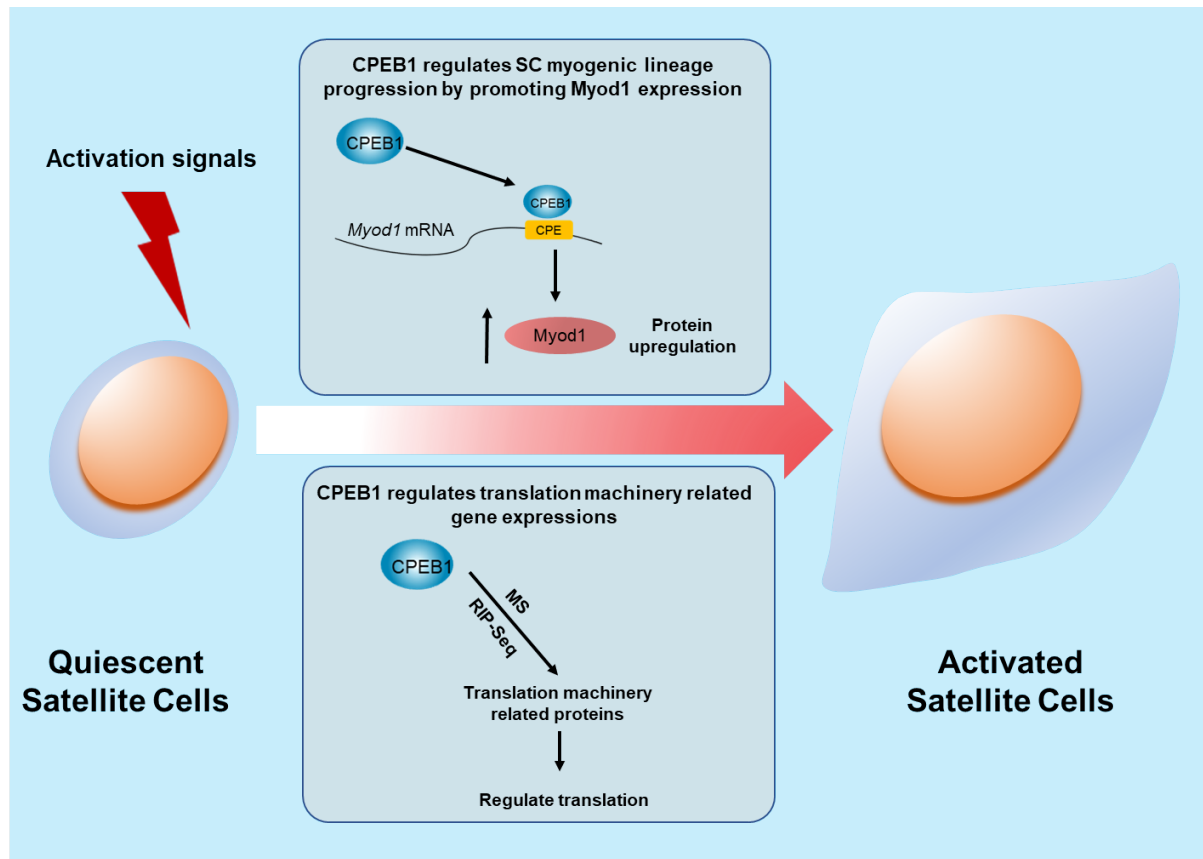

**Supplementary Fig. 15. Working model: CPEB1-mediated translation reprogramming directs SC activation**

# Supplementary material for: CPEB1 directs muscle stem cell activation by reprogramming the translational landscape
**Source:** Nat Commun. 2022 Feb 17;13:947. doi: 10.1038/s41467-022-28612-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Proteome analysis of QSC, fiSC, cASC, iASC.

File name: Supplementary Data 2

Description: Gene fold change of proteome and transcriptome.

File name: Supplementary Data 3

Description: CPEB1 RIP-Seq analysis.

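The RIP-seq table of Supplementary Data 3 gives, for each gene, the counts of the 2 CPEB1 IP and the 2 IgG libraries, the log2 fold change and p-values from DESeq2, the FPKM, and the FPKM with 1 added from which the ratio of each experiment is taken. The first 1999 of its 18800 rows were held. In all 1999 the 4 counts are the same as in the deposited count table. The log2 fold changes of CPEB1 IP over IgG computed with DESeq2 from the deposited counts differ from the paper's log2 fold changes in these rows by at most 2.86e-05.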

File name: Supplementary Data 4

Description: siNC and siCPEB1 proteome analysis.

File name: Supplementary Data 5

Description: CPEB1 or CPEB1 (T171A, S177A) interacting proteome analysis.

# Supplementary material for: CPEB1 directs muscle stem cell activation by reprogramming the translational landscape
**Source:** Nat Commun. 2022 Feb 17;13:947. doi: 10.1038/s41467-022-28612-1
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used

Data analysis GraphPad 7, Biovinci 1.1.5, g:Profiler, HISAT 2.1.0, Samtools-1.9, Featurecounts-1.5.1, PEAKS (Version X+), DEseq2-1.30.1, EXCEL (Version 2110), Zeiss ZEN Lite 2.5

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that data supporting the findings of this study are available within the paper and its Supplementary Information files. Figures 2,5,6,7 and Supplementary Figures 3,4,5,8,9,10,12,13,14 have associated raw data provided in Supplementary Data 1-5. CPEB1 RIP-seq data have been deposited into the NCBI Gene Expression Omnibus database and is accessible with the accession number GSE148912. Proteomics data generated here has been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifiers PXD018865, PXD020822 and PXD023656. The database for searching the proteomic data is Uniprot. The protein length data was downloaded from the Uniprot. The functional enrichment analysis was performed by g: profiler or Reactome website by referring to the KEGG gene sets or REACTOME gene sets. These data can be shared when the paper is published.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | At least three biological replicates per group (detailed n is indicated in the figure or figure legends) were collected to perform statistical testing. For RNA-seq and mass spectrometry, two biological replicates per group were used. Two biological replicates for these experiments are sufficient based on the previous studies. Sample size of each group of mice was determined to be adequate based on the magnitude and consistency of measurable differences between groups. |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | All experimental data was repeated in multiple biological independent experiments as indicated in the legend, method and source data.                                                                                                                                                                                                                                                                                                                                                    |
| Randomization   | For the animal experiments, we used the the same age and sex of mice from the same litter whenever possible. For cell experiments, we randomly counted multiple fields or cells per group for calculation.                                                                                                                                                                                                                                                                               |
| Blinding        | For immunofluorescence data collection , we performed the experiments in a blinded way. We randomly imaged and counted multiple fields per sample and calculated the number of positively stained cells per field. For immunofluorescence intensity quantification, we were blinded to cell allocation during data analysis. For RNA analyses using qRT-PCR and Protein analyses using Western blotting were not performed blind to load samples by order.                               |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description                 | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample                   | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy                 | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection                   | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale          | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions                   | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility                   | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization                     | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |
| Blinding                          | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                                                                                                                                                                           |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No                                                                                                                                                                                                                                                                                                                                                                                                |

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                |
|------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).                                                                                                                                                                                                                      |
| Location               | State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).                                                                                                                                                                                         |
| Access & import/export | Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information). |
| Disturbance            | Describe any disturbance caused by the study and how it was minimized.                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The antibodies used in this study were Myod1 (Dako, Clone 5.8A, 1:500), Ki67 (Abcam, ab16667, 1:100), Pax7 (DSHB, 1:50), Laminin (Abcam, ab11576, 1:1,000), Syn4 (Kind gift from Prof. Dawn Cornelison, 1:500), CPEB1 (Abcam, Ab73287, 1:500), pCPEB1 (China-peptides, 1:200), Aurka (Proteintech Group, 10297-1-AP, 1:200), pAurka (Thermo-Scientific, 44-1210G, 1:500), GFP (Invitrogen, A11122, 10 µg for immunoprecipitation) and Alexa Fluor 488, 594, 647 donkey anti-mouse, anti-rabbit, anti-rat (Invitrogen, A2102, A2103, A31571, A21206, A21207, A31573, 1:1,000), Anti-mouse Fab (1:50, Jackson ImmunoResearch, lot:153348), Myogenin (BD, 1:500, cat: 556358, Clone: F5D). |
| Validation      | CPEB1 and pCPEB1 antibodies were validated for immunostaining and western blot in this manuscripts (Suppl. Fig. 2 and Suppl. Fig 9). CPEB1 antibody was validated for immunoprecipitation in this manuscript. All other antibodies are commercially available and the applications have been tested by the manufacturer.                                                                                                                                                                                                                                                                                                                                                                |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                   |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Mouse C2C12 myoblast cells (CRL-1772) and Human 293T (CRL-3216) cells were obtained from American Type Culture Collection (ATCC). |
| Authentication                                                    | Cell lines were procured from commercial source and therefore, not authenticated.                                                 |
| Mycoplasma contamination                                          | These cell lines were negative for mycoplasma contamination.                                                                      |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No misidentified cell line was used in this study.                                                                                |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition                                                                                                                             | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                                                                                                | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 and Pax7-nGFP (gifts from by Prof. Shahragim Tajbakhsh (Institut Pasteur)) mice were maintained by the Laboratory Animal Facility at the Hong Kong University of Science and Technology (HKUST). The Male, 8-12 weeks old C57BL/6 and Pax7-nGFP mice were used for experiments. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                 |
| Field-collected samples | The study did no involve the samples collected from field.                                                                                                                                                                                                                              |
| Ethics oversight        | Mouse experiments were performed in accordance with the criteria of the Special Health Services, Department of Health, HKSAR Government.                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

## Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

## Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

## Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

## Files in database submission

Provide a list of all files available in the database submission.

Genome browser session  
(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

|                         |                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | <i>Describe the experimental replicates, specifying number, type and replicate agreement.</i>                                                                                      |
| Sequencing depth        | <i>Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.</i> |
| Antibodies              | <i>Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.</i>                                |
| Peak calling parameters | <i>Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.</i>                                   |
| Data quality            | <i>Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.</i>                                        |
| Software                | <i>Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.</i>        |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                |                                                                                                                                                                                                                                                       |
|------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                             | <i>Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.</i>                                                                                                                            |
| Instrument                                                                                                                                     | <i>Identify the instrument used for data collection, specifying make and model number.</i>                                                                                                                                                            |
| Software                                                                                                                                       | <i>Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.</i>                                                                     |
| Cell population abundance                                                                                                                      | <i>Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.</i>                                                                                  |
| Gating strategy                                                                                                                                | <i>Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.</i> |
| <input type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                       |

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | <i>Indicate task or resting state; event-related or block design.</i>                                                                                                                                                                                             |
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

## Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

## Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                         |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                                                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| Correction                                                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                                  |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involvement in the study                                                                                                                                                                                                         |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                                |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                          |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                            |
| Functional and/or effective connectivity      | <i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i>                                                                                         |
| Graph analysis                                | <i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</i> |
| Multivariate modeling and predictive analysis | <i>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</i>                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

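RIP-seq of freshly isolated SCs from mice aged 3 months gave 6 libraries: 2 from the CPEB1 immunoprecipitation (CPEB1 IP), 2 from an IgG control immunoprecipitation and 2 from input RNA. Groups were taken from the sample labels, and every sample column was used. The authors made the raw counts by mapping reads to mm10 with HISAT and counting them on genes with featureCounts, and deposited one column of counts for each library without normalization. The deposited gene length is the summed exon length in bases from the same counting step by the authors. The authors computed the deposited FPKM from the count, the gene length and a library total that exceeds the counts on genes. The paper's text does not name the annotation release, the strand setting or the treatment of reads that map to several places. Counts on genes lay between 1284716 and 4941653 for each library, the lowest in IgG and the highest in CPEB1 IP.

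Raw counts were analysed in R 4.3.3 with edgeR 4.0.16: genes with low counts were removed with filterByExpr, library sizes were normalized by TMM, and 2 groups at a time were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. The test covered 12124 genes for CPEB1 IP against IgG, 12171 for CPEB1 IP against input and 12980 for IgG against input. The standard error given beside a log2 fold change is its size divided by the square root of the F statistic. CPM values of single genes are TMM-normalized, and those summed over receptor genes are counts scaled to the counts on genes of the library. DESeq2 1.42.0 was the other count test, and camera and fry came from limma 3.58.1. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Tested on simulated counts with 200 genes changed by a log2 fold change of 2, the procedure recovered 180 (90% of them) with 7 unchanged genes called for CPEB1 IP against IgG, and 187 (93.5%) with 1 unchanged gene called for CPEB1 IP against input. The CPEB1-associated genes had a median log2 fold change of 0.60 over IgG, and recovery at such smaller sizes was not simulated. Nor was the FPKM ratio.

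CPEB1-associated genes had a ratio of FPKM plus 1 in CPEB1 IP over IgG above 2 in each of the 2 experiments, as in the paper's methods and Supplementary Data 3, and an adjusted p under 0.05 as higher in CPEB1 IP. With a library left out, the ratio was required only in the experiment that kept both libraries. The paper's text does not define its IgG-associated genes, and a ratio under 0.5 in each experiment was used. The paper's methods pair the CPEB1 IP and IgG samples of each experiment. In the counts, the deviations of paired libraries from their group means had a correlation of -0.0107 across 14276 genes for CPEB1 IP and IgG, -0.0206 for CPEB1 IP and input, and 0.0324 for IgG and input. The main count test has no term for the experiment, and a fit with the replicate number as a block was an alternative. With 2 libraries for each group, precision rests on the spread shared across genes, and no result compares groups of 3 or more samples.

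Genes were placed on mm10 with GENCODE M21, which is on the same assembly. Of the 55376 genes in the tables, 54510 were matched by symbol and 784 by position, 82 were not matched, and 55027 had the same start and end in both. A 3′ UTR was annotated for 20993 genes. CPEs were searched as 9 motifs, 2 of them called canonical here (TTTTAT and TTTTAAT). Shares have exact Clopper-Pearson intervals at 95%, which cover counting error only. Shares were compared by Fisher's exact test, two-sided. Enrichment was tested for 12 gene families defined by gene symbol, with the 10993 tested genes of mean FPKM over 0.5 in the CPEB1 IP and IgG libraries as background, since these could meet both criteria.

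The genes named are those the paper names for the RIP-seq results, Cpeb1, the muscle factors Pax3, Pax7, Six4, Myf5, Myf6 and Myog, and the 5 CPEB1-associated and 5 IgG-associated genes with the largest log2 fold change in size among those with an adjusted p under 0.05 and a mean FPKM over 1. This rule, the count tests, Fisher's exact tests and most alternatives were set before the data were examined. The alternatives were DESeq2, DESeq2 size factors in edgeR (RLE), no filter on low counts, the replicate block, all 6 libraries in 1 fit, pseudocounts of 0.1 and 5, crossed pairs, other fold change criteria, protein-coding genes only, other CPE rules, other set tests, and leaving out each library in turn. Added after the data were examined were the counts over fewer genes (those with an adjusted p from DESeq2, or with a total count of at least 5, 8, 10, 12, 15 or 20), the families in the set found with TMM library sizes, and the families and CPE shares with each library left out. Most tests of explanations were also chosen after the results were seen, namely those of genomic DNA, an even background of reads, comparisons with no shared library, log2 fold changes by CPE content, library totals, and random sets matched on abundance or 3′ UTR length. Random sets matched on abundance or 3′ UTR length were drawn 10000 times, and labels were permuted 1000 times. Proteomic, imaging, luciferase and qPCR results of the paper were not analysed here, and not every gene shown in its figures is reported. No overlap with a supplementary list was tested, since the lists were held in part.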

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

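The test for genomic DNA, the comparison of CPEB1 IP with input split by replicate and the sets matched on abundance were chosen only after the results were seen. The share of CPEB1-associated genes above input was a test set before that.

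The paper's text reports no comparison with the input libraries. In them, 634 genes were higher in CPEB1 IP than in both IgG and input by edgeR's quasi-likelihood test, while 285 were higher than in IgG and lower than in input. Of the 1464 CPEB1-associated genes, 65.0% had a log2 fold change over input above 0, against 49.8% of all tested genes, with 536 higher and 235 lower by the test and a median of 0.23. If the difference between CPEB1 IP and IgG came from the IgG libraries alone, no excess over input would be seen beyond that of other genes of like abundance. The CPEB1 IP libraries enter both comparisons, so chance in them would raise both. When the set was found with CPEB1 IP replicate 1 and compared with input in replicate 2, the share was 65.0% of 1017 genes (49.4% of all tested genes), and with the replicates exchanged it was 60.5% of 1278 genes (47.0%). Abundance raises the share, since random sets of other background genes matched on input FPKM had 51.8% to 56.8% above 0 (central 95%). The matched ranges for the split comparisons were 51.6% to 57.6% and 51.5% to 57.0%, so all 3 shares lie above them. These values argue against abundance in input as the whole source. The prediction for the IgG libraries is not strict, since the random sets were matched on input only. The ratio with a pseudocount and the count test both favour genes with more CPEB1 IP reads, which would raise the share too. The IgG libraries as the whole source are therefore not excluded. The number of genes higher than input itself depends on single libraries, as it fell from 2069 to 957 without CPEB1 IP replicate 2. Binding by CPEB1 and binding of the same RNAs to beads or to any antibody both stay open, and no biological explanation was tested, since all libraries are of the same cells.

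Counts on olfactory and vomeronasal receptor genes, which the paper does not discuss, were 3198 and 3295 CPM in the IgG libraries, above the 564 and 526 CPM in CPEB1 IP and the 51.1 and 51.0 CPM in input. Of 1434 such genes, 1081 and 1088 had a count in IgG, 701 and 882 in CPEB1 IP, and 49 and 49 in input. A candidate explanation is reads from genomic DNA, which fall evenly on all genes. Scaled from the receptor genes to the annotated chromosomes, such reads would amount to 1.07 and 1.08 times the reads of the FPKM total that are not on genes in the IgG libraries, to 0.669 and 0.612 times in CPEB1 IP, and to 0.0641 and 0.103 times in input. In IgG they would make up 7.89% and 8.12% of the counts on genes. The number of genes with a count was highest in IgG at 32381 and 32328 although these libraries are the smallest, so library size argues the other way. Reads from unspliced RNA or errors in mapping were not tested against this, and no biological explanation was tested.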

How the results depend on the processing

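The alternatives added after the data were examined are the counts over fewer genes, the families in the set found with TMM library sizes, and the families and CPE shares with each library left out. The rest were set before. Unless a cause is given, the cause was not tested. Where a library was left out, the lone sample of a group was assumed to vary like the other groups. A CPEB1-associated gene then needed the FPKM ratio only in the experiment that kept both libraries. Changes in this set, its CPE share and its families therefore mix the looser criterion with the missing library.

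The number of CPEB1-associated genes, 1464, stayed within 1.5 times under DESeq2, RLE size factors, no filter, all 6 libraries, a pseudocount of 0.1, crossed pairs and protein-coding genes only, between 1432 and 1690 genes, and it lay between 1017 and 1749 with each library left out. With the replicate number as a block in place of no pairing it was 1435. It was 673 with a pseudocount of 5, 167 with an edgeR log2 fold change over 1 in place of the FPKM ratio, and 56 with TMM library sizes in the ratio. From a single experiment by the FPKM ratio alone it was 3369 and 3789, since neither the other experiment nor a test limits it.

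The FPKM ratio was over 2 in both experiments for 1854 genes. The number was 3421 with a pseudocount of 0.1, 688 with 5, 172 with TMM library sizes, 3369 to 3789 from a single experiment, and 1901 with crossed pairs. Counting fewer genes gave 1777 among those with an adjusted p from DESeq2, and 1804 to 1770 with minimum total counts of 5 to 20. The number of IgG-associated genes was less stable. It was 418, and 4841 with a pseudocount of 0.1, 16 with 5, 416 with crossed pairs, 2542 with TMM library sizes and 2224 to 2577 from a single experiment. Among genes with an adjusted p from DESeq2 it was 92. With a total count of at least 5, 8, 10, 12, 15 and 20 it was 183, 97, 76, 55, 39 and 24. Low counts are the reason by construction, since a stricter minimum removes genes from the same list.

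By the count test, 1779 genes were higher in CPEB1 IP than IgG and 2265 were higher in IgG. No filter on low counts gave 3513 and 2336, and DESeq2 gave 2619 and 984. The share of calls that were higher in CPEB1 IP was 44.0%, 60.1% with no filter and 72.7% by DESeq2. The first lay between 1054 and 1783 and the other between 677 and 1750 with each library left out, both lowest without CPEB1 IP replicate 2. Against input, 2069 genes were higher and 1921 lower in CPEB1 IP, 1222 and 1181 by DESeq2. These lay between 957 and 2646 and between 1064 and 2347 with each library left out. RLE size factors, the replicate block and all 6 libraries kept each of these 4 counts within 1.5 times.

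The share of CPEB1-associated genes with a CPE was 65.9%, beside 66.0% in the background. It was 56.8% with the canonical motifs only (background 59.1%), 64.9% with the longest 3′ UTR only (background 64.9%, odds ratio 1.00), and 66.9% with only genes that have an annotated 3′ UTR (background 73.5%, below it with p = 2.20e-09 by Fisher's exact test). With each library left out it lay between 66.2% and 70.4%, above the background in each case, and past 0.05 without CPEB1 IP replicate 2 and without IgG replicate 2. The share among IgG-associated genes was 0.957%, 33.3% with only genes that have an annotated 3′ UTR and 3.26% with only genes that have an adjusted p from DESeq2. It was 1.53% to 1.71% from a single experiment.

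Oxidative phosphorylation, the citrate cycle, the proteasome, ribosome biogenesis and Eif stayed enriched under the other background, the set by DESeq2, camera, fry and each library left out. In the set of 56 genes found with TMM library sizes the odds ratio was 0 for oxidative phosphorylation, the proteasome, ribosome biogenesis, Snrp, cytosolic ribosomal proteins and Zfp, 7.63 for the citrate cycle and 3.81 for Eif, none past 0.05, and so small a set allows few calls. With each library left out, the odds ratio lay between 0.482 and 4.35 for Snrp, 0 and 1.09 for Dhx, 0.0683 and 0.528 for cytosolic ribosomal proteins, and 0.401 and 1.50 for mitochondrial ribosomal proteins. The set tests on all genes put Rbm in the other direction without a call (adjusted p = 0.324 by camera, 0.121 by fry). Cytosolic ribosomal proteins, depleted from the set, were not lower by camera (adjusted p = 0.459) or fry (adjusted p = 0.439), while Zfp genes were not lower by camera (adjusted p = 0.148) and were lower by fry (adjusted p = 0.0181). Mitochondrial ribosomal proteins were higher by camera (adjusted p = 0.00225) and fry (adjusted p = 0.0181), and mitochondrially encoded genes were lower by camera (adjusted p = 3.38e-05) and not past 0.05 by fry (adjusted p = 0.0956).

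For the named genes, 270 of the values of CPEB1 IP over IgG under an alternative kept direction and call, 18 lost the call, 5 gained it and 12 reversed. Over input these numbers were 255, 10, 5 and 9. All reversals were in genes without a call in the full data. DESeq2 and no filter raised the log2 fold changes over IgG of the named genes almost alike (edgeR's less DESeq2's was -0.33 to -0.27 in the 11 genes of the held supplement), so the 3 reversals and 2 gained calls under each of them follow this common offset and tell little about single genes. Over IgG, DESeq2 gave 0.0267 for Eif4a2, 0.0652 for Six4 and 0.24 for Myf5, and no filter gave 0.14, 0.17 and 0.34 for the same genes, the last past the threshold. All 6 libraries gave 0.0246 for Myf5. With each library left out, the log2 fold change lay between -0.0558 and 0.32 for Pax3, -0.0322 and 0.17 for Pax7, -0.38 and 0.0187 for Six4, and -0.19 and 0.15 for Myf5. Over input, Ndufa11 was -0.0131 by DESeq2, -0.0113 with no filter and -0.0358 with all 6 libraries, and Six4 was -0.0172 with all 6 libraries. With each library left out, Ndufa11 lay between -0.0929 and 0.0952, Six4 between -0.20 and 0.24, and Myf5 between -0.55 and 0.16. Of the calls, that of Myod1 over IgG was lost under the replicate block and without either IgG library. Snord92 has no value without IgG replicate 2, where it was removed as a gene with low counts.

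Depth limits what edgeR could test, as Myog and Myf6 had too few counts over IgG and of the 418 IgG-associated genes 24 had enough. DESeq2 gave an adjusted p for Myog and for 92 of the 418 genes, but not for Myf6.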

Differences from the paper's values

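The number of IgG-associated genes was 418, and the paper's value is about 88 genes in Fig. 3b, read by eye. None of the alternatives set before the data were examined came within 1.5 times of it: pseudocounts of 0.1 and 5, crossed pairs, TMM library sizes and a single experiment all differed. Counting only genes with an adjusted p from DESeq2 gave 92, and only genes with a total count of at least 8 or 10 gave 97 and 76. These 3 settings, and the minimums of 5, 12, 15 and 20 that did not come as close, were chosen after seeing the values.

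The share of IgG-associated genes with a CPE was 0.957%, and the paper's value is about 6% in Fig. 3d, read by eye. The canonical motifs only, the longest 3′ UTR only and only genes with an annotated 3′ UTR, which were set before the data were examined, all differed. A value was taken to differ when it was over 1.5 times away. A single experiment differed too, and so did only genes with an adjusted p from DESeq2, at 3.26% of 92 genes, but the 95% interval of that share is 0.678% to 9.23% and includes the paper's value. Both were chosen after seeing the values.

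The paper's log2 fold changes of CPEB1 IP over IgG in Supplementary Data 3, of which the first 1999 of 18800 rows were held, were larger than those by edgeR, whose difference from them had a median of -0.28 over 11 named genes. For 8 of them the difference exceeded the standard error of edgeR's value. The value was 0.51 for Ndufa11 and the paper's is 0.80. For Mdh1 it was 0.95 and the paper's is 1.23. For Sdha it was 0.86 and the paper's is 1.15. For Eif4a1 it was 0.70 and the paper's is 0.99. For Eif5b it was 0.54 and the paper's is 0.83. For Cpeb1 it was 1.09 and the paper's is 1.37. For Eif4a3 it was 2.25 and the paper's is 2.53. For Phyh it was 2.25 and the paper's is 2.53. With DESeq2, which the paper's methods name, none of the 8 differed. With no filter on low counts Ndufa11, Mdh1, Sdha, Cpeb1 and Phyh did not differ, and with all 6 libraries Phyh did not. Leaving out a library, Eif5b did not differ without IgG replicate 2, Mdh1 and Phyh without CPEB1 IP replicate 1 or IgG replicate 2, and Ndufa11 without CPEB1 IP replicate 2. RLE size factors and the replicate block left all 8 different. All these alternatives were set before the data were examined.

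The paper names Ndufa11 and Imp3 among the CPEB1 targets. By edgeR their adjusted p was 0.0605 and 0.103, not past the threshold, while both were called by DESeq2 (0.0216 and 0.0301) and by edgeR with no filter on low counts (0.00424 and 0.00392), over a range of 0.00424 to 0.286 for Ndufa11 and 0.00392 to 0.673 for Imp3. The other 8 of the 10 genes the paper names for energy metabolism and ribosome biogenesis were called.

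The paper names the Dhx, Rbm and Snrp families as bound. The set held 1 of 16, 3 of 38 and 4 of 12 of their genes, and none of the 3 families was enriched over the background (adjusted p = 0.712, 0.544 and 0.0963 by Fisher's exact test). The paper reports enrichment for the spliceosome and not for these families as such, and a spliceosome gene set was not tested here. Without IgG replicate 2, an alternative chosen after seeing the values, Snrp was enriched (adjusted p = 0.0281).

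The paper describes both CPEs of the Myod1 3′ UTR as canonical. By the list used here, 1 of the 2 sites is TTTTAT and the other, TTTTCAT, is not a canonical form.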

Other observations

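The tests set before the data were examined are those of the share of genes with a CPE against any expressed gene, the missing 3′ UTRs, gene length and the pseudocount. The others in this part were chosen only after the results were seen, and so was the stricter reading of the pseudocount test.

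The share of genes with a CPE did not set the CPEB1-associated genes apart from other expressed genes in the full data (65.9% against 66.1%, Fisher's exact test, p = 0.929), so the share may be that of any expressed gene. In the sets found with a library left out, which needed the ratio in a single experiment only, the share could be higher. It was 70.4% without CPEB1 IP replicate 2, above the background. Over all alternatives, combinations of them and the set by DESeq2 included, p of Fisher's exact test ranged from 7.83e-13 to 1. The lowest p was for a lower share, 57.6% against 67.2% in the rest of the background. This was the set by DESeq2 with canonical motifs and annotated 3′ UTRs only. Genes with a CPE have longer 3′ UTRs to hold one, and the CPEB1-associated genes have shorter ones, with a median of 926 nt against 1214 nt. In 10000 random sets of background genes matched on 3′ UTR length the central 95% lay between 67.1% and 70.8%, and the 66.9% found among the 1442 genes with an annotated 3′ UTR is just below it, so length does not account for the whole of the low share in that count.

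Taken gene by gene within deciles of 3′ UTR length, genes with a CPE did not have a higher log2 fold change of CPEB1 IP over IgG than genes without (difference of medians 0.00218, one-sided permutation test, p = 0.506). Over input the difference was 0.0742 (permutation test, p = 0.0150). The same difference was present in IgG over input, at 0.115 (permutation test, p = 0.00599), so the excess of genes with a CPE over input may come from a step that both immunoprecipitations share. Binding by CPEB1 in the CPEB1 IP libraries beyond that is not excluded by these values.

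The small share of IgG-associated genes with a CPE may follow mostly from the kind of gene. Of the 418 genes, 12 have an annotated 3′ UTR, 4.55% are protein-coding, and their median FPKM in input is 0. Among the 12, the share was 33.3% (9.92% to 65.1%), still below the 73.5% of the background, which argues against the missing 3′ UTRs as the whole cause. Their 3′ UTRs are short, with a median of 131 nt. In draws of background genes of like 3′ UTR length the central 95% lay between 8.33% and 50%, which includes 33.3%. No biological explanation was tested. The IgG-associated genes with the largest log2 fold changes were Gm43290 (-3.63), Gm43593 (-3.40), Gm37879 (-3.27), Gm43149 (-3.24) and Snord92 (-3.08), each of which overlaps another gene, in order Smim14, Evi5, Tcf12, Hipk1 and Wdr43. These rest on few counts, 1 to 8 in each CPEB1 IP library. Of the 5, only Gm37879 kept its call under every alternative (largest adjusted p = 0.00149). Without CPEB1 IP replicate 2 the call was lost for Gm43290 (adjusted p = 0.157), Gm43593 (adjusted p = 0.0712), Gm43149 (adjusted p = 0.107) and Snord92 (adjusted p = 0.218), and without replicate 1 for Gm43149 (adjusted p = 0.136) and Snord92 (adjusted p = 0.158).

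The number of CPEB1-associated genes rests on the library total that divides the FPKM. With TMM library sizes 56 of the 1464 genes were left, although 1779 genes were higher in CPEB1 IP by the count test. The total holds reads that are not on genes, which make up most of it in the IgG libraries, where 39.5% and 39.1% is on genes. A candidate explanation for the ratio over 2 in many genes is this difference in the total, and which scale is right depends on whether the immunoprecipitations recovered like amounts of RNA, which was not measured in these data.

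Longer genes had lower log2 fold changes of CPEB1 IP over IgG, with Spearman's rho of -0.278 across tested genes, which are not independent replicates. This is short of the size of 0.3 set before the data were examined for a length bias. The log2 ratio rose with abundance in input, with rho of 0.539 across genes. An even background of reads, set by the receptor genes and taken off each library, lowered rho to 0.329, which argues against such a background as the whole cause and leaves it possible for a part.

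CPEB1-associated genes are concentrated among abundant genes, with 3.62% of them below the median input FPKM of tested genes. A pseudocount of 0.1 in place of 1 raised this share 1.76 times, to 6.36%. The rise is over the 1.5 times set before the data were examined as a sign of the pseudocount, but most genes stayed above the median, so the pseudocount may account for a small part of the pattern and not for the whole.

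The log2 fold changes of CPEB1 IP over IgG and over input had Pearson's r of 0.135 across 11158 genes. With a different CPEB1 IP library in each comparison, so that none was shared, r was 0.0691 and 0.0695. In 20 simulations with the libraries shared and no gene changed, r was 0.415 to 0.453, above the 0.135 found. Noise alone is no strict measure for data with many changed genes, so these splits replaced the simulations after the values were seen. The shared libraries may account for at least part of a correlation that is weak in any case. Among CPEB1-associated genes the excess over input remained with no library shared, at 65.0% against 49.4% and 60.5% against 47.0% above 0. The log2 fold changes of CPEB1 IP and of IgG over input had r of 0.730 across 11653 genes, above the 0.439 to 0.463 of the simulations. With a different input library in each comparison r was 0.539 and 0.712, which argues against the shared input libraries as the whole cause. Both immunoprecipitations therefore depart from input in a like way, and library preparation, binding to beads and binding to any antibody may each contribute. These were not tested apart. By edgeR, 2772 genes were higher in IgG than input and 2515 lower.

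Of the 5 families enriched among CPEB1-associated genes, 3 lay above the central 95% of random sets matched on abundance in input, which argues against abundance as the whole cause for the citrate cycle, ribosome biogenesis and Eif. Against input these 3 differ: 25 ribosome biogenesis factors were higher in CPEB1 IP and 1 lower, and 27 Eif genes higher and 1 lower, but 2 citrate cycle enzymes higher and 13 lower (median log2 fold change -0.41). For the shares of oxidative phosphorylation and the proteasome in the set abundance may suffice. Against input 18 proteasome subunits were higher in CPEB1 IP and 0 lower, while 12 oxidative phosphorylation subunits were higher and 10 lower. Abundance was not matched in these counts, so they do not decide the point. Cytosolic ribosomal proteins are more abundant still, with a median input FPKM of 94.8, yet 2 of 78 were in the set (odds ratio 0.170, Fisher's exact test, adjusted p = 0.00375), namely Rpl3 and Rpl5, which are named after their values were seen. Matched random sets gave 41.0% to 61.5%, against the 2.56% found. Without CPEB1 IP replicate 2 the depletion was not past 0.05 (odds ratio 0.528, Fisher's exact test, adjusted p = 0.469, in a range of 6.63e-05 to 1). By log2 fold change over IgG the family had a median of -0.05, and 45 of 78 were higher in CPEB1 IP than input with none lower. None of 16 mitochondrially encoded genes was in the set, against 18.8% to 62.5% in matched sets. Of 193 Zfp genes, 6 were in the set (odds ratio 0.206, adjusted p = 4.11e-06) and 3.11% lies within the 2.07% to 7.25% of matched sets. Of 76 mitochondrial ribosomal proteins, 12 were in the set (odds ratio 1.22, adjusted p = 0.544).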
